# Synaptotagmin-4 induces anhedonic responses to chronic stress via BDNF signaling in the medial prefrontal cortex

**DOI:** 10.1038/s12276-024-01156-8

**Published:** 2024-02-01

**Authors:** Jeongseop Kim, Sihwan Seol, Tae-Eun Kim, Joonhee Lee, Ja Wook Koo, Hyo Jung Kang

**Keywords:** Stress and resilience, Depression, Behavioural genetics, Transcriptomics, Mouse

## Abstract

Stressful circumstances are significant contributors to mental illnesses such as major depressive disorder. Anhedonia, defined as loss of the ability to enjoy pleasure in pleasurable situations, including rewarding activities or social contexts, is considered a key symptom of depression. Although stress-induced depression is associated with anhedonia in humans and animals, the underlying molecular mechanisms of anhedonic responses remain poorly understood. In this study, we demonstrated that synaptotagmin-4 (SYT4), which is involved in the release of neurotransmitters and neurotrophic factors, is implicated in chronic stress-induced anhedonia. Employing chronic unpredictable stress (CUS), we evaluated two subpopulations of mice, susceptible (SUS, anhedonic) and resilient (RES, nonanhedonic), based on sucrose preference, which was strongly correlated with social reward. The FosTRAP (targeted recombination in active populations) system and optogenetic approach revealed that neural activity in the medial prefrontal cortex (mPFC) was significantly associated with CUS-induced anhedonic behavioral phenotypes. By conducting weighted gene coexpression network analysis of RNA sequencing data from the mPFC of SUS and RES mice, we identified *Syt4* as a hub gene in a gene network that was unique to anhedonia. We also confirmed that *Syt4* overexpression in the mPFC was pro-susceptible, while *Syt4* knockdown was pro-resilient; the pro-susceptible effects of SYT4 were mediated through a reduction in brain-derived neurotrophic factor (BDNF)-tropomyosin receptor kinase B (TrkB) signaling in the mPFC. These findings suggest that SYT4-BDNF interactions in the mPFC represent a crucial regulatory mechanism of anhedonic susceptibility to chronic stress.

## Chronic stress and depression: synaptotagmin-4 as a key player

Depression is a complex mental health disorder that can significantly impact a person’s life. One symptom, anhedonia, is particularly difficult to treat. Researchers have been exploring why some people develop anhedonia and others don’t, especially under stress. The study, led by Jeongseop Kim and Sihwan Seol, aimed to discover the biological processes behind anhedonia. Using mice, the team exposed them to chronic unpredictable stress and observed their behaviors. They found that not all mice responded to stress with depressive-like behaviors, indicating individual differences in stress resilience. The researchers concluded that SYT4 and BDNF play crucial roles in the development of anhedonia and stress-induced depression. This study advances our understanding of the molecular basis of depression and could lead to new treatments targeting these mechanisms. This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Depression is a common and severe mental illness that involves a persistent feeling of sadness and forfeiting pleasure or motivation^1^. Anhedonia, an impaired ability to experience pleasure and learn about rewards, has been used clinically as a criterion for the diagnosis of depression^2^. In a previous clinical study, anhedonia, along with a depressed mood, was found to outrank other depressive symptoms, including suicidal ideation, as the most fundamental symptom for the diagnosis of depression^2^. Anhedonia can be broadly divided into two categories: physical anhedonia, characterized by a lack of tactile pleasure, such as pleasure in food and sex, and social anhedonia, characterized by increased apathy in interactions and a lack of pleasure in social situations^3,4^. Notably, anhedonia does not typically respond to initial depression treatments^5,6^ and is usually the last symptom to resolve in clinical depression^7^. It is also a strong predictor of suicidal potential^8^ and treatment-resistant depression^5^, and stress-induced depression has been clearly related to anhedonia in humans and rodents. It is generally recognized that the frontal lobe-oriented neural network is particularly important in anhedonia;^9,10^ however, the underlying neurobiological mechanisms of anhedonia remain unclear.

In humans, a chronically stressful life is directly correlated with depressive disorders^11,12^. Several animal models, such as the model generated by chronic unpredictable stress (CUS), which is one of the most reliable and widely used stress paradigms, have been developed to replicate this phenomenon in animals. CUS causes various depressive-like phenotypes, including anhedonic-like behaviors^13,14^. Interestingly, not all stress-exposed individuals exhibit depressive-like behaviors in response to chronic stress. Some stressed animals maintain normal psychological functioning, suggesting that interindividual differences in reward responsiveness occur after chronic stress^15,16^.

Recent transcriptomic studies have identified broad transcriptional changes across brain regions, including the medial prefrontal cortex (mPFC), in stress-resilient and stress-susceptible mice^17–19^. This suggests that stress resilience is an active homeostatic response to stress rather than a lack of stress susceptibility^19^ and that individual differences in depressive-like behaviors such as anhedonia should be considered in physiological and molecular studies^17–19^. Network-based analysis methods, such as weighted gene coexpression network analysis (WGCNA), which defines gene networks from RNA sequencing data by clustering genes into modules according to coordinated transcriptional alterations, are helpful for studying the functional gene networks underlying individual differences^18^. WGCNA can identify “stress susceptibility networks” that rely on the expression of key module hub genes, which affect the expression of other genes within modules and overall stress susceptibility when their expression is manipulated in vivo^17,20,21^.

In the present study, we discovered that *synaptotagmin-4* (*Syt4)*, an immediate-early gene^22^ that modulates the interaction of neurotransmitter release, synaptic transmission, and Ca^2+^ entry^23,24^, governs a transcriptionally active gene network unique to anhedonia in the mPFC. SYT4 is involved in the negative regulation of brain-derived neurotrophic factor (BDNF) release, particularly in an activity-dependent manner^25,26^. Reduced levels of BDNF are known to be associated with the manifestation of depressive symptoms in both humans and animals^27–30^. In contrast, activity-dependent release of BDNF in the mPFC plays a vital role in mediating rapid antidepressant effects^31–33^. Our data demonstrated that SYT4 in the mPFC mediates CUS-induced anhedonic behaviors through a reduction in BDNF–TrkB signaling. Taken together, our findings suggest that the SYT4–BDNF interplay within the mPFC plays critical roles in anhedonia by modulating the major transcriptional network involved in stress susceptibility.

## Materials and methods

A detailed description of the experimental methods, including behavioral experiments, stereotaxic surgery, optogenetics, sequencing, WGCNA, drug infusion, qRT‒PCR, western blotting, and fluorescence in situ hybridization (FISH), is provided in the Supplementary Materials and Methods.

## Results

### Chronic unpredictable stress (CUS) induces various depressive-like behaviors

We exposed mice to 4 weeks of CUS and measured depressive-like behaviors via several behavioral tests (Supplementary Table 1). During the first 3 days after the completion of CUS exposure, we conducted a sucrose preference test (SPT), sociability test (ST), and social novelty discrimination (SND) test to determine the effects of CUS on physical, social anhedonia, and social novelty recognition outcomes in mice (Supplementary Fig. 1a). Before undergoing CUS (pre-CUS), all the experimental groups preferred the sucrose reward. The body weight and sucrose preference of the CUS-exposed group were significantly lower than those of the stress-naïve control (CTRL) group (Supplementary Fig. 1b, d). We next investigated whether the preference for sucrose after CUS was influenced by the demand for sucrose prior to stress using one-way analysis of covariance (ANCOVA) but found no significant effect of CUS on the relationship between sucrose preference before and after CUS (Supplementary Fig. 1c). Next, we performed the ST and SND test to investigate social anhedonia and the perception of novel experiences, respectively. CUS mice showed a lower preference for the cage containing a stimulus mouse than for an empty cage (Supplementary Fig. 1e). Similarly, stressed mice were more inclined to seek out known mice and less likely to acknowledge enclosures containing novel mice (Supplementary Fig. 1f). Interestingly, there was no discernible relationship between the results of the ST and SND test (Supplementary Fig. 1g).

Immediately after the SND experiment, over the next day, we conducted novelty-suppressed feeding (NSF), elevated plus maze (EPM), and forced swim test (FST) experiments to determine the least to most stressful behaviors and to examine anxiety- and despair-like behaviors. The CUS mice exhibited considerably reduced feeding activity in the unfamiliar environment but ate the same amount of food in their home cages within the first 5 min after NSF testing (Supplementary Fig. 1h, i). Additionally, compared to the CTRL mice, the CUS mice spent less time in the open arms and more time in the closed arms of the EPM (Supplementary Fig. 1j). Moreover, during the FST, the CUS mice struggled less than the CTRL mice did (Supplementary Fig. 1k). These data suggest that CUS induces anxiety- and despair-like behaviors in mice, while 4 weeks of CUS significantly induces various depressive symptoms, including weight alterations, social novelty discrimination, and anhedonia, in both the physical and social domains.

### Anhedonic behavioral traits can be used to separate susceptible and resilient subphenotypes of mice with depressive-like behaviors

To determine the most appropriate behavioral models for examining individual variations in depressive behaviors following CUS, we next evaluated different aspects of depressive-like behaviors using the SPT, ST, FST, SND test, and EPM test and validated the correlations between each behavior. One-way ANCOVA was used to determine how strongly each of the five behavioral outcomes was correlated with each other. The results showed that individual variations in SPT, a representative anhedonia behavioral experiment, were strongly correlated with individual variations in all depression-like behavior tests, except for the EPM test, which assesses anxiety-related behavior (Supplementary Fig. 2a–e). Moreover, when the correlation of each depression-like behavior with the ST was determined, there was no correlation with any behavior except SPT. Similarly, as shown in Supplementary Fig. 1g, there was no discernible correlation between individual variations in the results of the ST and SND test, while the SND test, in contrast to the ST test, showed minimal connection to the FST. Intriguingly, the results of the EPM test were not significantly correlated with any of the depressive-like behaviors. The SPT results were strongly correlated with the ST, SND, and FST results, suggesting that the SPT may serve as a general hub indicator of depressive-like behaviors.

The frequency distribution histogram revealed that the CUS group had a broader distribution of sucrose preferences than the CTRL group (Fig. 1a, b). However, the sucrose preference of some CUS mice was similar to that of CTRL mice. To pinpoint the neurobiological mechanisms of individual differences after CUS, precise criteria are needed to separate subpopulations exhibiting distinct depressive-like behavioral phenotypes. To accomplish this, we employed *K*-means clustering, an unsupervised learning algorithm that divides groups according to similarities among the data. Through *K*-means clustering, we separated the data into three categories: a group that preferred a sucrose reward despite being exposed to CUS (RES, Cluster-1); a group that showed considerably reduced sucrose reward responsiveness due to CUS (SUS, Cluster-3); and a control group (CTRL), which was widely mapped to Cluster-2 and Cluster-1 (Fig. 1c, d). Further analysis and behavioral tests revealed that the subpopulations according to sucrose preference exhibited distinct behavioral phenotypes. Compared with RES and CTRL mice, SUS mice with a substantially reduced desire for sucrose exhibited severe social anhedonic behaviors in the ST and impaired social novelty recognition in the SND test (Fig. 1e–g). These findings are consistent with our results showing that individual variations in depressive behaviors in the SPT are strongly correlated with individual performance in the ST and SND test (Supplementary Fig. 2e).

**Fig. 1:**
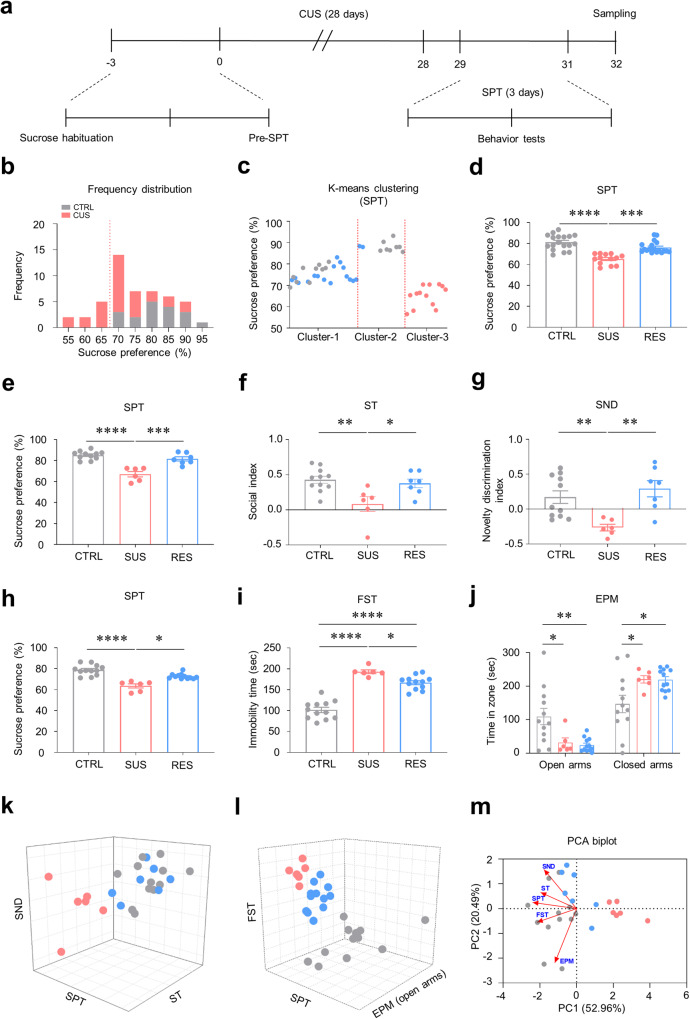
Classification of subpopulations according to chronic stress-induced behavioral phenotypes. **a** Experimental procedures for chronic unpredictable stress (CUS). **b** Frequency distribution histogram for the sucrose preference (*n* = 18, 31). **c** Separation of mouse populations by *K*-means clustering based on the sucrose preference test (SPT) dataset in Fig. 1b. **d** Susceptible (SUS, pink) mice showed a markedly reduced sucrose preference compared to resilient (RES, blue) and control (CTRL, gray) mice (Kruskal–Wallis test with Dunn’s test, *H* = 29.02, *p* < 0.0001; *n* = 18, 13, 18). **e** Sucrose preference test in mice subjected to a social behavior test (one-way ANOVA with Tukey’s test, *F*_2,21_ = 26.19, *p* < 0.0001; *n* = 11, 6, 7). **f** SUS mice exhibited social anhedonia, which was assessed via a sociability test (ST), while RES and CTRL mice did not (one-way ANOVA with Tukey’s test, *F*_2,21_ = 6.785, *p* = 0.0053, *n* = 11, 6, 7). **g** SUS mice showed impaired social cognition, as determined via a social novelty discrimination (SND) test, compared to RES and CTRL mice (one-way ANOVA with Welch’s test, *W*_2,12.41_ = 15.31, *p* = 0.0004, *n* = 11, 6, 7). **h** Sucrose preference test in mice subjected to anxiety- and depressive-like behavior (Kruskal–Wallis test with Dunn’s test, *H* = 19.53, *p* < 0.0001; *n* = 12, 6, 12). **i** Both SUS and RES mice exhibited increased immobility times in the forced swim test (FST) compared to those of the CTRL mice. Compared with RES mice, SUS mice exhibited modestly increased despair behavior (one-way ANOVA with Tukey’s test, *F*_2,27_ = 65.88, *p* < 0.0001, *n* = 12, 6, 12). **j** Both SUS and RES mice spe*n*t less time in the open arms but more time in the closed arms in the elevated plus maze (EPM) than did CTRL mice (two-way ANOVA with Tukey’s test: group effect, *F*_1,54_ = 73.69, *p* < 0.0001; maze effect, *F*_2,54_ = 0.0756, *p* = 0.9273; interaction, *F*_2,54_ = 12.02, *p* < 0.0001, *n* = 12, 6, 12). **k** Three-dimensional plot de*p*icting the results of the SPT, ST, and SND test for each of the SUS, RES, and CTRL mice in the same cohort. **l** Three-dimensional plot depicting the SPT, FST, and EPM test resu**l**ts for each of the SUS, RES, and CTRL mice in the same cohort. **m** Principal component analysis (PCA) biplot analysis of five representative variables (SPT, ST, SND, FST, and EPM) from the CUS subphenotypes. The first two principal components (PCs) explained 86.24% of the total variance, with PC1 explaining 52.96% and PC2 explaining 20.49%. The biplot shows clear partitioning of SUS mice from RES and CTRL mice along PC1. The variable vector, SPT, was the closest vector to the PC1 axis, followed by FST and ST. In contrast, the SND and EPM variable vectors were not closely plotted to either PC1 or PC2. The red arrows indicate the direction and length of the vectors of the variables. Each colored dot represents the sampling point for each subphenotype (*n* = 12, 6, 7). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ^****^p < 0.0001. The bar graphs show the mean ± SEM.

We next conducted additional experiments to investigate how the CUS-induced individual variations in anhedonic behaviors observed in the SPT (Fig. 1h) are correlated with behavioral performance in the FST and EPM test. In the FST, the immobility time of the SUS mice was longer than that of the RES and CTRL mice. However, compared with the CTRL mice, the RES mice also exhibited increased behavioral despair (Fig. 1i). In the EPM test, both SUS and RES mice displayed higher levels of anxiety than CTRL animals (Fig. 1j). These data suggest that anxiety- and anhedonia-like behaviors are not connected in terms of individual variations, while the depressive-like subphenotypes observed in the SPT were most strongly associated with the ST and SND test (Fig. 1k, l). We next conducted principal component analysis (PCA), a multivariate analysis approach, employing data obtained from the SPT, ST, FST, SND test, and EPM test after CUS. The PCA biplot showed that the SPT was most strongly correlated with principal component 1 (PC1), followed by the ST and FST. In contrast, the SND and EPM results were not strongly correlated with PC1 or PC2. Additionally, the SPT, ST, and SND test variables were mapped onto the same dimensions, suggesting that all three variables are grouped into clusters that share common features or characteristics. The FST was located close to the SPT, suggesting a strong association between the two (Fig. 1m). Notably, the SUS group was distinct from the RES or CTRL groups in PC1, which indicates that the separation of these behavioral subphenotypes is based mainly on PC1. The SPT, the variable most strongly correlated with PC1, may be the most important factor explaining the overall grouping of the behavioral subphenotypes.

Finally, we assessed whether the SPT was a general hub indicator that classified individual variations in depressive behaviors by applying *K*-means clustering to individual behavioral data other than those obtained from the SPT (Supplementary Fig. 3). Clustering of the ST and SND data revealed that, compared with the ST-RES, SND-RES, and CTRL mice, both the ST-SUS and SND-SUS mice exhibited clear differences in social and novelty discrimination indices (Supplementary Fig. 3c, d, i, j). In the SPT, both ST- and SND-SUS mice exhibited a lower sucrose preference than the CTRL animals, whereas the ST- and SND-RES mice were statistically indistinguishable from the CTRL and SUS groups (Supplementary Fig. 3e, k). When clustered based on the ST data, the ST-RES mice showed a significant decrease in perceived social novelty compared to the CTRL mice (Supplementary Fig. 3f, g). In contrast, when the patients were clustered based on SND data, there was no significant difference in social anhedonia (Supplementary Fig. 3l, m). Similarly, when clustered based on the FST and EPM data, the FST- and EPM-RES mice did not significantly differ from the FST- and EPM-SUS mice in terms of behavioral performance in the SPT, FST, and EPM test (Supplementary Fig. 4). Collectively, these findings demonstrate that the SPT is the most appropriate test for evaluating individual variations in CUS-induced depressive-like behaviors.

### The mPFC showed the greatest association with anhedonic behaviors

We next used Fos-targeted recombination in active population (FosTRAP) mice to distinguish the brain regions associated with anhedonic behavior after CUS. Following the administration of tamoxifen, active CreERT2-expressing cells undergo Cre-mediated recombination (“Trapped”), which results in permanent expression of effector genes^34^. Approximately 16 h after tamoxifen injection, the effect rapidly increases, reaching a maximum at ~24 h before rapidly decreasing after ~36 h, and Fos is no longer labeled^34^. Because Fos is gradually labeled 12 h after tamoxifen injection, we deprived the mice of water for 16 h prior to tamoxifen injection to avoid Fos tagging via the drinking water before the SPT. Sixteen hours after receiving a single i.p. injection of tamoxifen (7.5 µl/g), all the mice were provided water and sucrose solution ad libitum for 7 days (Fig. 2a)^34^. No animals transformed from one behavioral phenotype to another under tamoxifen injection, which was confirmed by conducting the SPT before and after injection (SPT1 vs. SPT2, Fig. 2c). After conducting SPTs in FosTRAP mice exposed to CUS, we counted the number of Fos^+^ cells [Fos^+^ (red)/DAPI^+^ (blue)] in stress- and depression-associated brain regions in the limbic system (Fig. 2b). In several brain regions, such as the nucleus accumbens (NAc), basolateral amygdala (BLA), and ventral tegmental area (VTA), the number of Fos^+^ cells did not significantly differ among the groups. In the mPFC and hippocampus (HPC), the SUS mice possessed a lower number of Fos^+^ cells than the CTRL mice did (Fig. 2d). Unlike those in the HPC, the number of Fos^+^ cells in the mPFC significantly differed between the CTRL and RES mice (Fig. 2d). These data suggest that the mPFC has the greatest association with subphenotypes of CUS-induced anhedonic behaviors (Fig. 2c, d). Our findings are strongly supported by human studies showing that anhedonia in major depressive disorder (MDD) patients is linked to impaired connectivity between the PFC and reward- and emotion-related cognitive regions during the processing of positively valued stimuli^9,35^. Therefore, we focused on the mPFC to elucidate apparent differences in hedonic responses in groups exposed to CUS.

**Fig. 2:**
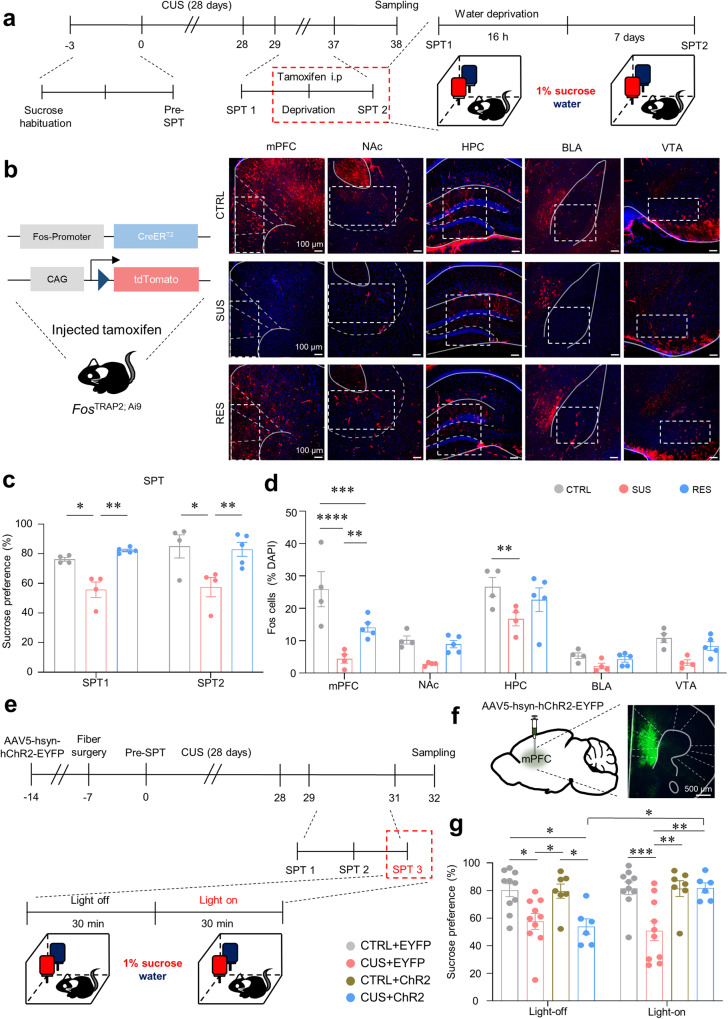
Chronic stress-induced anhedonia is mediated by neural activity in the mPFC. **a** Experimental procedures for capturing activated neurons during anhedonic behaviors. **b** Schematic of *Fos*^TRAP2; Ai9^ induction by tamoxifen (left) and representative images of c-Fos expression (red) in brain regions activated during the two-bottle sucrose preference test after CUS in CTRL, SUS, and RES mice (right, scale bars: 100 µm). **c** Sucrose preference before (SPT1) and after i.p. injection of tamoxifen (SPT2; two-way ANOVA with Tukey’s test: group effect, *F*_2,20_ = 17.19, *p* < 0.0001; time effect, *F*_1,20_ = 0.8945, *p* = 0.3555; interaction, *F*_2,20_ = 0.3897, *p* = 0.6823, *n* = 4, 4, 5). **d** c-Fos+ cell numbers in various brain regions in the limbic system, including the mPFC (two-way ANOVA with Tukey’s test: group effect, *F*_2,50_ = 25.11, *p* < 0.0001; region effect, *F*_4,50_ = 34.36, *p* < 0.0001; interaction, *F*_8,50_ = 2.535, *p* = 0.0212, *n* = 4, 4, 5). **e** Experimental procedure for photoactivation during the SPT after CUS. **f** A representative image of the channelrhodopsin-2 (ChR2) virus and optic fiber implantation in the PFC (scale bar: 500 µm). **g** Comparison of sucrose solution intake between groups before and after ChR2 stimulation after CUS (two-way ANOVA with Tukey’s test: group effect, *F*_3,58_ = 11.39, *p* < 0.0001; stimulation effect, *F*_1,58_ = 2.220, *p* = 0.1417; interaction, *F*_3,58_ = 3.002, *p* = 0.0377, *n* = 10, 10, 7, 6). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. ^****^p < 0.0001. The bar graphs show the mean ± SEM. mPFC medial prefrontal cortex, NAc nucleus accumbens, HPC hippocampus, BLA basolateral amygdala, VTA ventral tegmental area, EYFP enhanced yellow fluorescent protein.

To determine whether the neural activity in the mPFC was associated with CUS-induced anhedonic behavior, we optogenetically manipulated mPFC neurons during the SPT after CUS (i.e., SPT2) using the excitatory channelrhodopsin (ChR2). To this end, AAV5-hSyn-hChR2-EYFP and the control virus were bilaterally injected into the mPFC, and after 1 week, optic fibers were implanted into the virus-infected mPFC (Fig. 2e, f). These procedures generated the following four mouse groups: CUS-exposed mice with ChR2 stimulation (CUS+ChR2), stress-naïve mice with ChR2 stimulation (CTRL+ChR2), CUS-exposed mice without ChR2 stimulation (CUS + EYFP), and stress-naïve mice without ChR2 stimulation (CTRL + EYFP). After 28 days of CUS, we examined the baseline sucrose preference (lights off) and conducted the SPT with phasic stimulation (lights on, five pulses at 20 Hz, 40 ms pulse durations, every 10 s)^36^. The results showed that the preference of the CUS + EYFP and CUS+ChR2 mice for sucrose solution during the first 30 min of the trial without 473 nm blue light exposure was less than that of the stress-naïve groups. Conversely, the sucrose reactivity of the CUS+ChR2 group sharply increased under 473 nm blue light for 30 min; however, the CUS + EYFP group showed no significant increase in sucrose reactivity. Moreover, the stress-naïve CTRL group exhibited high levels of hedonic behavior regardless of optic stimulation (Fig. 2g). Together with the FosTRAP data, these optogenetic data suggest that neuronal activity in the mPFC is associated with the regulation of CUS-induced anhedonic behaviors. Our data are consistent with evidence from previous human studies showing that the PFC is important in anhedonia^9,35^.

### Distinct transcriptional patterns depend on the degree of anhedonia after CUS

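The mPFC of 9 male C57BL/6N mice was sequenced in 3 groups of 3: CTRL mice without stress, and the RES and SUS mice that the sucrose preference test told apart after 4 weeks of CUS. The tissue was punched with a needle 4 days after the last CUS session, when the mice were 13 weeks old. Ribosomal RNA was removed from the total RNA, and strand-specific libraries were sequenced from both ends of each fragment. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome GRCm38 with HISAT2 and assembled and quantified transcripts with StringTie. For each of 15645 genes they deposited the read count, the FPKM (fragments scaled by transcript length and by mapped reads) and the quantile-normalized log2(FPKM + 1) in each mouse. Of these genes, 0 had an FPKM of 0 in any mouse, since the authors had left such genes out. Here, the counts were compared between the groups with edgeR, which models the spread of each gene with information from the other genes. Library sizes were scaled by the TMM method, all 9 mice entered 1 fit, and the 15201 genes that passed edgeR's filter on low counts were tested. This differs from the paper's test, which takes each gene by itself on the normalized values. The quantile-normalized values were used for the distances between mice, the module scores and the correlations. The GC content of transcripts, which was used to look for trends along GC content, was taken from the GENCODE annotation of GRCm38 for 99.5% of the genes. The test, the filter, the scaling and any correction for GC content are the choices that could change the numbers.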

Next, to characterize anhedonia-specific transcriptional modifications in the mPFC, we performed RNA sequencing of mPFC tissue from each mouse that had undergone the SPT after CUS and investigated the anhedonia susceptibility gene network through differentially expressed gene (DEG) analysis and WGCNA. RNA sequencing produced ~54 to 93 million mapped reads for each sample (Supplementary Table 2). 

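The counts used here sum the reads on genes. Their totals were 50395409, 55261481 and 59922192 in CTRL mice 1 to 3, 41763988, 35935341 and 31385813 in RES mice 1 to 3, and 48137231, 43886899 and 44209688 in SUS mice 1 to 3. The medians were 55261481 in the CTRL group, 35935341 in the RES group and 44209688 in the SUS group. The paper's mapped reads in Supplementary Table 2 ranged from 54160586 to 92581914 per mouse. The total count came to between 54.5% and 66.1% of the paper's mapped reads. By the paper's numbers, 95.3% to 97.7% of the processed reads mapped in CTRL mice, against 88.5% to 92.0% in RES mice and 91.9% to 92.7% in SUS mice. Every CTRL mouse lay above every stressed mouse in this share (two-sided exact permutation test of the 6 stressed against the 3 CTRL mice, p = 0.0119, the smallest p that this design allows). Every CTRL mouse also had a larger total count than every stressed mouse. The TMM factors lay between 0.960 and 1.03. No gene took more than 0.788% of a mouse's counts, and the 10 most abundant genes together took 3.37% to 4.12%.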

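To test whether mice of 1 group resembled each other more than mice of different groups, the distance between 2 mice was taken as 1 minus Pearson's r over the quantile-normalized values of all genes. The mean distance was 0.00844 within groups and 0.0115 between groups. Of the 280 ways to part the 9 mice into 3 groups of 3, none gave a larger difference than the 0.00306 of the real groups (two-sided exact permutation test, p = 0.00357, the smallest p that these partitions allow). Restricting the genes to those of largest variance changed this most among the alternatives on the same scale, with a difference of 0.0231 (exact permutation test, p = 0.0321). Without CTRL mouse 1, the difference was 0.00184 (exact permutation test, p = 0.0429). For each pair of groups the difference also lay above 0, at 0.00330 between SUS and CTRL mice, 0.00374 between RES and CTRL mice and 0.00214 between SUS and RES mice, each with an exact permutation p of 0.1, the smallest that 3 against 3 mice allow. For 7 of the 9 mice the nearest mouse was of the same group. RES mouse 3 was nearest to SUS mouse 2, and SUS mouse 3 was nearest to CTRL mouse 3. Once the trend of each library along transcript GC content had been removed, which was added as an alternative after the data had been seen, the difference was 0.00216 (exact permutation test, p = 0.00357).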

The transcriptome in the mPFC region was well clustered into groups according to stress subphenotype (Fig. 3a). DEGs (*p* < 0.05, |fold change | > 1.3) between the CTRL group and each CUS group and between the SUS and RES groups were identified. 

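With the paper's threshold applied to unadjusted p from edgeR's quasi-likelihood test, 1364 genes were past it between SUS and CTRL mice, 815 of them higher and 549 lower in SUS mice. Between RES and CTRL mice 1293 genes were past it, 795 higher and 498 lower in RES mice. The comparison of SUS with RES mice gave 1033, of which 348 were higher and 685 lower in SUS mice. The split between higher and lower genes depended on the scaling. With library totals alone in place of TMM, 610 genes were higher and 718 lower in SUS than in CTRL mice, and 540 were higher and 732 lower in RES than in CTRL mice. The alternative that moved the first count most was a test of each gene by itself on the normalized values with unequal variances, which gave 464 genes between SUS and CTRL mice, 378 between RES and CTRL mice and 186 between SUS and RES mice. Single mice also moved the counts. Without CTRL mouse 1, 825 genes were past the threshold between SUS and CTRL mice, 499 higher and 326 lower. Without SUS mouse 1, 498 were higher, and without SUS mouse 3, 1072 were lower in SUS than in CTRL mice. Without RES mouse 3, 1645 genes were past it between SUS and RES mice, 618 of them higher in SUS mice, and without SUS mouse 3, 1139 were lower in SUS than in RES mice.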

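With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment under 0.05, 853 genes differed between SUS and CTRL mice (648 higher and 205 lower in SUS mice) and 381 between RES and CTRL mice (281 higher and 100 lower in RES mice). There were 0 such genes between SUS and RES mice, and 2331 had an unadjusted p under 0.05. These counts rested on single mice. Between SUS and CTRL mice there were 5 genes without CTRL mouse 1, 1 without CTRL mouse 2, and 0 without SUS mouse 1 or SUS mouse 2, where 2588 and 3124 genes had an unadjusted p under 0.05. Without SUS mouse 3 there were 1436. Between RES and CTRL mice there were 4, 2 and 30 genes without CTRL mice 1, 2 and 3, and 1, 3 and 800 without RES mice 1, 2 and 3. The count was 241 without SUS mouse 1 and 0 without SUS mouse 2, where 3066 genes had an unadjusted p under 0.05. For SUS against RES mice the count rose to 538 without RES mouse 3, to 92 without SUS mouse 3 and to 2 without RES mouse 2. Among the genes tested, the values of the 3 mice of each group did not overlap for 33.2% between SUS and CTRL mice, 28.0% between RES and CTRL mice and 17.4% between SUS and RES mice, where chance gives 10%.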

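The log2 fold changes followed the GC content of the transcripts. Across 15121 genes, which are not independent replicates, Spearman's rho between log2 fold change and GC content was -0.614 for SUS against CTRL mice, -0.405 for RES against CTRL mice and -0.264 for SUS against RES mice. With the trend of each library along GC content removed, 520 genes were past the paper's threshold between SUS and CTRL mice, 259 higher and 261 lower, and 356 of the 1364 genes were still among them (26.1%). Of the 1293 genes between RES and CTRL mice, 815 stayed past the threshold (63.0%), as did 823 of the 1033 genes between SUS and RES mice (79.7%). In the fit with the trend removed, the count at an adjusted p under 0.05 was 3 between SUS and CTRL mice, 38 between RES and CTRL mice and 0 between SUS and RES mice, where 2461 genes had an unadjusted p under 0.05.

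**Figure D1:**
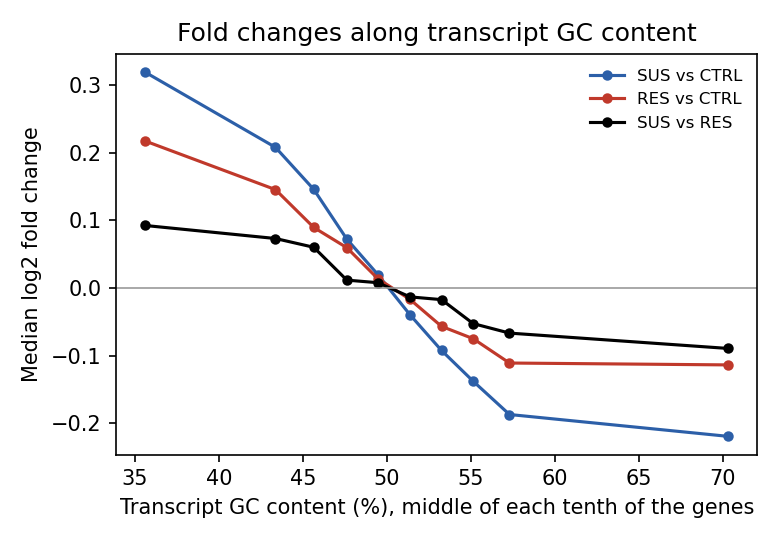
Median log2 fold change (y axis) of 10 groups of equal numbers of genes ordered by transcript GC content in percent (x axis), for SUS against CTRL, RES against CTRL and SUS against RES mice, with 3 mice per group. From the genes of lowest GC content (29.1% to 42.2%) to those of highest (58.5% to 82.2%), the median fell from 0.32 to -0.22 for SUS against CTRL mice, from 0.22 to -0.11 for RES against CTRL mice and from 0.09 to -0.09 for SUS against RES mice.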

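Among genes past the threshold whose groups did not overlap and whose mean was above 1 CPM (TMM-scaled counts relative to the library total), the largest increase in SUS over CTRL mice was that of Pomc, with a log2 fold change of 2.55 (standard error 0.60, adjusted p = 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rested on SUS mouse 1, which had 13.9 CPM against 3.21 and 1.81 in the other SUS mice and 1.07 to 1.09 in CTRL mice. Without SUS mouse 1, the log2 fold change was 1.20 (adjusted p = 0.129 from edgeR). The largest decrease was that of Cers1, at -3.22 (standard error 0.61, adjusted p = 0.0267 from edgeR), a gene that shares exons with Gdf1, so that its counts are uncertain. Without CTRL mouse 1 its adjusted p from edgeR was 0.126, and it had 4.02 CPM in RES mouse 3 against 33.0 and 28.4 in the other RES mice. The other genes named by this rule were Kctd12, Cdh1, Ugt1a7c and Car13, with log2 fold changes from 1.30 to 1.40 and adjusted p from 0.0709 to 0.124, and Plin4, Col7a1, Tpcn2 and Hif3a, from -1.74 to -1.19 with adjusted p from 0.0452 to 0.110. Kcmf1 (0.58, standard error 0.08) and Tbc1d24 (0.53, standard error 0.07), each with an adjusted p of 0.0204 from edgeR, still had an adjusted p under 0.05 between SUS and CTRL mice when the trend along GC content was removed (0.0435 and 0.0280). The counts of Kctd12, Ugt1a7c, Col7a1 and Tbc1d24 are uncertain as well, because other genes overlap them.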

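Among genes with the same limits (past the threshold, no overlap, mean above 1 CPM), the largest increases between RES and CTRL mice were those of Gm10635, Snora74a, Meis1, St18 and Snora78, with log2 fold changes from 1.71 to 2.28 and adjusted p from 0.0279 to 0.0481 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Meis1 had 6.28 and 7.92 CPM in RES mice 1 and 2 but 2.02 in RES mouse 3. The largest decreases were those of Gp1bb (-3.65, adjusted p = 0.0583 from edgeR), Egr2 (-1.85, adjusted p = 0.0486 from edgeR) and Npas4. They were followed by Cyr61 (-1.56, adjusted p = 0.141 from edgeR) and OTTMUSG00000016609 (-1.51, adjusted p = 0.0974 from edgeR). With 1 mouse left out, Cyr61 ran from -1.86 to -0.84 and OTTMUSG00000016609 from -2.42 to -1.11. Gp1bb, Snora74a and Meis1 share exons with other genes on the same strand (Sept5 in the case of Gp1bb), and Snora78 lies opposite Rps2. The counts of these genes are therefore uncertain. Npas4, a transcription factor induced by neuronal activity, fell by 1.63 on the log2 scale (standard error 0.26, adjusted p = 0.0279 from edgeR), from 24.9, 16.4 and 13.3 CPM in CTRL mice to 6.01, 4.81 and 6.80 in RES mice. Between SUS and RES mice, Npas4 was higher in SUS mice by 1.80 (standard error 0.27, adjusted p = 0.0899 from edgeR), with 24.2, 23.5 and 13.5 CPM. With these limits, the largest decreases in SUS against RES mice were those of Plekhd1 (-2.48), Krt80 (-2.02, standard error 0.30, adjusted p = 0.0899 from edgeR), Meis1 (-1.94), St18 (-1.66) and Ror1 (-1.65). The other increases were those of Pomc (3.15), Cyr61 (2.23), Ugt1a7c (1.64) and Fam183b (1.55). Except for Krt80, these genes had adjusted p from 0.110 to 0.176 from edgeR. Without SUS mouse 1, the increase of Pomc over RES mice was 1.82.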

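Of the 1364 genes past the threshold between SUS and CTRL mice and the 1293 between RES and CTRL mice, 378 were in both lists, and 373 of these changed in the same direction. They made up 27.7% of the SUS list, 29.2% of the RES list and 16.6% of the genes in either list. Because the same 3 CTRL mice enter both comparisons, some overlap arises without any effect. In 20 simulations of unchanged groups, with all 9 libraries drawn around the same mean of each gene, a median of 21.3% of the first list was shared (17.7% to 26.7%), with a median list of 341.5 genes, and in the median simulation 100% of the shared genes changed in the same direction. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes of the 2 comparisons was 0.469. The simulations gave a median of 0.482 (0.452 to 0.503), so it lay within their range. It was 0.572 on the quantile-normalized values and 0.385 with the trend along GC content removed, and neither was simulated. The simulations drew each gene by itself, without a trend across genes, so they cannot show what gave the real value. The real lists are longer than the simulated ones, which also raises the shared part. The test of each gene by itself with unequal variances moved the shared part of the SUS list most among the tests, to 17.5% (81 genes). Removal of the trend along GC content gave 157 shared genes, 30.2% of the SUS list, 15.3% of the RES list and 11.3% of the genes in either list. With each mouse left out in turn, the share of the SUS list ran from 20.8% without SUS mouse 3 to 34.3% without CTRL mouse 3.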

Although the SUS and RES groups were exposed to the same CUS, only ~20% of the genes in the DEG list overlapped when comparing each group to the CTRL group (Fig. 3b, c*;* Supplementary Fig. 5; and Supplementary Table 3). These data strongly suggest that SUS and RES have significantly different molecular mechanisms.

**Fig. 3:**
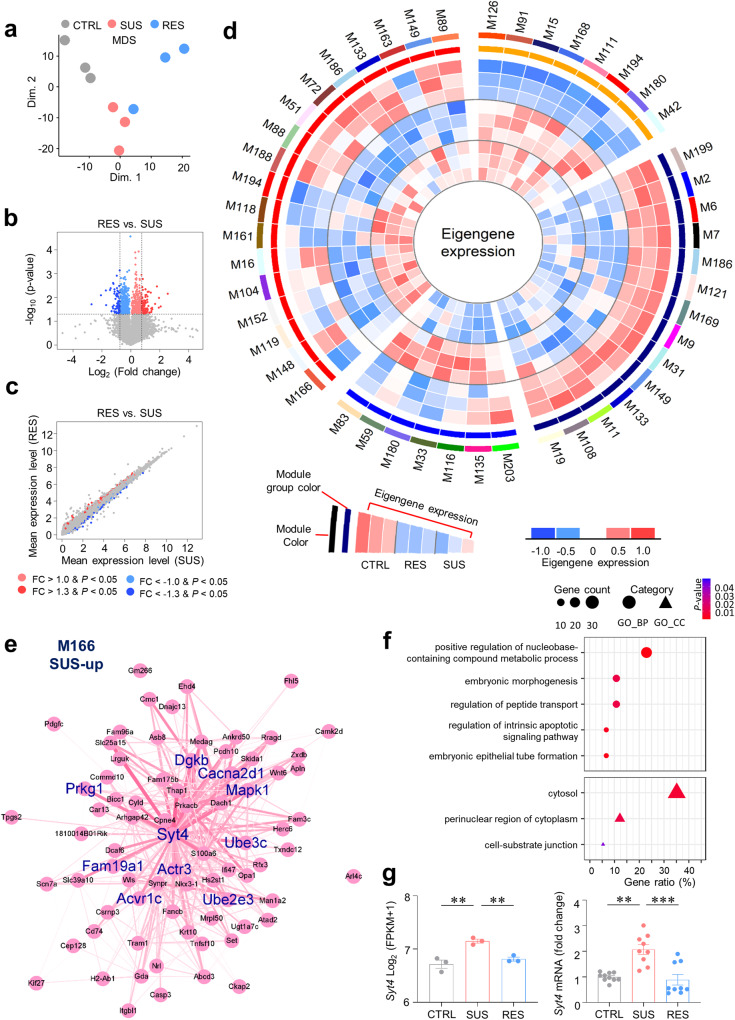
Identification of the behavior phenotype-specific module after CUS. **a** Following CUS, each group was separated and mapped to different dimensions across the whole genome. **b** A volcano plot displaying differential gene expression between the SUS and RES groups. The x-axis represents the log_2_ of the fold change in the gene [log_2_ (fold change)], and the *y*-axis represents the −log_10_ (*p* value). **c** Scatter plot displaying the differential gene expression between the SUS and RES groups. The genes highly expressed in SUS and RES animals are indicated by blue and red data points, respectively, while the genes that were not significantly differentially expressed in either of the groups are represented by gray data points. **d** CUS- or anhedonia susceptibility-related modules from 203 gene coexpression modules constructed via WGCNA. The modules were arranged clockwise from the modules with a large absolute value of the correlation coefficient with sample traits (CUS or anhedonic susceptibility). The module color is indicated by the circle’s outermost color, and the next color refers to the module group (orange: CUS-up, navy: CUS-down, blue: RES-up/SUS-down, red: RES-down/SUS-up). The expression patterns of eigengenes and summaries of the gene expression pattern of each module are colored and displayed in the order of SUS, RES, and CTRL from the inner line of the circle. **e** The intramodular coexpression network of a gene module specifically overexpressed in the SUS group was visualized. The thickness of the line indicates the strength of the correlation. **f** Gene Ontology enrichment analysis of the biological processes and cellular components of SUS-up module genes. **g** *Syt4* expression in the M166 module after RNA sequencing (left, one-way ANOVA with Tukey’s test; *F*_2,6_ = 18.30; *p* = 0.0028; *n* = 3) and qRT‒PCR validation after CUS (right, Kruskal‒Wallis test with Dunn’s test; *H* = 15.32; *p* = 0.0005; *n* = 10, 9, 9). ^**^p < 0.01, ^***^p < 0.001. The bar graphs show the mean ± SEM.

We next investigated the biological roles of the DEGs through Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of six DEG groups (SUS-up, SUS-down, RES-up, RES-down, RES-up/SUS-down, SUS-up/RES-down; Supplementary Fig. 6, and Supplementary Table 4). 

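The members of a pair of gene sets that the paper lists in Supplementary Table 4 for genes higher in SUS than in CTRL mice were taken from that table. The set for negative regulation of synaptic vesicle exocytosis held Rap1b, Syt4, Rap1a and Fmr1. Their log2 fold changes between SUS and CTRL mice ran from 0.44 to 0.51 with a median of 0.48. All 4 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone. The set for long-term potentiation held Rap1b, Ppp3ca, Ppp3r1 and Rap1a, with log2 fold changes from 0.43 to 0.55 and a median of 0.50, and again all 4 had an adjusted p under 0.05 by both adjustments. Since the study chose these genes on the same mice, the adjustment over the list alone is not independent evidence. Against CTRL mice, RES mice had a median of 0.38 for the first set and 0.40 for the second. The medians between SUS and RES mice were 0.10 and 0.09, with an unadjusted p under 0.05 for 1 gene of the first set and 0 of the second. These genes are poor in GC, with a median GC content of 39.4% in the first set and 40.7% in the second. With the trend along GC content removed, their medians between SUS and CTRL mice were 0.17 and 0.23. All 4 genes of each set stayed higher in SUS mice, but 0 of them had an adjusted p under 0.05 from edgeR.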

A comparison of the SUS and CTRL groups led to the identification of various enriched neuronal function-related terms, including “learning,” “negative regulation of synaptic vesicle exocytosis,” “synapse,” and “long-term potentiation” in the SUS-up group and “transsynaptic signaling,” “regulation of neurotransmitter levels,” “axon part,” “neuronal dense core vesicle,” and “axon guidance” in the SUS-down group (Supplementary Fig. 6a, b). Moreover, genes related to “nervous system development,” including “myelination,” were upregulated in the RES group compared to the CTRL group (Supplementary Fig. 6c), and RES-down genes were enriched in terms related to cellular component biogenesis and organization (Supplementary Fig. 6d). 

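All 11 genes that Supplementary Table 4 lists under myelination, Mbp and Myrf among them, were higher in RES than in CTRL mice, with log2 fold changes from 0.52 to 1.18 and a median of 0.95. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of them had an adjusted p under 0.05 over all genes and 10 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these mice. Mbp, which encodes myelin basic protein, had a log2 fold change of 0.95 (standard error 0.28, adjusted p = 0.0874 from edgeR), with 331, 367 and 261 CPM in CTRL mice and 544, 513 and 793 in RES mice. The same 11 genes were also higher in SUS than in CTRL mice, with a median of 0.66, but there the values of single mice lay far apart. Mbp had 337 and 275 CPM in SUS mice 1 and 2 and 662 in SUS mouse 3. Between SUS and RES mice the median was -0.34, with 2 genes higher and 9 lower in SUS mice, and 0 had an unadjusted p under 0.05. The median between RES and CTRL mice was also 0.95 with the trend along GC content removed, and all 11 genes were still higher. In that fit, 0 of them had an adjusted p under 0.05 over all genes.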

Interestingly, genes related to “synapse” and “GDP binding” were commonly enriched in the SUS-up and RES-up groups, while those related to the “HIF-1 signaling pathway” were commonly enriched in the SUS-down and RES-down groups. It is likely that these biological pathways were affected by stress itself independently of subphenotype (Supplementary Fig. 6a–d). Moreover, comparison of the SUS and RES groups revealed that the expression of genes related to nervous system development, synapses, and cognition was relatively high in the RES group (Supplementary Fig. 6e), while the genes related to cell adhesion and cell communication were highly expressed in the SUS group (Supplementary Fig. 6f).

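The genes that Supplementary Table 4 lists under GDP binding differ between the SUS and RES lists. The 5 genes of the SUS list had a median log2 fold change of 0.49 between SUS and CTRL mice, and all 5 had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same 5 genes had a median of 0.39 between RES and CTRL mice, where 2 had an adjusted p under 0.05 over all genes and 4 when adjusted over the list alone. The 4 genes of the RES list had a median of 0.43 between RES and CTRL mice, with an adjusted p under 0.05 for 3 over all genes and for 4 when adjusted over the list alone. Between SUS and CTRL mice their median was 0.44, with 3 genes higher and 1 lower. Under the HIF-1 signaling pathway, the 4 genes of the SUS list had a median of -0.42 between SUS and CTRL mice and -0.33 between RES and CTRL mice, and all 4 were lower in both. The 5 genes of the RES list had a median of -0.69 between RES and CTRL mice and -0.39 between SUS and CTRL mice, again with all 5 lower in both. The study chose these genes on the same mice, so the adjustment over each list alone is not independent evidence. With the trend along GC content removed, the median of the GDP binding genes was 0.22 for the SUS list between SUS and CTRL mice and 0.24 for the RES list between RES and CTRL mice. For the HIF-1 genes the corresponding medians were -0.20 and -0.57. In that fit, 0 genes of these lists had an adjusted p under 0.05 over all genes in the same comparisons.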

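All 8 genes that Supplementary Table 4 lists under cognition for this comparison were lower in SUS than in RES mice, with log2 fold changes from -0.74 to -0.39 and a median of -0.48. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of them had an adjusted p under 0.05 over all genes, and all 8 did when adjusted over the list alone. The study chose the genes on these mice, so the second count is not independent evidence, and all 8 had an unadjusted p under 0.05. Against CTRL mice, 7 were higher in RES mice (median 0.29) and 7 were lower in SUS mice (median -0.24). Without the trend along GC content, the median between SUS and RES mice was -0.42.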

### Coexpression network analysis was used to construct CUS subphenotype-associated gene modules

Using WGCNA to discover behavioral phenotype-specific genes, we identified 203 coexpressed gene modules (Supplementary Table 5). After constructing the gene coexpression modules, we investigated the relationships between the modules and sample traits through linear regression and Pearson correlation (Supplementary Table 6). Linear regression revealed that 43 of the 203 modules were significantly associated with the sample traits (CTRL, RES, and SUS; *p* < 0.05). We also calculated the module–trait relationships through Pearson correlation between the module eigengene and traits (CUS or stress susceptibility) to identify the effects of CUS and stress susceptibility separately. As a result, eight CUS-up (RES-up/SUS-up), 14 CUS-down (RES-down/SUS-down), seven RES-up (SUS-down), and 18 RES-down (SUS-up) modules were selected as CUS- and anhedonia susceptibility-related modules, and their summed eigengene expression was visualized (Fig. 3d). 

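The 10 genes that the study lists as hub genes of each module were summarised in each mouse as the mean z score of their quantile-normalized values over the 9 mice. For each of the modules M91, M199, M166, M203, M33 and M104, this score was compared between the 6 stressed and the 3 CTRL mice, and between the 3 SUS and the 3 RES mice, by two-sided exact permutation tests. The smallest p these allow is 0.0119 for the first comparison and 0.1 for the second. Over the family of 12 tests, the smallest p adjusted by the Benjamini-Hochberg method was 0.0714. The study chose these genes on the same mice, so the tests are not independent evidence of a difference. The mean GC content of the hub genes was 40.7% in M91, 43.0% in M166, 47.5% in M33, 57.3% in M199, 55.1% in M203 and 47.1% in M104.

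**Figure D2:**
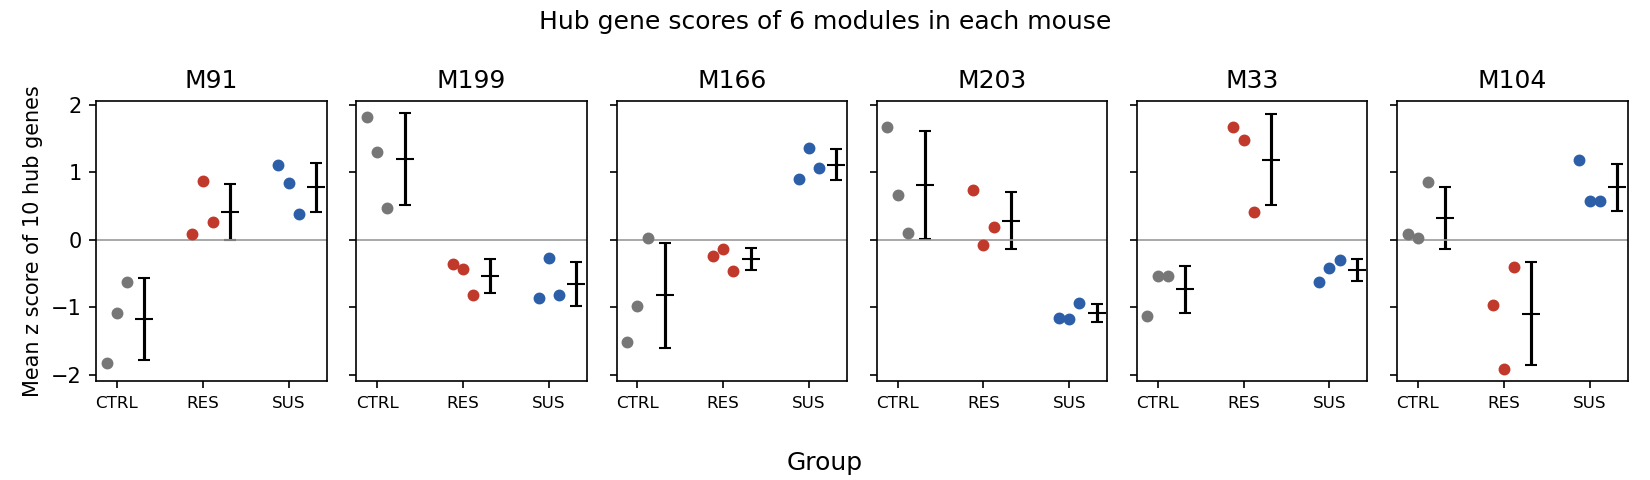
Hub score of 6 modules in each mouse (y axis, mean z score of 10 hub genes) by group (x axis, CTRL, RES and SUS, n = 3 mice each), with points for mice and bars for the mean ± SD. In M166 the 3 SUS mice lie between 0.906 and 1.36, above every CTRL and RES mouse.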

We further characterized the following six representative modules according to their module–trait relationships, module sizes, and expression patterns: M91 (CUS-up), M199 (CUS-down), M166 (SUS-up), M203 (SUS-down), M33 (RES-up), and M104 (RES-down) (Fig. 3e, Supplementary Figs. 7–12). To confirm the biological functions of these modules, we conducted GO and KEGG pathway enrichment analyses for the DEGs (Fig. 3f, Supplementary Figs. 7–12, and Supplementary Table 7). M91, a CUS-up module, was found to be highly expressed in both the RES and SUS groups (Supplementary Fig. 7a) and was enriched in various terms, including “nervous system development” (*p* = 6.7 × 10^-6^), “synapse” (*p* = 1.2 × 10^-6^), and “oxytocin signaling pathway” (*p* = 1.3 × 10^-2^; Supplementary Fig. 7c, d). 

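The M91 hub score was -1.18 ± 0.607 (SD, n = 3) in CTRL mice, 0.406 ± 0.413 (SD, n = 3) in RES mice and 0.774 ± 0.369 (SD, n = 3) in SUS mice. Every stressed mouse lay above every CTRL mouse, with a mean difference of 1.77 (two-sided exact permutation test, p = 0.0119, adjusted to 0.0714 over the 12 tests of hub scores). SUS and RES mice did not differ by more than their spread (difference 0.368, exact permutation test, p = 0.3). This last difference was small enough for single mice to move it, to 0.193 without RES mouse 1, 0.206 without SUS mouse 1 and 0.595 without RES mouse 2. All 10 hub genes were higher in SUS and in RES than in CTRL mice, with median log2 fold changes of 0.44 and 0.36. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 and 3 of them had an adjusted p under 0.05 over all genes. After removal of the trend along GC content these medians fell to 0.14 and 0.13, and 0 hub genes had an adjusted p under 0.05 in either comparison, with 5 and 6 at an unadjusted p under 0.05. The z score does not show the size of the change, and with the trend removed its difference between stressed and CTRL mice was 1.65 and that between SUS and RES mice was -0.133 (exact permutation test, p = 0.8).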

M166, an SUS-up module, was enriched in the terms “regulation of peptide transport” (*p* = 1.0 × 10^-2^) and “regulation of intrinsic apoptotic signaling pathway” (*p* = 3.8 × 10^-3^; Fig. 3f and Supplementary Fig. 8a). 

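The M166 hub score was -0.824 ± 0.781 (SD, n = 3) in CTRL mice, -0.285 ± 0.169 (SD, n = 3) in RES mice and 1.11 ± 0.229 (SD, n = 3) in SUS mice. Its mean was higher in SUS than in RES mice by 1.39, without overlap (two-sided exact permutation test, p = 0.1, the smallest possible, adjusted to 0.143 over the 12 tests). Between stressed and CTRL mice the difference was 1.24 (exact permutation test, p = 0.0595), and it was 1.56 without CTRL mouse 3 (exact permutation test, p = 0.0357). The 10 hub genes had a median log2 fold change of 0.38 between SUS and CTRL mice, 0.25 between SUS and RES mice and 0.09 between RES and CTRL mice. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of them had an adjusted p under 0.05 between SUS and CTRL mice and 0 between SUS and RES mice, where 8 had an unadjusted p under 0.05 and 7 had an adjusted p under 0.05 when adjusted over the list alone. The score without the trend along GC content differed by 1.45 between SUS and RES mice and by 0.673 between stressed and CTRL mice (exact permutation test, p = 0.345). The median log2 fold change was then 0.14 between SUS and CTRL mice, where 0 hub genes had an adjusted p under 0.05 and 3 an unadjusted p under 0.05, and 0.18 between SUS and RES mice.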

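The M33 hub score was 1.19 ± 0.674 (SD, n = 3) in RES mice, -0.739 ± 0.343 (SD, n = 3) in CTRL mice and -0.449 ± 0.168 (SD, n = 3) in SUS mice. The score of SUS mice lay below that of RES mice by more than the spread within either group, with a difference of -1.64 and no overlap (two-sided exact permutation test, p = 0.1). Between stressed and CTRL mice the score differed by 1.11 (exact permutation test, p = 0.107). All 10 hub genes were higher in RES than in CTRL mice, with a median log2 fold change of 0.43, and 7 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 10 were lower in SUS than in RES mice, with a median of -0.30, where 0 had an adjusted p under 0.05 over all genes. All 10 had an unadjusted p under 0.05 and an adjusted p under 0.05 when adjusted over the list alone. Once the GC trend had been removed, the medians were 0.39, with an adjusted p under 0.05 for 2 genes, and -0.34.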

M33 was upregulated in the RES group compared to the other groups (Supplementary Fig. 9a), and it was associated with the biological processes of “positive regulation of transcription, DNA-templated” (*p* = 4.1 × 10^-3^) and “axo-dendritic transport” (*p* = 6.3 × 10^-4^; Supplementary Fig. 9c). M199 was downregulated in both the RES and SUS groups compared to the CTRL group (Supplementary Fig. 10a). 

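The M199 hub score was 1.20 ± 0.679 (SD, n = 3) in CTRL mice, -0.539 ± 0.251 (SD, n = 3) in RES mice and -0.657 ± 0.330 (SD, n = 3) in SUS mice. Every stressed mouse lay below every CTRL mouse, with a difference of -1.79 (two-sided exact permutation test, p = 0.0119, adjusted to 0.0714 over the 12 tests). SUS and RES mice differed by -0.117 (exact permutation test, p = 0.9). With single mice left out, this small difference ran from -0.290 without SUS mouse 2 to -0.00908 without SUS mouse 1, and with the trend along GC content removed it was 0.179 (exact permutation test, p = 0.7). The median log2 fold change of the 10 hub genes was -0.37 between SUS and CTRL mice, with an adjusted p under 0.05 for 5 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was -0.31 between RES and CTRL mice, with 0 such genes over all genes, and with all 10 at an unadjusted p under 0.05 and also when adjusted over the list alone. Once the GC trend had been removed, these medians were -0.18 and -0.23, with an adjusted p under 0.05 for 0 genes in both and an unadjusted p under 0.05 for 5 and 7.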

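The M203 hub score was 0.808 ± 0.804 (SD, n = 3) in CTRL mice, 0.283 ± 0.418 (SD, n = 3) in RES mice and -1.09 ± 0.134 (SD, n = 3) in SUS mice. SUS mice lay below RES mice without overlap, by -1.37 (two-sided exact permutation test, p = 0.1). Between stressed and CTRL mice the difference was -1.21 (exact permutation test, p = 0.0714), and it was -1.28 without quantile normalization (exact permutation test, p = 0.0476), -0.741 with the trend along GC content removed (exact permutation test, p = 0.286) and -0.936 without CTRL mouse 1 (exact permutation test, p = 0.286). The median log2 fold change of the 10 hub genes was -0.28 between SUS and CTRL mice, -0.24 between SUS and RES mice and -0.06 between RES and CTRL mice. An adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 4 genes between SUS and CTRL mice. In the comparison of SUS with RES mice it was reached by 0 over all genes and by 7 when adjusted over the list alone, and 8 had an unadjusted p under 0.05. Once the GC trend had been removed, the medians were -0.16 between SUS and CTRL mice and -0.18 between SUS and RES mice, with an adjusted p under 0.05 for 0 genes in both and an unadjusted p under 0.05 for 5 and 6.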

M199 was associated with the biological process of RNA metabolism (Supplementary Fig. 10c), while M203, the expression of which was downregulated only in SUS (Supplementary Fig. 11a), was related to “nervous system development” (*p* = 5.2 × 10^-3^) and “presynapse” (*p* = 1.6 × 10^-3^; Supplementary Fig. 11c). Conversely, the M104 module was downregulated only in the RES group (Supplementary Fig. 12a) and was likely related to cell death and metal ions (Supplementary Fig. 12c).

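The M104 hub score was -1.09 ± 0.760 (SD, n = 3) in RES mice, 0.319 ± 0.465 (SD, n = 3) in CTRL mice and 0.776 ± 0.352 (SD, n = 3) in SUS mice. SUS and RES mice did not overlap and differed by 1.87 (two-sided exact permutation test, p = 0.1). Because the means of the 2 stressed groups lay on opposite sides of the CTRL mean, stressed and CTRL mice differed by only -0.479 (exact permutation test, p = 0.548). That value moved with single mice, to -0.170 without RES mouse 2, -0.207 without CTRL mouse 3, -0.318 without RES mouse 1 and -0.785 without SUS mouse 1, and was -0.754 with the trend along GC content removed (exact permutation test, p = 0.298). The 10 hub genes had a median log2 fold change of -0.42 between RES and CTRL mice, with an adjusted p under 0.05 for 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median was 0.59 between SUS and RES mice, with an adjusted p under 0.05 for 0 over all genes and 10 when adjusted over the list alone, and all 10 had an unadjusted p under 0.05. It was 0.11 between SUS and CTRL mice. Once the GC trend had been removed, the medians were -0.50 between RES and CTRL mice, 0.58 between SUS and RES mice and 0.05 between SUS and CTRL mice.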

To investigate the cause of anhedonia susceptibility, we focused on investigating M166, which was identified as the module most highly correlated with anhedonia susceptibility (Fig. 3d and Supplementary Table 6). 

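With SUS mice set against the RES and CTRL mice together, the M166 hub score was higher in SUS mice by 1.66 (two-sided exact permutation test of 3 against 6 mice, p = 0.0119, the smallest possible). The difference was nearly as large in the other direction for M203, at -1.64 (exact permutation test, p = 0.0119). For the remaining modules the SUS mice were not set apart from all others, with differences of 1.16 for M91 (p = 0.0952), 1.16 for M104 (p = 0.0714), -0.985 for M199 (p = 0.202) and -0.674 for M33 (p = 0.417) in the same exact permutation test. With the trend along GC content removed, SUS mouse 1 (0.128) lay below CTRL mouse 3 (0.369) in M166, so that the SUS mice were no longer set apart, while in M203 the SUS mice (at most -0.863) stayed below every other mouse (at least -0.233). These scores rest on 10 hub genes per module, and not on the eigengenes behind the paper's correlation. From the correlation between modules and traits, the paper reasons that M166 is the module to follow for the cause of susceptibility.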

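In single mice, the M166 hub score was -1.52, -0.981 and 0.0239 in CTRL mice, -0.244, -0.141 and -0.471 in RES mice and 0.906, 1.36 and 1.07 in SUS mice. All 77 genes of the module were higher in SUS than in CTRL mice, with log2 fold changes from 0.12 to 1.39 and a median of 0.36. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 22 had an adjusted p under 0.05 over all genes and 63 when adjusted over the list alone, and 31 were past the paper's threshold. All 77 were also higher in SUS than in RES mice, with a median of 0.23, where 0 had an adjusted p under 0.05 over all genes, 30 had an unadjusted p under 0.05, 17 had an adjusted p under 0.05 when adjusted over the list alone and 11 were past the threshold. Between RES and CTRL mice, 66 were higher and 11 lower, with a median of 0.10, and 4 were past the threshold. The study built the module on these mice, so the adjustment over the list alone is not independent evidence. The median GC content of the 77 genes was 44.7%. With the trend along GC content removed, 75 were higher in SUS than in CTRL mice (median 0.21). In that comparison, 0 of the 77 then had an adjusted p under 0.05 over all genes. All 77 were higher in SUS than in RES mice (median 0.18), and the median between RES and CTRL mice was -0.01.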

We found that M166 expression increased only in anhedonia-susceptible mice (Supplementary Fig. 7a). 

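For Syt4 and each of the other 76 genes of M166, the correlation of the quantile-normalized values was computed over the 9 mice. Pearson's r was above 0.7 for 73 of the 76 genes (96.1%), against 11.0% of all genes. In 10000 random lists of as many genes with matched mean expression, the median was 9 genes and the largest value 21. Genes that differ between the groups in the same way correlate over all mice for that reason alone. After the mean of each group was subtracted, r was above 0.7 for 21 of the 76 genes (27.6%), against a median of 4 and a largest value of 13 in random lists. This second number depended on single mice, and was 35 without CTRL mouse 2 and 8 without CTRL mouse 3. Of the alternatives, removal of the trend along GC content moved the first number most, to 48 genes (63.2%), and r above 0.8 in place of 0.7 moved the second to 8. The study chose the 77 genes on the same mice because they correlate, so the random lists do not give an independent test.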

In M166, which comprises a network of 77 genes, *Syt4* was a hub gene coexpressed with 70 (92%) other genes within the module, whereas other hub genes in the module were coexpressed with fewer genes (11–52 genes, 14%–68%) (Fig. 3e and Supplementary Table 5). Therefore, *Syt4*, which had the largest gene network, likely plays a central role in this module. 

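The same count was made for the other 9 hub genes of M166. Over the 9 mice, Acvr1c and Fam19a1 each had 75 partners with r above 0.7, Cacna2d1 and Dgkb 74, Ube3c and Prkg1 73, Actr3 72 and Ube2e3 69. By this count 4 hub genes had more partners than Syt4, with rho above 0.7 by Spearman's method 5 did, and without quantile normalization 8 did. With single mice left out, the number of hub genes with more partners than Syt4 ran from 0 without RES mouse 2 to 5 without SUS mouse 2 or SUS mouse 3. After the group means were subtracted, the partners of these hub genes numbered from 20 (Ube2e3) to 34 (Acvr1c and Dgkb). The paper does not state the threshold behind its numbers of partners. From the size of the network of Syt4, the paper proposes that it plays a central part in this module.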

*Syt4* was also a DEG in the SUS-up group and was found to be associated with biological processes, including “intracellular transport” (*p* = 1.8 × 10^-6^), “negative regulation of synaptic vesicle exocytosis” (*p* = 1.4 × 10^-5^), and “synapse” (*p* = 2.2 × 10^-4^; Supplementary Fig. 6a and Supplementary Table 4). Additionally, when we validated the sequencing data via qRT‒PCR, *Syt4* expression increased only in SUS mice, similar to the results of RNA sequencing (Fig. 3g). 

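Syt4 (Entrez gene 20983) encodes synaptotagmin 4. It lies on chromosome 18 of GRCm38 from 31437808 to 31447406 on the minus strand, and its longest transcript has 3892 nt in 4 exons. Gm26658 is annotated on the opposite strand of the same place. The authors' libraries keep the strand, but the paper's text does not say whether the counting used it. The GC content of Syt4 is 40.7%, where the median gene has 50.4%. Its log2 fold change between SUS and CTRL mice was 0.46 (standard error 0.08, adjusted p = 0.0263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is past the paper's threshold. Over the alternatives to this fit, the adjusted p ranged from 8.2e-05 with DESeq2 to 0.382 with the trend along GC content removed, where the log2 fold change was 0.17 (standard error 0.07). The adjusted p from edgeR was 0.126 without CTRL mouse 1, 0.0966 without CTRL mouse 2, 0.121 without SUS mouse 1 and 0.0996 without SUS mouse 2, with log2 fold changes between 0.39 and 0.47. Between RES and CTRL mice the log2 fold change was 0.17 (standard error 0.08, adjusted p = 0.232 from edgeR). This was 0.10 without CTRL mouse 1 and 0.11 without RES mouse 1, and -0.02 with the trend along GC content removed. Between SUS and RES mice it was 0.29 (standard error 0.08, adjusted p = 0.151 from edgeR), and DESeq2 gave an adjusted p of 0.0395, within a range of 0.0395 to 0.674 over the alternatives.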

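In single mice, Syt4 had 370.8, 419 and 445 CPM in CTRL mice, 487, 443 and 459.9 in RES mice and 589, 568 and 538 in SUS mice. The means were 412 ± 37.7 (SD, n = 3), 463 ± 22.1 (SD, n = 3) and 565 ± 25.8 (SD, n = 3). Every SUS mouse lay above every CTRL and every RES mouse (two-sided exact permutation test, p = 0.1 in each case, the smallest that 3 against 3 mice allow). RES and CTRL mice differed by less (exact permutation test, p = 0.2). On the quantile-normalized log2 scale the means were 6.72 in CTRL, 6.89 in RES and 7.15 in SUS mice. Over the 3 groups, F was 15.3 on these values (exact permutation test, p = 0.00357, the smallest that the partitions allow) and 18.0 on the values without quantile normalization (exact permutation test, p = 0.00714), where the paper's value is 18.30. With the trend along GC content removed, the log2 fold change between SUS and RES mice was 0.19 (standard error 0.07). The qRT-PCR measurements were not analysed here.

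**Figure D3:**
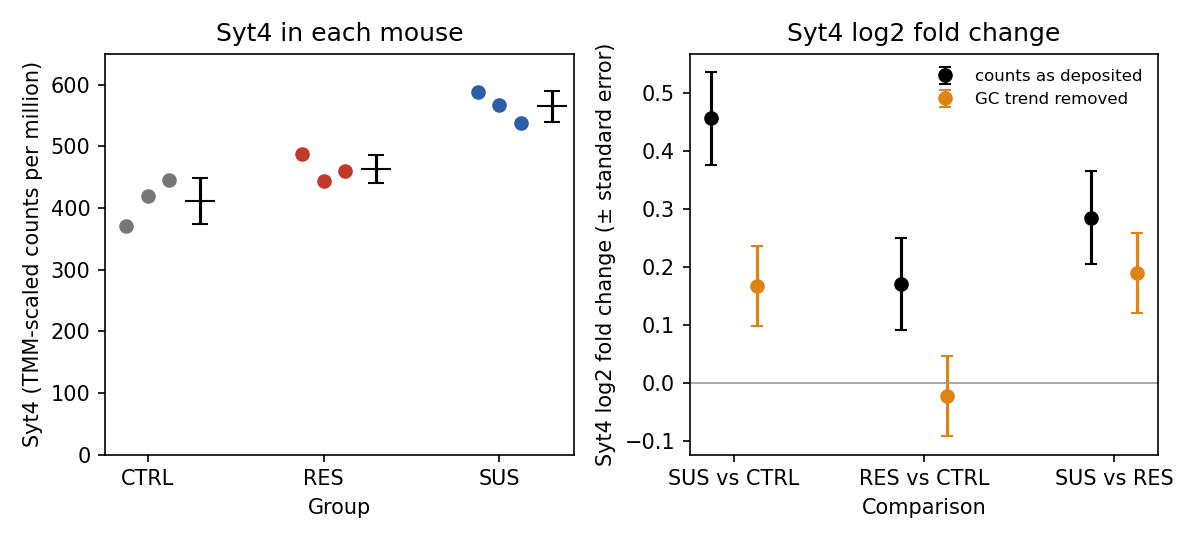
Left, Syt4 expression in each mouse (y axis, TMM-scaled CPM) by group (x axis, CTRL, RES and SUS, n = 3 mice each), with points for mice and bars for the mean ± SD. Right, log2 fold change of Syt4 (y axis, ± standard error) in the 3 comparisons, from the counts as deposited (0.46, 0.17 and 0.29) and with the trend along GC content removed (0.17, -0.02 and 0.19).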

Taken together, these findings suggest that *Syt4* plays a significant regulatory role in the anhedonia sensitivity network.

### Localization and activity of Syt4 in the mPFC

We observed a notable decrease in mPFC activity in SUS mice (Fig. 2d). On the basis of our sequencing findings highlighting *Syt4* as a key gene linked to the development of an SUS phenotype, we further explored the relationship between *Syt4* and mPFC activity. To achieve this goal, we introduced the AAV5-hsyn-*Syt4*-EGFP virus, which causes *Syt4* overexpression (*Syt4*-OE), into the mPFC of Fos-Trap x Ai9 mice (Fig. 4a) and confirmed successful induction of *Syt4* expression by the virus (Supplementary Fig. 14a, b). Interestingly, the *Syt4*-OE group exhibited pronounced anhedonia even after exposure to only 1 week of subthreshold chronic unpredictable stress (SCUS) (Fig. 4b). To examine whether SCUS influenced mPFC activity, Fos+ cells were labeled with tamoxifen after SPT1 (Fig. 4c). As with the SPT, a marked reduction in mPFC activity was observed in the *Syt4*-OE animals under SCUS conditions (Fig. 4d, e).

**Fig. 4:**
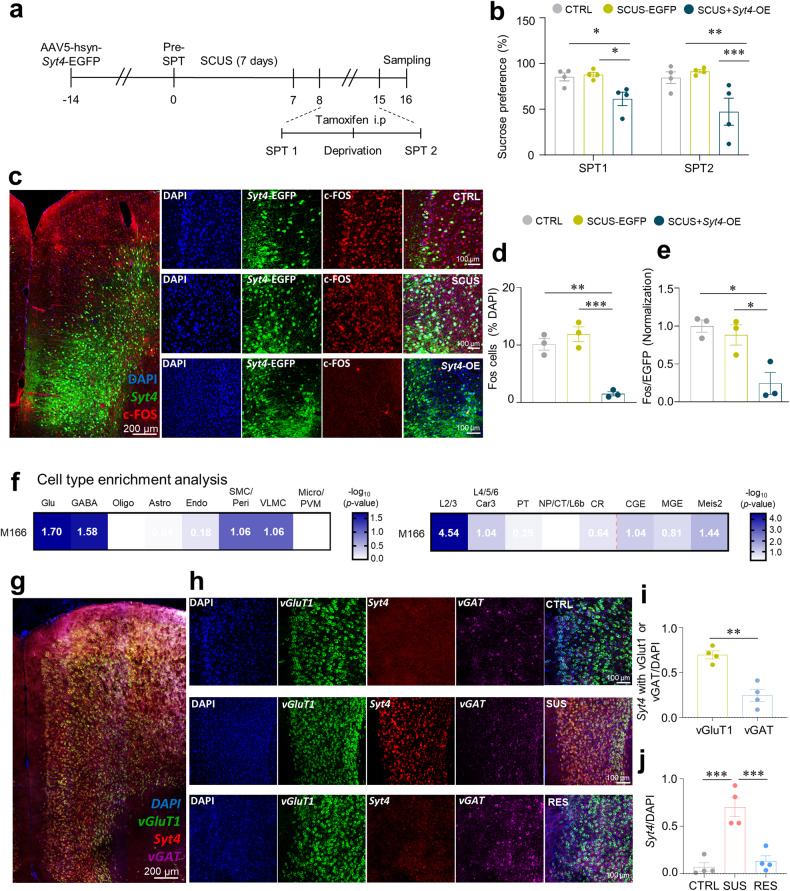
Effects of Syt4 on mPFC activity and cell type/layer-specific localization. **a** Experimental procedures for capturing activated neurons during anhedonic behaviors. **b** Sucrose preference before (SPT1) and after i.p. injection of tamoxifen (SPT2; two-way ANOVA with Fisher’s LSD test: group effect, *F*_2,18_ = 12.82, *p* = 0.0003; time effect, *F*_1,18_ = 0.3658, *p* = 0.5528; interaction, *F*_2,18_ = 0.7190, *p* = 0.5007, *n* = 4). **c** Representative images of Fos^+^ cells induced by *Syt4* overexpression (*Syt4-*OE) and SCUS. **d** The percentage of Fos+ cells relative to DAPI-stained cells in each group following SCUS (one-way ANOVA with Tukey’s test, *F*_2,6_ = 32.57, *p* = 0.0006, *n* = 3, 3, 3). **e** The percentage of Fos+ cells relative to EGFP^+^ cells in each group following SCUS (one-way ANOVA with Tukey’s test, *F*_2,6_ = 10,94 *p* = 0.0100, *n* = 3, 3, 3). **f** Cell-type enrichment analysis of the M166 module, which includes Syt4 as a hub gene (Fisher’s exact test). **g** A representative image of fluorescence in situ hybridization for *Syt4* localization. **h** Representative images depicting the expression of *Syt4*, vGluT1, and vGAT in the PFC were captured for each group. **i** Cell-type specificity of *Syt4* expression in the PFC (unpaired t test, t_6_ = 5.548, *p* = 0.0014, *n* = 4). **j** *Syt4* expression in the PFC according to CUS phenotype (one-way ANOVA with Tukey’s test, *F*_2,9_ = 23.83, *p* = 0.0003, *n* = 4). ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001. The bar gra*p*hs show the mean ± SEM. Glu glutamatergic neuron, GABA GABAergic neuron, Oligo oligodendrocyte, Astro astrocyte, Endo endothelial cell, SMC/Peri smooth muscle cell/pericyte, VLMC vascular and leptomeningeal cell, Micro/PVM microglia/perivascular macrophage, L2/3 layer 2/3 glutamatergic neuron, L4/5/6 Car3 layer 4/5/6 or Car3^+^ glutamatergic neuron, PT pyramidal tract glutamatergic neuron, NP/CT/L6b near-projecting/corticothalamic/layer 6b glutamatergic neuron, CR Cajal-Retzius glutamatergic neuron, CGE caudal ganglionic eminence-originated GABAergic neuron, MGE medial ganglionic eminence-originated GABAergic neuron, Meis2 Meis2^+^ GABAergic neuron.

Next, we compiled a list of cell-type marker genes for cell-type enrichment analysis using single-cell RNA sequencing data from the Allen Brain Map site for mouse brains^37^. The results showed that the genes within module M166 were predominantly expressed in glutamatergic and GABAergic neurons (Fig. 4f). Further exploration revealed that the M166 module genes were relatively distributed in layer 2/3 of the PFC (Fig. 4f). To validate the results of the cell type enrichment analysis, we conducted FISH. Our FISH results indicated the predominant presence of *Syt4* in excitatory neurons (vGluT1) rather than in inhibitory neurons (vGAT) (Fig. 4g–j). Additionally, we confirmed the abundant expression of *Syt4* in the PFC of SUS mice, which was consistent with the sequencing data (Fig. 4j). To explore the layer-specific expression of *Syt4*, we conducted experiments using *Wfs1*-Cre (layer 2/3) and *RBP4*-Cre (layer 5) mice. To achieve layer-specific labeling, we injected the AAV5-hsyn-DIO-mCherry virus into the PFC of layer-Cre mice (Supplementary Fig. 13a–c). We observed a significant increase in *Syt4* expression in both layer 2/3 and layer 5 of CUS mice compared to that in CTRL mice (Supplementary Fig. 13d–g). Although there was a slight tendency for higher *Syt4* expression in layer 2/3 of the CUS mice than in layer 5, the difference was not significant (Supplementary Fig. 13h). These findings collectively indicate the abundant expression of *Syt4* in the PFC of SUS mice, particularly in excitatory neurons.

### Pro-susceptible role of SYT4 in anhedonic responses

To establish the causal link between SYT4 and anhedonic behavior, we administered AAV5-hSyn-*Syt4*-EGFP into the mPFC of mice 2 weeks prior to stress exposure (Fig. 5a, b). A pre-SPT, conducted prior to stress induction, aimed to assess the viral impact in the absence of stress. The results revealed no group differences in pleasure-seeking behavior (Supplementary Fig. 14a–d). We next performed SCUS to investigate whether *Syt4*-OE elicited strong anhedonic behavior even under SCUS conditions, which did not induce any behavioral effects (Fig. 5a). We observed that the SPT, ST, and SND test results did not significantly differ between the CTRL and SCUS + EGFP mice. Conversely, *Syt4*-OE with SCUS (SCUS+*Syt4*-OE) resulted in a significant reduction in sucrose preference (Fig. 5c). Moreover, the SCUS+*Syt4*-OE mice exhibited decreased social interaction with the enclosure containing a stimulus mouse (Fig. 5d) and a reduced ability to recognize a novel mouse (Fig. 5e), with no significant change in the total distance traveled (Supplementary Fig. 14e, f). To further evaluate the effects of *Syt4*-OE and/or SCUS on despair behavior, we performed the FST in a different cohort. The SCUS + EGFP and SCUS+*Syt4*-OE mice exhibited significantly greater immobility time in the FST than did the CTRL mice, with the SCUS+*Syt4*-OE mice displaying greater immobility than the CTRL and SCUS + EGFP mice (Supplementary Fig. 14g). Given the lack of change in locomotor activity, these findings suggest that *Syt4*-OE promotes depressive-like behaviors under subthreshold CUS.

**Fig. 5:**
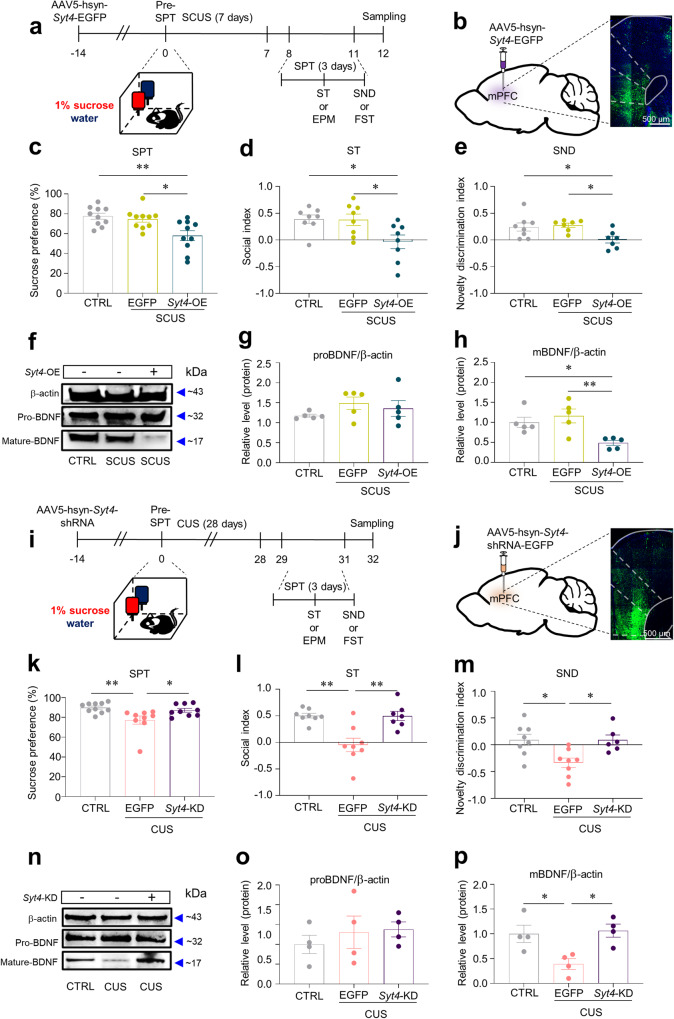
Synaptotagmin-4 (SYT4) in the mPFC plays a critical role in anhedonic behaviors. **a** Experimental procedures to investigate whether *Syt4*-OE induces pro-depressive behaviors. **b** A confocal image showing the injection sites of AAV5-hsyn-Syt4-EGFP into the mPFC. **c**–**e** After SCUS, *Syt4*-OE in the mPFC significantly induced anhedonic behaviors such as impaired sucrose preference (**c** one-way ANOVA with Tukey’s test, *F*_2,27_ = 7.639, *p* = 0.0023, *n* = 10, 10, 10), defective sociability (**d** one-way ANOVA with Tukey’s test, *F*_2,21_ = 5.094, *p* = 0.0157, *n* = 8, 8, 8), and impaired preference for social novelty (**e** one-way ANOVA with Tukey’s test, *F*_2,19_ = 5.325, *p* = 0.0146, *n* = 8, 7, 7). **f**, **n** Representative western blotting of BDNF. **g** Expression of proBDNF among groups (one-way ANOVA with Tukey’s test, *F*_2,12_ = 1.1137, *p* = 0.3531, *n* = 5). **h** Expression of mature BDNF in the groups (one-way ANOVA with Tukey’s test, *F*_2,12_ = 7.395, *p* = 0.0081, *n* = 5). **i** Experimental procedures to investigate whether *Syt4*-KD blocks depressive-like behaviors. **j** A confocal image showing the injection sites of AAV5-hsyn-Syt4-shRNA-EGFP into the mPFC. **k**–**m** *Syt4*-KD prevented CUS-induced anhedonic behaviors. **k** SPT: Kruskal–Wallis test with Dunn’s test (*H* = 10.97, *p* = 0.0041, *n* = 10, 9, 9); **l** ST: one-way ANOVA with Welch’s test (*W*_2,11.13_ = 8.074, *p* = 0.0068, *n* = 8, 8, 7); and **m** SND test: one-way ANOVA with Tukey’s test (*F*_2,19_ = 6.675, *p* = 0.0064, *n* = 8, 7, 6). **o** Expression of proBDNF among groups (one-way ANOVA with Tukey’s test, *F*_2,9_ = 0.4698, *p* = 0.6396, *n* = 4). **p** Expression of mature BDNF in the groups (one-way ANOVA with Tukey’s test, *F*_2,9_ = 6.947, *p* = 0.00150, *n* = 4). *p < 0.05, **p < 0.01. The bar graphs show the mean ± SEM. EGFP enhanced green fluorescent protein.

We then investigated whether the inhibition of *Syt4* expression (*Syt4*-KD) (Supplementary Fig. 15a–c) during CUS led to an improved pursuit of pleasure and/or reduced despair- and anxiety-like behaviors. Two weeks before CUS, we bilaterally injected AAV5-hSyn-*Syt4*-shRNA-EGFP into the mPFC (Fig. 5i, j). Before CUS, we performed the pre-SPT to assess whether the virus influenced pleasure-seeking behavior. The results revealed no significant change in sucrose preference among the groups (Supplementary Fig. 15d). To further measure depressive-like behavior following the CUS paradigm, we performed the SPT, ST, and SND test. The CUS + EGFP mice showed a marked decrease in sucrose preference following CUS compared to the CTRL and CUS+*Syt4*-KD mice (Fig. 5k). Similarly, *Syt4* KD blocked the detrimental effects of CUS on social interactions with a stimulus mouse in the ST, as well as the recognition of a novel mouse in the SND test (Fig. 5l, m), with no significant change in total distance traveled (Supplementary Fig. 15e, f). We also tested whether selective *Syt4* KD in the mPFC regulated CUS-induced despair behaviors by conducting the FST on mice from different cohorts post-CUS. As expected, CUS increased despair-like behavior, which was prevented by *Syt4* KD in the mPFC (Supplementary Fig. 15g). Overall, our evidence indicated that the modulation of *Syt4* expression in stressful settings was strongly associated with depression-like behaviors, including physical and social anhedonia.

### SYT4 participates in the BDNF–TrkB system to induce depressive-like behavior

SYT4 is a negative regulator of the secretion of various neurotrophins and neurotransmitters^25,37,38^. In particular, SYT4 is an important factor in the release of BDNF^25,39^ and dopamine;^40,41^ signaling in both regions of the mPFC has been linked to depressive-like behaviors. Therefore, we initially conducted BDNF western blotting assays using *Syt4*-OE and *Syt4*-KD samples to explore the link between *Syt4* and BDNF. Consistent with the findings of prior studies^25,39^, we confirmed that *Syt4* negatively regulates mature BDNF (mBDNF) in both *Syt4*-OE (Fig. 5f, h) and *Syt4*-KD animals (Fig. 5n, p): *Syt4*-OE decreased mBDNF protein levels in the mPFC of SCUS animals, while *Syt4*-KD restored the CUS-induced decrease in mBDNF levels. However, no such effects of *Syt4* were observed on proBDNF, the immature form of BDNF (Fig. 5f, g, n, o). Additionally, we found no significant alteration in dopamine levels attributed to *Syt4* manipulation (Supplementary Fig. 16g, h). These findings suggest that SYT4 exerts pro-susceptible effects on depressive-like behaviors through the regulation of BDNF signaling but not proBDNF or dopamine within the mPFC.

To investigate whether interactions between SYT4 and BDNF are associated with stress-related depressive behaviors, we pharmacologically manipulated BDNF signaling in the mPFC during CUS. Two weeks after cannula implantation in the mPFC, we infused BDNF or vehicle every 7 days during CUS exposure (Fig. 6a, b). The results showed that pharmacological intervention with BDNF during CUS effectively mitigated the adverse effects of CUS on anhedonia and novel recognition without altering the total distance traveled (Fig. 6c–e, Supplementary Fig. 16a, b). Similarly, intra-mPFC BDNF infusion reversed CUS-induced despair-like behavior in the FST (Supplementary Fig. 16c). We then examined whether the reversal effects of intra-mPFC BDNF infusion on CUS-induced despair-like behaviors were mediated through activated TrkB, which acts as a specific receptor for mBDNF^42,43^. The results showed that intra-mPFC BDNF infusion blocked the reduction in mBDNF but not proBDNF induced by CUS. Consistently, the level of activated TrkB, which was estimated by the ratio of phosphorylated TrkB to total TrkB, was decreased by CUS, and this effect was reversed by intra-mPFC BDNF infusion (Fig. 6f–i). These data suggest that BDNF–TrkB signaling in the mPFC has an antidepressant-like role in CUS-induced depressive-like behaviors. To further investigate the putative mediating role of BDNF–TrkB signaling in the pro-susceptible effect of SYT4 on anhedonic behaviors, we suppressed *Syt4* expression in the mPFC and simultaneously blocked BDNF–TrkB signaling by infusing ANA-12, a TrkB antagonist, into the mPFC (Fig. 6j, k). As shown in Fig. 5k–m, CUS-induced depressive-like behaviors were reversed by *Syt4*-KD. Periodic administration of ANA-12 blocked the reversal of depressive-like behaviors by *Syt4*-KD in the SPT, ST, SND test, and FST (Fig. 6l–n, Supplementary Fig. 16d–f). These data suggest that BDNF-TrkB signaling mediates the proresilient effect of *Syt4*-KD in the SPT, ST, SND test, and FST.

**Fig. 6:**
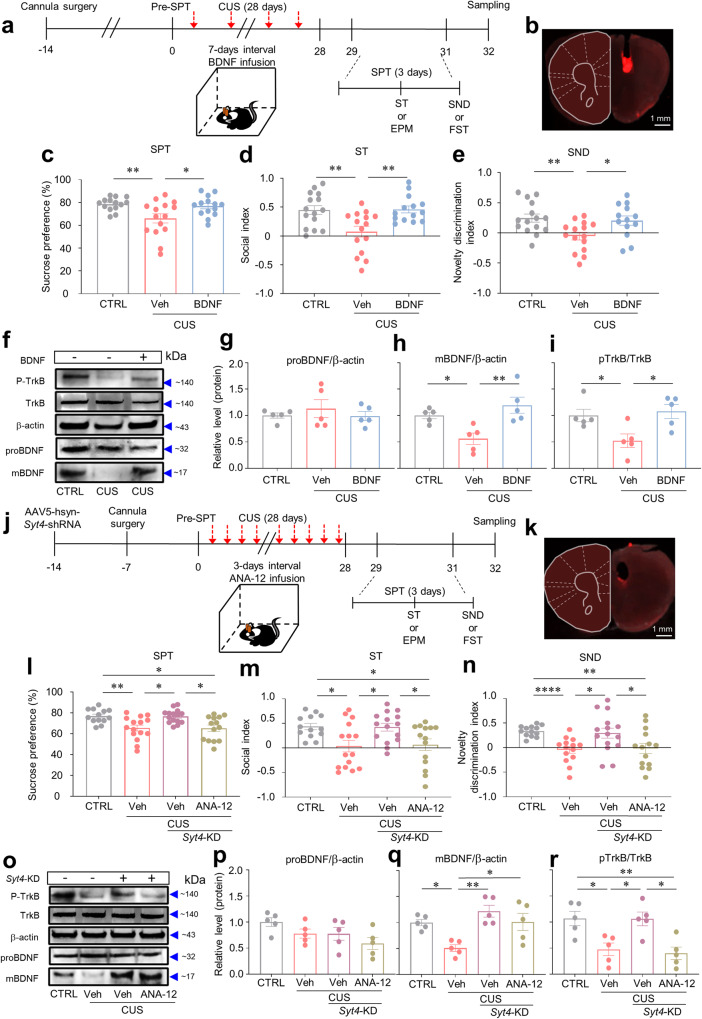
SYT4 mediates anhedonia by regulating BDNF and TrkB signaling. **a** Experimental procedures to investigate whether BDNF release, which is regulated by *Syt4*, has a proresilient effect on CUS-induced anhedonic behaviors. **b** A representative image of the cannula implantation sites in the mPFC. **c**–**e** Intra-mPFC infusion of BDNF prevented CUS-induced anhedonic behaviors. **c** SPT: one-way ANOVA with Welch’s test (*W*_2,24.27_ = 4.168, *p* = 0.0278, *n* = 14, 15, 14); **d** ST: one-way ANOVA with Tukey’s test (*F*_2,41_ = 7.912, *p* = 0.0012, *n* = 15, 15, 14); and **e** SND test: one-way ANOVA with Tukey’s test (*F*_2,40_ = 5.728, *p* = 0.0065, *n* = 15, 15, 13). **f**, **o** Representative western blotting of BDNF and TrkB. **g** Expression of proBDNF among groups (one-way ANOVA with Tukey’s test, *F*_2,12_ = 0.4653, *p* = 0.6388, *n* = 5). **h** Expression of mature BDNF in the groups (one-way ANOVA with Tukey’s test, *F*_2,12_ = 0.4653, *p* = 0.6388, *n* = 5). **i** Relative proportion of phospho-TrkB to total TrkB among groups (one-way ANOVA with Tukey’s test, *F*_2,12_ = 5.656, *p* = 0.0186, *n* = 5). **j** Experimental procedure for investigating whether the mediating role of *Syt4* in CUS-induced anhedonic behaviors is regulated by BDNF–TrkB signaling. **k** A representative image of the cannula implantation sites in the mPFC. **l**–**n** *Syt4*-KD blocked CUS-induced anhedonia, and the reversal effect of *Syt4*-KD on depressive behaviors was prevented by ANA-12. **l** SPT: one-way ANOVA with Welch’s test (*W*_3,28.62_ = 7.035, *p* = 0.0011, *n* = 13, 15, 15, 14); **m** ST: one-way ANOVA with Welch’s test (*W*_2,11.13_ = 8.074, *p* = 0.0068, *n* = 13, 15, 15, 14); **n** SND test: Kruskal–Wallis test with Dunn’s test (*H* = 10.10, *p* = 0.0177, *n* = 13, 15, 15, 14). **p** Expression of proBDNF among groups (one-way ANOVA with Tukey’s test, *F*_3,16_ = 2.623, *p* = 0.0862, *n* = 5). **q** Expression of mature BDNF in the groups (one-way ANOVA with Tukey’s test, *F*_3,16_ = 7.546, *p* = 0.0023, *n* = 5). **r** Relative expression of phospho-TrkB to total TrkB among groups (one-way ANOVA with Tukey’s test, *F*_3,16_ = 8.076, *p* = 0.0017, *n* = 5). ^*^p < 0.05, ^**^p < 0.01, ^****^p < 0.0001. The bar graphs show the mean ± SEM.

We also investigated the impact of *Syt4-*KD and ANA-12 on BDNF and TrkB expression through western blot analysis. Our results confirmed that Syt4-KD significantly increased mBDNF expression (Fig. 6o–q). Interestingly, in the group infused with ANA-12, although the mBDNF levels were elevated by *Syt4*-KD, TrkB activity was suppressed by ANA-12, resulting in anhedonic symptoms (Fig. 6l–r). Taken together, our findings suggest that increased *Syt4* expression in the mPFC under stress conditions diminishes the activity of the BDNF-TrkB system, leading to anhedonic behavior (Supplementary Fig. 17).

## Discussion

Anhedonia is considered a core feature of depression, although its symptoms are heterogeneous in patients with MDD. Anhedonia can be assessed in terms of various reward-related behavioral responses, which often include social interaction because social motivation/reward can be a powerful driver of human and animal behaviors^44^. In the present study, we evaluated anhedonic behaviors by measuring social anhedonia using the sociability test and physical anhedonia using the SPT. Analysis of covariance and PCA of the outcomes of various tests for depressive- and anxiety-like behaviors revealed that physical anhedonia (i.e., sucrose preference) was more strongly associated with social competence, social novelty recognition, and despair behavior than with anxiety-like behavior.

We aimed to identify the most salient and prominent depressive traits in the CUS model. Analysis of covariance and PCA revealed that anhedonia following CUS was the most distinct depressive behavioral trait and served as the central hub of other depressive-like behaviors. However, these findings were not unexpected given that anhedonic behavior has long been considered a representative behavioral outcome in the CUS model^45^ Notably, there was no significant correlation observed between the ST and SND test. In the most recent study, the SND test was found to share similar features with contextual memory, indicating that it operates via distinct mechanisms from the ST^46^. Another study demonstrated that the ensembles of neurons within the PFC differ between sociability and social novelty preference^47^. These findings suggest distinct neural mechanisms specific to the ST or SND test, although both are largely influenced by anhedonia^47^.

Based on our multivariate analysis and *K*-means clustering data, anhedonia was identified as the most general test for estimating individual variations in CUS-induced depressive-like behaviors. However, few studies have analyzed the transcriptomes of anhedonia, focusing instead on individual differences. To investigate the molecular mechanism underlying the anhedonic responses, we performed WGCNA with RNA sequencing data considering the behavioral subphenotypes based on sucrose preference (anhedonic [susceptible] vs. nonanhedonic [resilient]) following CUS, which is an etiologically validated model of depression in rodents. Our data demonstrated that CUS induces the expression of *Syt4*, the potent driver gene of M166, which is the coexpression module most associated with the anhedonic behavioral phenotype, in the mPFC. Interestingly, previous studies have revealed that *SYT4* expression is increased in the frontal cortex of female and male patients with MDD^48,49^. Furthermore, a previous preclinical study demonstrated that *Syt4*(–/–) mice exhibit reduced anxiety and depressive-like behavior^50^. Consistent with these findings, our data showed that virus-mediated *Syt4* overexpression in the mPFC elicits pro-susceptible effects on depressive-like and anxiety-like behaviors, including anhedonic behaviors. Overall, our findings suggest that CUS-induced SYT4 expression promotes stress susceptibility.

In the present study, we observed that the overexpression of *Syt4*, which is associated with presynaptic docking or vesicle fusion and release in an activity-dependent manner^25,26,39^, led to a decrease in the protein levels of mBDNF but not proBDNF in the mPFC. Furthermore, the reduction in BDNF induced by CUS was reversed by the virus-mediated knockdown of *Syt4* in the mPFC. Similar to the expression patterns of BDNF, the CUS-induced decrease in TrkB activation, which results from the release and binding of BDNF^51,52^, in the mPFC was also blocked by *Syt4* knockdown. Both previous research and our own study suggest that CUS-induced *Syt4* may play a negative regulatory role in BDNF-TrkB signaling within the mPFC.

Our study has limitations that warrant discussion. We found that the pro-susceptible effects of SYT4 involved reducing BDNF-TrkB signaling in the mPFC. Notably, *Syt4* has also been associated with other neurotransmitters, including dopamine and oxytocin^37,40,41,53^. Although disrupted dopamine signaling in the mPFC is often linked to depressive-like behaviors^54–56^, our ELISA results did not reveal significant effects of *Syt4* manipulation on PFC dopamine levels (Supplementary Fig. 16g, h). Although oxytocin is known to be relevant to anxiety^57^, we focused primarily on anhedonia when identifying *Syt4* through RNA sequencing. Although we conducted EPM tests to assess anxiety symptoms, the results showed a weak correlation with anhedonia (Fig. 1m and Supplementary Fig. 2). As a result, we did not extensively investigate oxytocin. Future research could explore the potential relationship between Syt4 and oxytocin in the context of anxiety behaviors.

Although our manipulation of *Syt4* and stress altered BDNF protein levels and behaviors, the mechanisms underlying SYT4-mediated regulation of BDNF release and TrkB activation and its downstream effects under chronic stress conditions have not been fully elucidated. Previous studies have demonstrated that SYT4, which is present in BDNF-containing vesicles within cultured hippocampal neurons, governs depolarization-induced BDNF release^25,26,39^. Furthermore, SYT4 has been linked to adjusting synaptic function and plasticity (e.g., long-term potentiation) through BDNF release^25,26,39^. Indeed, a previous study reported the results of a coculture assay with hippocampal neurons, which showed an increase in presynaptic strength only in terminals contacting *Syt4* knockout neurons, which increased BDNF release^25^. However, given that most research on SYT4–BDNF has focused on hippocampal neurons, future studies should determine whether the same synaptic function occurs in the mPFC after CUS.

The sex-specific action of SYT4-BDNF in depression requires further investigation. Preclinical studies have shown that ovariectomy (OVX) of female rodents significantly decreases BDNF protein levels in the HPC, inducing depressive-like behaviors, which are restored by 17β-estradiol (a potent estrogen)^58,59^. Other studies have shown that 17β-estradiol decreases *Syt4* expression in primary cultured hippocampal neurons^60^ and in the hypothalamus of ovariectomized mice^61^. These data suggest that estrogen deficiency or fluctuations are closely associated with the effect of SYT4-BDNF on the pathophysiology of depression in females. Indeed, a large-scale analysis of the transcriptional organization of the human brain revealed that SYT4 is highly expressed in the frontal lobe of female patients with depression but not in that of their male counterparts^48^. However, further studies are needed to investigate the relationships among SYT4, BDNF, and sex hormones in female patients with depression to develop optimized precision interventions for treating depression, especially for females, who have a greater lifetime incidence of depression than males.

Using coexpression network analysis, we confirmed that the susceptible and resilient mice exhibited dramatically distinct biological processes (Fig. 3 and Supplementary Figs. 5–12). We also found several intriguing hub genes in M166. For example, *mitogen-activated protein kinase* 1 (*Mapk1*) is associated with the initiation and progression of inflammatory processes, which are related to bipolar disorder and MDD, in several human brain regions^62,63^. Previous studies have shown that *Mapk1*-encoded protein expression is increased in the PFC in the Flinders sensitive line (FSL), a genetic rat model of depression^64^. Moreover, *CACNA2D1*, which has been detected in human genome-wide association data as a candidate gene for depression^65^ and bipolar disorder^66^, has been suggested to be a potential target for depression treatment and rapid antidepressant effects^67^. However, further research should be performed to address this potential. Moreover, a genome-wide association study on posttraumatic stress disorder identified *cGMP-dependent protein kinase I* (*PRKG1*) as a risk locus in a military cohort, supporting its role in stress response-related traits in humans^68^. However, how these hub genes interact with each other in the module and influence depressive-like behaviors remains to be elucidated.

In conclusion, we describe the regulatory role of SYT4 in BDNF signaling in the mPFC, which concomitantly results in depressive-like phenotypes in response to chronic stress. Our data suggest that the mPFC SYT4 expression mediates depressive-like behaviors elicited by chronic stress through disruption of BDNF–TrkB signaling in the mPFC. These findings confirm the molecular mechanisms involved in stress susceptibility, particularly anhedonia, and provide a molecular genetic basis for enhancing the understanding of the heterogeneous symptoms of individuals with MDD.

### Supplementary information

Supplementary information

Supplementary table 3

Supplementary table 4

Supplementary table 5

Supplementary table 6

Supplementary table 7

# Supplementary material for: Synaptotagmin-4 induces anhedonic responses to chronic stress via BDNF signaling in the medial prefrontal cortex
**Source:** Exp Mol Med. 2024 Feb 1;56(2):329–43. doi: 10.1038/s12276-024-01156-8
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **Synaptotagmin-4 induces anhedonic responses to chronic stress via BDNF signaling in the medial prefrontal cortex**

Jeongseop Kim<sup>1,2,4</sup>, Sihwan Seol<sup>3,4</sup>, Tae-Eun Kim<sup>1,2</sup>, Joonhee Lee<sup>3</sup>, Ja Wook Koo<sup>1,2\*</sup>, and  
Hyo Jung Kang<sup>3\*</sup>

#### **Table of contents:**

Materials and Methods

Supplementary Figures 1 to 17

Supplementary Tables 1 to 7

SI References

## **Materials and Methods**

### **Experimental Animals**

In this study, we used 8-to-13-week-old C57BL/6N male mice (25–30 g, Orient Bio, South Korea), heterozygous *Fos*-CreERT mice (JAX strain: 021882), Ai9 mice (JAX strain: 007909), *Wfs1*-CreER mice (layer 2/3, JAX strain: 009103), and *Rbp4*-Cre mice (layer 5, MMRRC strain: 031125-UCD) with a C57BL/6J genetic background. *Fos*-CreERT, Ai9, and *Wfs1*-CreER mice were purchased from The Jackson Laboratory and *RBP4*-Cre mice were acquired from Mutant Mouse Resource & Research Centers (MMRRC) and bred at the Korea Brain Research Institute (KBRI). All mice were exposed to vivarium conditions for at least 1 week before behavioral treatments. The vivarium was set at approximately 23–25°C, with a 12-h light/dark cycle (lights on between 8:00 A.M. and 8:00 P.M.), and the mice were provided *ad libitum* access to food and water. The Institutional Animal Care and Use Committee (IACUC) authorized all operations, which met the animal care criteria set out by the KBRI guidelines (M1-IACUC-19-0009). Every effort was made to minimize the number of animals used in our research and reduce animal suffering.

### **Chronic unpredictable stress (CUS) and subthreshold unpredictable stress (SCUS)**

CUS and SCUS animal models were employed, as previously described<sup>1</sup>. These models are based on the fundamental premise that prolonged stressor exposure is a major contributor to the development of depression in humans and animals. To induce CUS, each animal was subjected to a daily randomized set of minor stressors. Before behavioral assessment, participants were exposed to two or three stressors every day for 4 weeks. The mice were exposed to one stressor during the day and another stressor during the night. To keep the subjects unpredictable to the next stressors, common stressors that have been well-validated

and authorized were chosen randomly from the list shown in Supplementary Table 1. For SCUS, all mice were subjected to two or three daily stimuli for 1 week. The sucrose preference test was conducted for 3 days, beginning the day after the completion of stress. One evaluation was conducted per day, starting from the behavioral experiment with a lower stress. During the CUS experiment, all mice, including controls, were housed four per cage. Control mice, which were subjected to gentle handling, were housed in the home cage until the end of the CUS. All animals were single housed immediately after the end of the 28-day CUS experiment.

### **Sucrose preference test (SPT)**

In the pre-SPT before CUS, the mice were habituated to a two-bottle lid and sucrose solution for 1 day. After 16 h of water deprivation, pre-SPT was performed for 24 h. However, with the exception of the Fos-TRAP experiments, the post-SPT did not proceed with water deprivation. After CUS, three sessions of post-SPT were conducted over 3 days (i.e., one session per day), with one bottle containing a 1% sucrose solution and the other containing water<sup>3</sup>. After 24 h, the position of the bottle was moved to avoid a potential preference for orientation. The bottles were weighed at 10:00 A.M. every day for 3 consecutive days to determine how much sucrose solution (Bottle A) or water (Bottle B) had been drunk. The mice were deprived from water and sucrose solution until 4:30 P.M, when another behavioral experiment (e.g., sociability test [ST], social novelty discrimination [SND] test, forced swim test [FST], or elevated plus maze [EPM] test) was completed. The proportion of sucrose solution drunk relative to the total amount of liquid consumed was used to compute the preference for the sucrose solution, which was measured as a three-session average percentage [weighted sucrose bottle / total weighted] taken over the 3 days of testing. All mice were habituated prior to the SPT test. We performed a ST or EPM test on day 2, and a SND test or FST on day 3 of SPT, as applicable.

### **Forced swim test (FST)**

A FST was conducted according to previously published protocols, with slight modifications<sup>2</sup>. Before the FST test, all mice were placed in a 2000-mL Pyrex glass beaker containing 1200 mL of water for 6 min, and the water was changed between subjects. A video camera mounted on the side of the cylinders was used to capture all of the test sessions. An observer who was unaware of the genotype evaluated and rated the videotapes. Immobility was assessed during the last 4 min of the test.

### **Elevated plus maze (EPM)**

The EPM was designed in a gray plexiglass (arms, 33 cm × 5 cm, with 25-cm high walls on the closed arms). Before the test, all mice were habituated to a room under red light (< 10 lux) for at least 1 h. All mice were positioned in the center of the maze, and their activity was recorded for 5 min under dim illumination<sup>4</sup>. The EPM was washed between the subjects with odorless 70% ETOH. The time spent in each arm, and the locomotion and velocity were measured by the video tracking program SMART3.0.

### **Novelty suppressed feeding (NSF)**

The NSF test was adapted from previous protocols<sup>1</sup>. The mice were deprived of food for at least 12 h before the test was conducted in their home cages. On the test day, the mice were positioned in an open field box (40 cm × 40 cm × 40 cm) with numerous small food pellets placed on a piece of white paper (10 cm × 10 cm) in the center. Each mouse was initially placed in a corner of the cage. The critical test criterion was the time it took to approach the meal and start eating (maximum time: 5 min). To exclude the possibility that stress altered normal appetite and eating, food consumed for the first 5 min was measured immediately after each mouse was returned to its home cage.

### **Three-chamber sociability and novelty test**

Before the test, all mice were habituated to a room under red light (< 10 lux) for at least 1 h. Each experimental mouse was placed in a (57 × 22.5 × 30.5 cm) room with four transparent plexiglass walls and grey plastic flooring, based on the three-chamber task designed previously<sup>3</sup>. The mice could travel freely between the left and right compartments (each 24.5 × 22.5 cm) and the smaller center compartment within the room (8 × 22.5 cm). Each compartment had an inverted wire cup on the left and right. On the first day, the mice were habituated to the three-chamber itself for 5 min. Afterwards, mice that had been bred together at the same age were placed in an enclosure in one room to habituate them for 5 min (“familiar” mice). On the morning of the test, the test mice were first subjected to a 5-min habituation period to acquaint them with the apparatus. Following habituation, the test mouse was contained within the center compartment for 1–2 min while a familiar mouse was placed under one of the two inverted wire cups. Subsequently, the control or CUS mice were allowed to freely explore the chamber for 5 min. The three-chamber task was conducted to test for novelty preference (as described above for sociability); instead of a familiar mouse, a “novel” mouse (a mouse of a similar age that had not been introduced previously) was placed under one of the two inverted cups. The social preference index ( $I_{SP}$ ) was obtained as follows:  $I_{SP} = (\text{time in social (or novel)} - \text{time in non-social (or familiar)}) / (\text{time in social (or novel)} + \text{time in non-social (or familiar)})$ .

### **Stereotaxic surgery, cannula implantation, and micro-infusions**

Mice were anesthetized with ketamine and rompun (100 mg/kg; 10 mg/kg) and placed on a stereotaxic instrument (Stoelting). An ophthalmic ointment was applied during stereotaxic

surgery to prevent the eyes from drying out. For *Syt4* manipulation in the PFC, consisting of the prelimbic and infralimbic subareas, adeno-associated virus vector 5 (AAV5) expressing enhanced green fluorescent protein (EGFP) was bilaterally injected under the human synapsin (hSyn) promoter with *Syt4* (i.e., AAV5-hSyn-*Syt4*-EGFP and AAV-hSyn-*Syt4*-shRNA-EGFP – custom made and purchased from ABM, Richmond, Canada). For layer-specific manipulation, we injected AAV5-hsyn-DIO-mCherry (50459-AAV5, Addgene, Massachusetts, USA) into PFC of *Wfs1*-Cre (layer2/3) and *Rbp4*-Cre (layer5) mice. All viruses were bilaterally injected (0.1  $\mu$ l/min, a total of 0.5  $\mu$ l/side) into the PFC (AP: + 1.7 mm; ML:  $\pm$  0.75 mm; DV: –2.5 mm from the bregma; 15° angle). For optogenetic manipulation in the mPFC, AAV5-hSyn-hChR2(H134R)-EYFP or AAV5-hSyn-EYFP was bilaterally injected into the mPFC (26973-AAV5, Addgene, Massachusetts, USA). The cannula was purchased from PlasticsOne (Torrington, USA), implanted into the PFC (AP: + 1.7 mm; ML:  $\pm$  0.5 mm; DV: –2.2 mm from the bregma; 0° angle), and secured with poly-F dental cement (Dentsply, York, USA) and a screw to the skull (PlasticsOne, Torrington, USA). Each mouse received bilateral mPFC infusions of BDNF (0.25  $\mu$ g/0.5  $\mu$ l/side, 248-BDB, R & D Systems, Minnesota, USA) dissolved in 10% DMSO (vol/vol) in saline (Sigma, St. Louis, USA) weekly over the 4 weeks of receiving CUS<sup>4</sup>. ANA-12 (1.0  $\mu$ g/0.5  $\mu$ l/side, SML0209, Sigma, St. Louis, USA) was dissolved in 10% DMSO (vol/vol) in saline at a constant rate of 0.1  $\mu$ l/min with a micro-infusion pump (Legato 200) once every 3 days to block the BDNF receptor<sup>5</sup>. The injectates were administered via a 33-gauge stainless steel internal cannula (2.0 mm C235G-1.5/SPC guide, with a 0.5 mm projection into the mPFC). Recovery from surgery was monitored for a minimum of 3 days post-surgery.

### **Optogenetic manipulation**

*In vivo* optogenetic manipulation of the mPFC was conducted for 30 min during the SPT after CUS. For photoactivation, custom patch cords with ceramic sleeves (Precision Fiber Products) were attached to the implanted optic fibers and connected to a 473 nm blue laser diode (OEM Laser Systems, Midvale, USA) and a stimulator to generate blue light pulses (lights on, five pulses at 20 Hz, 40 ms pulse durations, every 10 s)<sup>6</sup>.

### **RNA extraction and quantitative real-time PCR (qRT-PCR)**

Mouse brains were collected on ice 4 days after the last CUS (1 day after the final SPT). mPFC dissections were obtained using a 14-gauge needle punch (BP-10F, Kai Medical) and promptly frozen at  $-80^{\circ}\text{C}$  until RNA extraction.

RNA was isolated with the RNeasy Micro kit (74004, QIAGEN, Hilden, Germany) for qRT-PCR and RNA-sequencing experiments. Subsequently, some RNA samples were sent to Macrogen Inc. (Seoul, Korea) to create a library for RNA-sequencing.

For qRT-PCR experiments, we prepared cDNA using iScript (1708891, Bio-Rad, Hercules, USA). The purity and concentration of RNA and cDNA were measured using TapeStation 4200 (Agilent Technologies, Santa Clara, USA), and only those with RIN values of  $\geq 8.0$  were used. Primers were designed to amplify the regions of 100–250 base pairs located within the genes: *Syt4*, *F*: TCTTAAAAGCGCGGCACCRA, *R*: ACCAACCGTCCAATCACCTC; and *Gapdh*, *F*: AACTTTGGCATTGTGGAAGG, *R*: ACACATTGGGGGTAGGAAC. SYBR Green qRT-PCR was run in triplicate using a Light Cycler 480II (Roche, Basel, Switzerland) and analyzed using the  $\Delta\Delta C_t$  method as previously described, with *Gapdh* as a normalization control<sup>3</sup>.

### **Tamoxifen injection and immunohistochemistry**

In Fos-TRAP mice, the experimental schedule of tamoxifen injection was conducted by referring to previously well-established papers<sup>7</sup>. Briefly, tamoxifen (T5648-5G, Sigma-Aldrich, St. Louis, USA) was dissolved in corn oil (C8267-500ML, Sigma-Aldrich, St. Louis, USA) (6 mg/300  $\mu$ l) and injected into each mouse at a 7.5  $\mu$ l/g ratio 1 day before the experiment. One week after tamoxifen injection, all mice were anesthetized with CO<sub>2</sub> gas and perfused with 1X PBS and 4% PFA for immunofluorescence investigation. Subsequently, the brain was extracted and post-fixation was performed using 4% PFA, followed by incubation overnight at 4°C. The next day, the brains were washed three times with 1X PBS for 5 min each, before placing in a 30% sucrose solution formulated with 1X PBS and kept at 4°C until frozen sectioning. For immunohistochemistry, the brain was sliced into 50- $\mu$ m-thick sections at -20°C using a cryostat (Leica, Wetzlar, Germany). Subsequently, the brain slices were washed three times with 1X PBS, for 5 min each, before conducting a blocking step using 4% normal donkey serum (NDS) with 0.3% Triton X-100 in PBS for 1 h. Following blocking, the brain slices were subjected to overnight incubation with the SYT4 antibody (105 043, Synaptic Systems, Göttingen, Germany), at a 1:200 antibody-to-solution ratio. After a 16-h incubation, the slices were washed three times with 1X PBS. Following primary antibody incubation, the sections were incubated with a secondary antibody at a ratio of 1:1000. Post-secondary antibody incubation, the slices underwent further washes with 1X PBS with 0.1% Triton X-100, before counterstaining and mounting the tissues with Hard-set Antifade Mounting Medium containing DAPI (H-1500, Vector Laboratories, Burlingame, USA). Images were taken with a Nikon A1R-MP and Leica STELLARIS 8 confocal microscope. The number of immunopositively cells inside a region of interest (ROI) at each brain region (Figs. 2b and 4c) were counted automatically under the same intensity and threshold in each image and normalized by the number of DAPI<sup>+</sup> cells to eliminate between-sample variance<sup>6</sup>.

### **Western blot analysis**

Western blot analysis was performed as previously described<sup>6, 8</sup>. Briefly, proteins were extracted from mPFC tissues using RIPA lysis buffer (89900, Thermo Scientific, Massachusetts, USA) including a protease inhibitor cocktail (11697498001, Roche, Basel, Switzerland). The extracted protein was measured using the bicinchoninic acid protein assay kit (BCA1-1KT, Thermo Scientific, Massachusetts, USA). The protein (30 µg) was subjected to SDS-PAGE, the protein was transferred to a 0.2-µm polyvinylidene fluoride (PVDF) membrane (#1620177, Bio-Rad, California, USA), and the membrane were fixed with 2.5% glutaraldehyde (G6403, Sigma) in 1X PBS pH 7.4 for 30 min to detected proBDNF<sup>89</sup>. All membranes were blocked with 3% BSA in 1X TBST (#1706435, Bio-Rad). BDNF, TrkB, Phospho-TrkB, and B-actin proteins were quantified using BDNF (1:2000, ab108319, Abcam, Cambridge, UK), TrkB (1:1000, ab18987, Abcam, Cambridge, UK), Phospho-TrkB (1:500, ABN1381, Millipore, Massachusetts, USA), and B-actin (1:5000, SC-47778, Santa Cruz Biotechnology, Dallas, USA) antibodies, respectively. To measure mature BDNF, proBDNF, P-trkb, and trkb in the same membrane, we removed the antibody using stripping buffer (21059, ThermoFisher, Massachusetts, USA) for 30 min and performed reblocking again. Stripping buffer and antibody washing was performed three times for 10 min with 1X TBST, and signals were detected using the LAS-4000 system (Fuji, Tokyo, Japan) with a high-sensitive immobilon western chemiluminescent HRP substrate (WBKLS0500, Millipore, Massachusetts, USA). Western blots were quantified using Image J.

### **Dopamine ELISA**

A dopamine ELISA was conducted to investigate changes in dopamine levels in relation to *Syt4* virus expression. The ENZ-KIT188-0001 dopamine ELISA kit (Enzo Life Sciences in Lausen, Switzerland) was employed for this purpose. Briefly, the conditioned medium of each

sample was added to separate wells, followed by the addition of an equivalent volume of biotin detection antibody. The plates were then incubated at 37°C for 45 min and subsequently washed 3 times. Subsequently, a horseradish peroxidase streptavidin conjugate working solution was introduced and allowed to incubate at 37°C for 30 min. After the incubation period, the samples underwent another round of washing, followed by an incubation with tetramethylbenzidine substrate for 15 min at 37°C in room light. The reaction was halted by the addition of a stop solution. The resulting absorbance, represented as optical density, was measured at 450 nm using a microplate reader.

### **Clustering analysis**

The Waikato Environment for Knowledge Analysis (WEKA) program, the most popular data mining package in the world (version 3. 8. 4), was used to perform clustering analysis. After CUS, expectation maximization (EM), one of the *K*-means cluster algorithms provided by WEKA, was used to classify clusters using *K*-means clustering. The detailed process was introduced in a previous study<sup>10</sup>.

### **PCA analysis**

We performed PCA biplot analysis to visualize the relationship between “variables” and “observations” using GraphPad Prism 9 (GraphPad Software, Inc., La Jolla, CA, USA). To create a PCA, we chose the following five distinct behaviors identified through CUS: SPT, ST, SND, FST, and EPM. In a biplot, each observation is represented by a point, and each variable is represented by a vector. The direction of the vector indicates the relationship between the variable and principal component, and the length of the vectors indicates the strength of their contribution to each principal component<sup>11</sup>. The distance between the variables on the biplot

represents the degree of correlation between them, with closer variables indicating a stronger correlation. The biplot also displays the variance explained by each principal component.

### **HCR™ RNA-FISH**

The HCR™ RNA-FISH technique was employed for RNA-FISH experiments, following established protocols<sup>12</sup>. All mice including layer-specific cre mice were perfused, and their brains were fixed overnight in 4% PFA in 1X PBS. Cryoprotection was achieved using 30% sucrose in 1X PBS. We conducted a modified HCR RNA-FISH procedure based on the manufacturer's guidelines (Molecular Instruments). Briefly, a 60-μm-thick brain slice was affixed to a slide and underwent post-fixation, optional ethanol dehydration, and a mild proteinase K treatment (10 μg/ml, 10 min, 37°C) as pre-treatment steps. Subsequently, the slice was incubated with 0.4 pM HCR RNA-FISH probes (*Syt4*, *Slc17a7*, *Slc32a1*) at 37°C overnight. Following a probe wash with 5X SSCT, the signal was developed and amplified using 60-nM hairpin pairs at room temperature overnight. Following the amplification step, the brain slice underwent a 1.05-h wash with 5X SSCT, including periodic buffer changes. All prepared slides were mounted using Mounting Medium with DAPI (H-1500, Vector Laboratories, Burlingame, USA). All materials for FISH were purchased from Molecular Instruments (<https://store.molecularinstruments.com/new-bundle/rna-fish>).

### **RNA Sequencing**

CUS, SPT, and mPFC dissection were conducted using the same methods described in RNA extraction and qRT-PCR. Library preparations and RNA sequencing were performed by Macrogen Inc. (Seoul, Korea). Total RNA was isolated and transformed into cDNA libraries using the TruSeq Stranded Total RNA LT Sample Prep Gold kit in accordance with the manufacturer's instructions (Illumina, USA). Before reverse transcription, DNA contamination

was eliminated, and RNA was fragmented randomly. RNA fragments were reverse transcribed to cDNA, and adapters were ligated. After PCR amplification, cDNAs of 200–400 bp were selected and sequenced using a NovaSeq 6000 (Illumina, USA) to generate 101 bp paired-end reads. Preprocessing was performed to eliminate artifacts (low quality, adapter sequence, contaminated DNA, or PCR duplicates) from sequenced raw reads using Trimmomatic (version 0.38). From the ends of the reads, reads with base quality less than 3 and those that did not satisfy the sliding window trim criteria (window size = 4, mean quality = 15) were removed. Next, reads with a minimum length less than 36 were removed. The preprocessed reads were mapped to the reference genome (GRCm38/mm10) using the HISAT2 (Hierarchical Indexing for Spliced Alignment of Transcripts, version 2.1.0) program, which can handle spliced reads through the Bowtie2 aligner, to generate aligned reads (Table S2). StringTie (version 1.3.4d) was used for transcript assembly and quantification. The expression profile was extracted by the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) value. Differentially expressed genes (DEGs) were analyzed after excluding genes with FPKM = 0 and quantile normalization of the  $\log_2(\text{FPKM}+1)$  values. Raw and processed data have been deposited in the Gene Expression Omnibus (GSE226576). Genes with a  $|\text{fold change value}| > 1.3$  and  $p < 0.05$  by Student's *t*-test in each comparison set (control [CTRL] vs. susceptible [SUS], CTRL vs. resilient [RES], and SUS vs. RES) were considered DEGs. The MDS plot was visualized using the ggpubr package (version 0.4.0), and the gene expression heatmap of DEGs was visualized using the gplots package (version 3.1.1) in R (version 4.0.4). Quantile normalized  $\log_2(\text{FPKM}+1)$  values were used to calculate Z-scores in the heatmaps. The venneuler package (version 1.1.0) in R (version 4.0.4) was used to create a Venn diagram.

### **Weighted gene co-expression network analysis (WGCNA)**

The WGCNA package (version 1.70.3) in R (version 4.0.4) was implemented to construct signed co-expression networks using quantile normalized  $\log_2(\text{FPKM}+1)$  values of RNA sequencing. The `blockwiseModules` function in WGCNA was used to construct a co-expression network and modules. Soft-thresholding power was chosen (power = 17) according to a scale-free topology criterion. We set the minimum module size to 20 genes, the deep split to 2, and the minimum height for merging modules to 0.15. Each module was summarized by an eigengene value, which is the first principal component of the expression matrix. To build exemplary modules, we set a threshold on the module membership measure (also known as module eigengene-based connectivity, kME), which is the correlation between gene expression values and the module eigengene values. Only genes with  $\text{kME} > 0.7$  were included in the modules. The module membership was also used to rank genes in the module. The top ten genes in the rank were considered hub genes of the module. Following construction of the gene co-expression network and module, we investigated the relationships between the modules and sample traits by linear regression and Pearson correlation. Among 203 modules, 43 were significantly associated with sample groups (CTRL, RES, and SUS) in linear regression ( $p < 0.05$ ). Module-trait relationships were also calculated using Pearson correlation between module eigengene and traits (CUS or stress-susceptibility) to identify the effects of CUS and stress-susceptibility separately. The  $p$ -values of module-trait correlations were calculated using the `corPvalueStudent` function in the WGCNA package. Six modules were selected on the basis of module-trait relationships, module size, and expression patterns. Between the top two modules of the most positively or negatively correlated modules with CUS or stress-susceptibility, the modules with larger sizes were selected (M91, M199, M166, and M203) to investigate the biological functions related to a greater number of genes. M33 (RES-up) and M104 (RES-down) were selected to characterize gene modules that were specifically upregulated or downregulated in RES, and they were the largest modules among the RES-up

and RES down modules, respectively. The gene expression heatmap of each module was visualized in the same manner as the DEG heatmap, and the intramodular gene co-expression network was visualized using Cytoscape (version 3.8.2). The thickness and darkness of edges in the networks represent the correlation of expression values between two genes.

### **Gene functional enrichment analysis**

Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed to explore the functional roles of DEGs from mRNA-seq data and genes in the selected modules using the Database for Annotation, Visualization and Integrated Discovery version 2021 (DAVID; <http://david.ncifcrf.gov/>). The enrichment results were visualized using the ggplot2 package (version 3.3.3) of the R program (version 4.0.4). Statistically significant categories were selected ( $p$ -value < 0.05).

### **Cell-type enrichment analysis**

The cell type marker gene lists were composed based on single-cell RNA sequencing data from the Allen brain map database. Genes with a mean expression value in a specific cell cluster that was more than four times the mean expression value in all cell clusters were defined as a cell type marker gene of the specific cell cluster. Cell-type enrichment analysis on M166 was performed using these cell-type marker genes and Fisher's exact test. The  $-\log_{10}$  (Benjamini-Hochberg adjusted  $p$ -values) of Fisher's exact test were calculated for M166.

### **Data and statistical analysis**

Except for the two-bottle SPT, NSF, home cage feeding, and FST, all behavioral tests (e.g., three-chamber ST, SND test, and EPM test) were recorded using the automated and unbiased SMART3.0 video tracking system (Panlab). All values are expressed as the mean  $\pm$  standard

error of the mean (SEM). All statistical analyses, including PCA, were performed using GraphPad Prism 9 (GraphPad Software), Origin Pro 8 (OriginLab), and R (version 4.0.4). The sample size, normality, and homoscedasticity of the distributions were used to examine the statistic sample values. Shapiro–Wilk test and Bartlett’s test (or F-test) were used for normality and tests of equal variances. The specific statistical tests and their results are described in the figure legends. Grubb’s test, an outlier analysis enabled by GraphPad Prism 9, was used to remove outliers from the data.

## Supplementary Figures

**a**

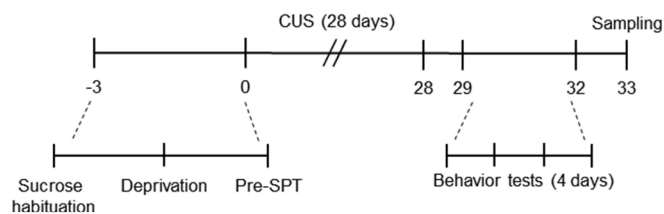

**b**

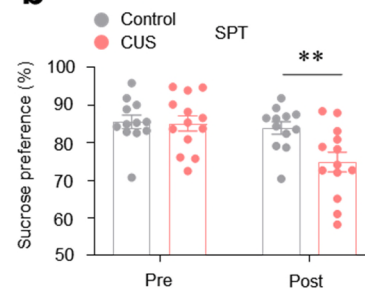

**c**

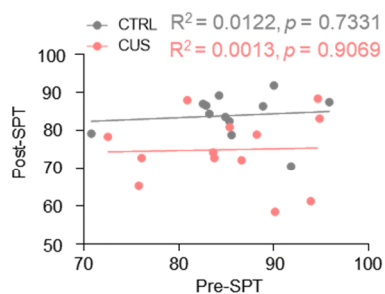

**d**

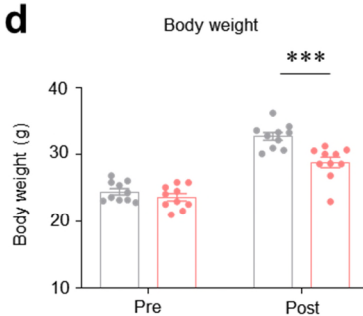

**e**

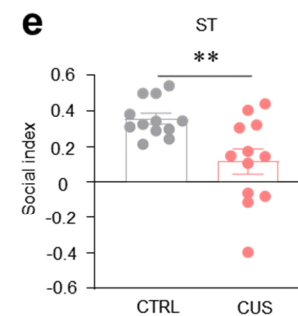

**f**

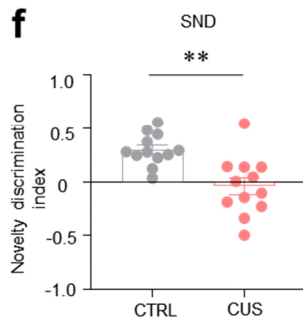

**g**

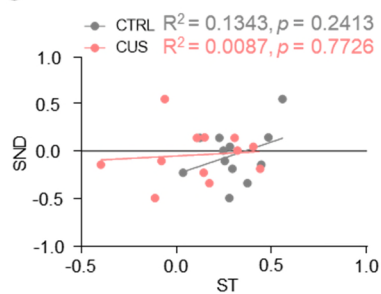

**h**

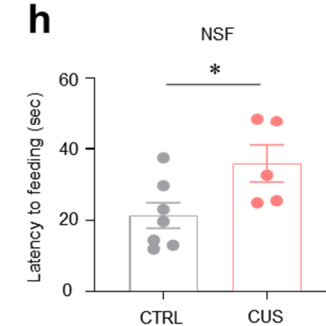

**i**

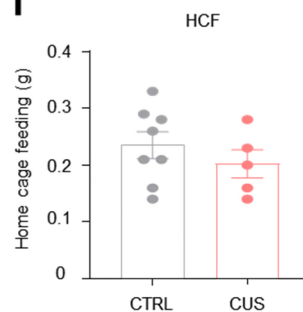

**j**

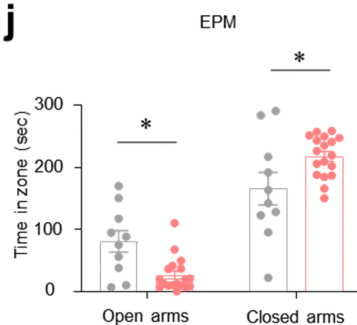

**k**

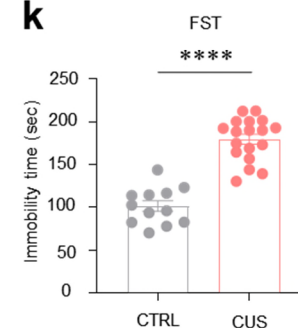

**Supplementary Fig. 1. Chronic unpredictable stress (CUS) mediated depressive-like behaviors.** (a) Experimental procedures for CUS. (b) Sucrose preference in male mice before and after CUS (two-way ANOVA with Bonferroni's multiple comparisons post hoc test, stress effect:  $F_{1,46} = 5.111, p = 0.0285$ ; time effect (pre vs. post):  $F_{1,46} = 8.038, p = 0.0068$ ; interaction:  $F_{1,46} = 4.281, p = 0.0442, n = 12, 13$ ). (c) One-way ANCOVA based on the pre-sucrose preference test (SPT) ( $F_{1,21} = 0.01185, p = 0.9144, n = 12, 13$ ). (d) Bar graph showing a comparison of the body weight before and after CUS (two-way ANOVA with Bonferroni's multiple comparisons post hoc test, stress effect:  $F_{1,36} = 15.52, p < 0.0004$ ; time effect (pre vs. post):  $F_{1,36} = 125.9, p < 0.0001$ ; interaction:  $F_{1,36} = 6.408, p = 0.0159, n = 10, 10$ ). (e) CUS mice exhibited reduced social interaction in the sociability test (unpaired t-test with Welch's correction,  $t_{14.89} = 3.147, p = 0.0067, n = 12, 12$ ). (f) CUS reduced the social novelty discrimination compared to control (CTRL) animals (unpaired t-test,  $t_{22} = 3.789, p = 0.0010, n = 12, 12$ ). (g) One-way ANCOVA based on ST ( $F_{1,20} = 0.7579, p = 0.3943, n = 12$ ). (h) CUS significantly increased the latency to eat chow centered in an unfamiliar space in the novelty suppressed feeding (NSF) test (unpaired t-test,  $t_{10} = 2.386 = 10, p < 0.0001, n = 7, 5$ ). (i) Amount of home cage feeding after the NSF (unpaired t-test,  $t_{11} = 0.9250, p = 0.3748, n = 7, 5$ ). (j) The CUS group spent less time in the open arms and more time in the closed arms in the elevated plus maze (EPM) compared to the CTRL group (two-way ANOVA with Bonferroni's multiple comparisons post hoc test, stress effect:  $F_{1,52} = 0.005120, p = 0.9432$ ; maze effect (open vs. closed arms):  $F_{1,52} = 105.6, p < 0.0001$ ; interaction:  $F_{1,52} = 15.59, p = 0.0002, n = 10, 18$ ). (k) CUS animals struggled for less time in the FST compared to the CTRL animals (unpaired t-test,  $t_{28} = 8.918, p < 0.0001, n = 12, 18$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

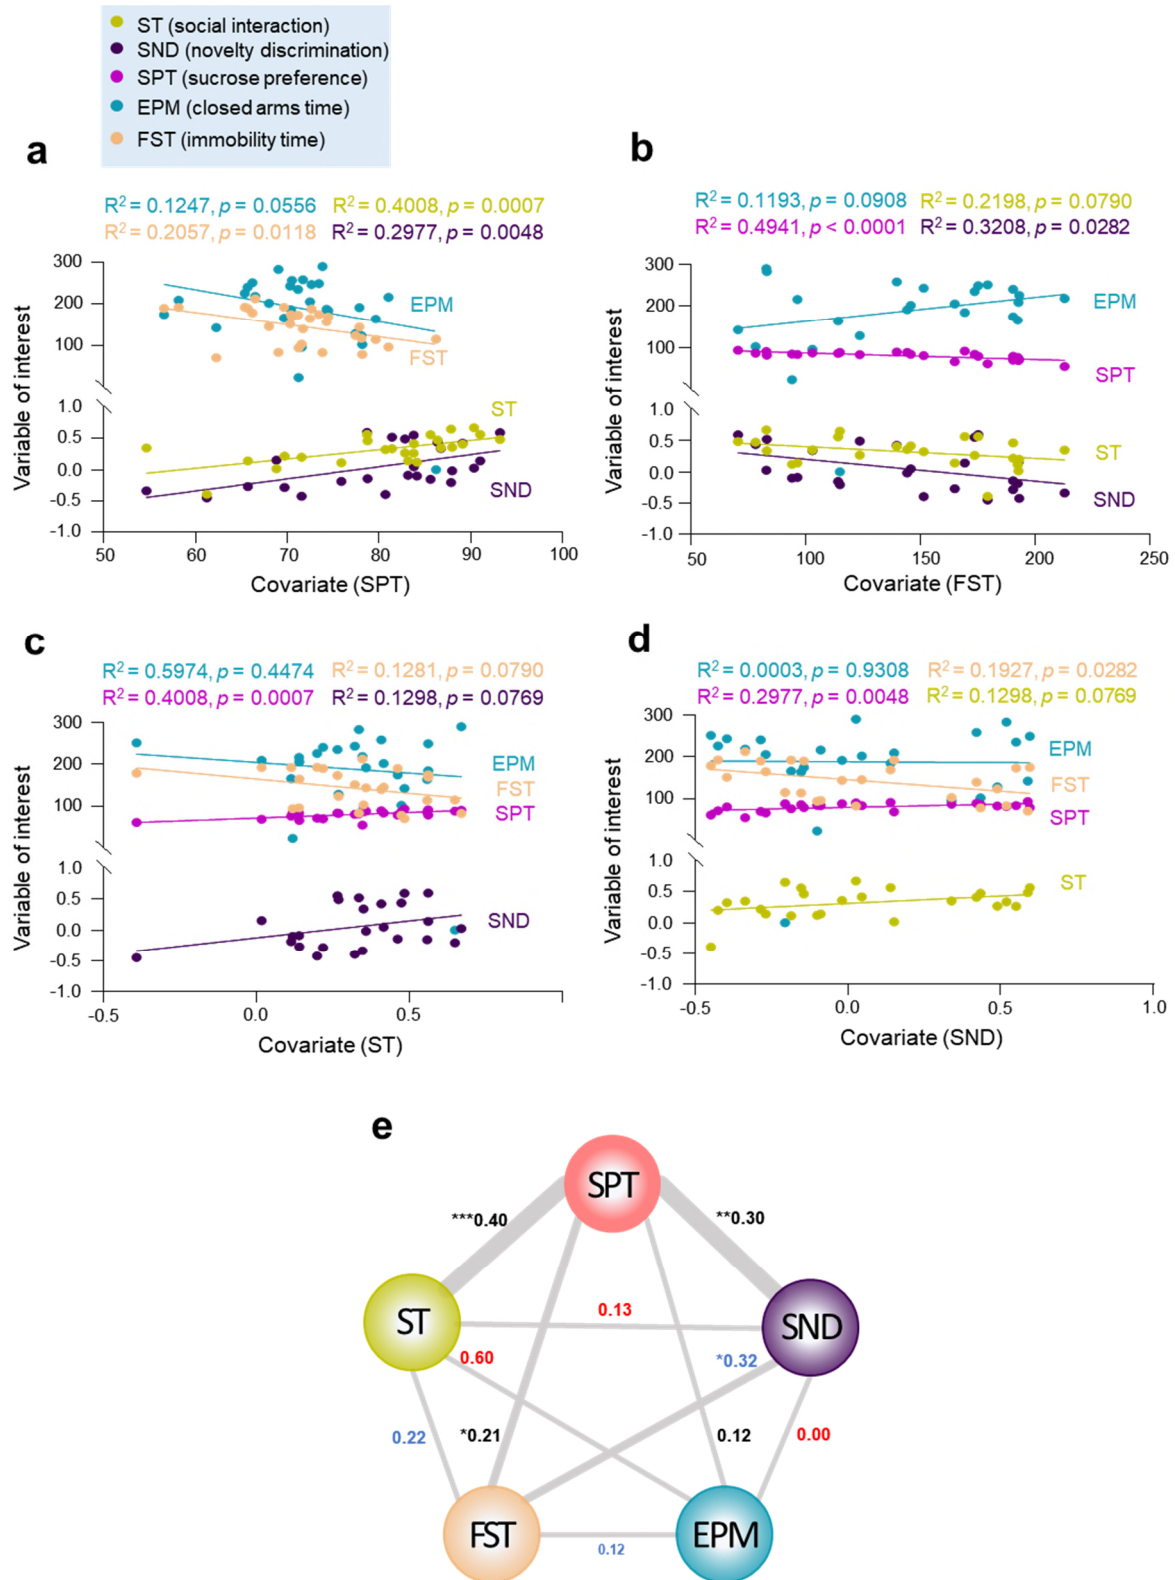

**Supplementary Fig. 2. Analysis of covariance between multiple behavioral analyses based on sucrose preference after CUS.** (a) One-way ANCOVA based on the sucrose preference ( $F_{3, 102} = 3.897, p = 0.0111, n = 23, 31$ ). (b) One-way ANCOVA based on the FST immobility time ( $F_{3, 92} = 3.884, p = 0.0116, n = 12, 13$ ). (c) One-way ANCOVA based on the ST ( $F_{3, 92} = 1.360, p = 0.2599, n = 12, 13$ ). (d) One-way ANCOVA based on the SND ( $F_{3, 92} = 1.497, p = 0.2205, n = 12, 13$ ). (e) Correlations between multiple depressive-like behaviors. Values in black shown in the plot correspond to  $R^2$  from ANCOVA between SPT and other depressive-like behaviors. Values in blue are from the FST or EPM and other depressive-like behaviors in the CTRL and CUS datasets of Supplementary Fig. 1. Values in red are from the ST or SND test in the CTRL and CUS datasets of Supplementary Fig. 1. The thickness of the lines indicates the strength of the individual correlations. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

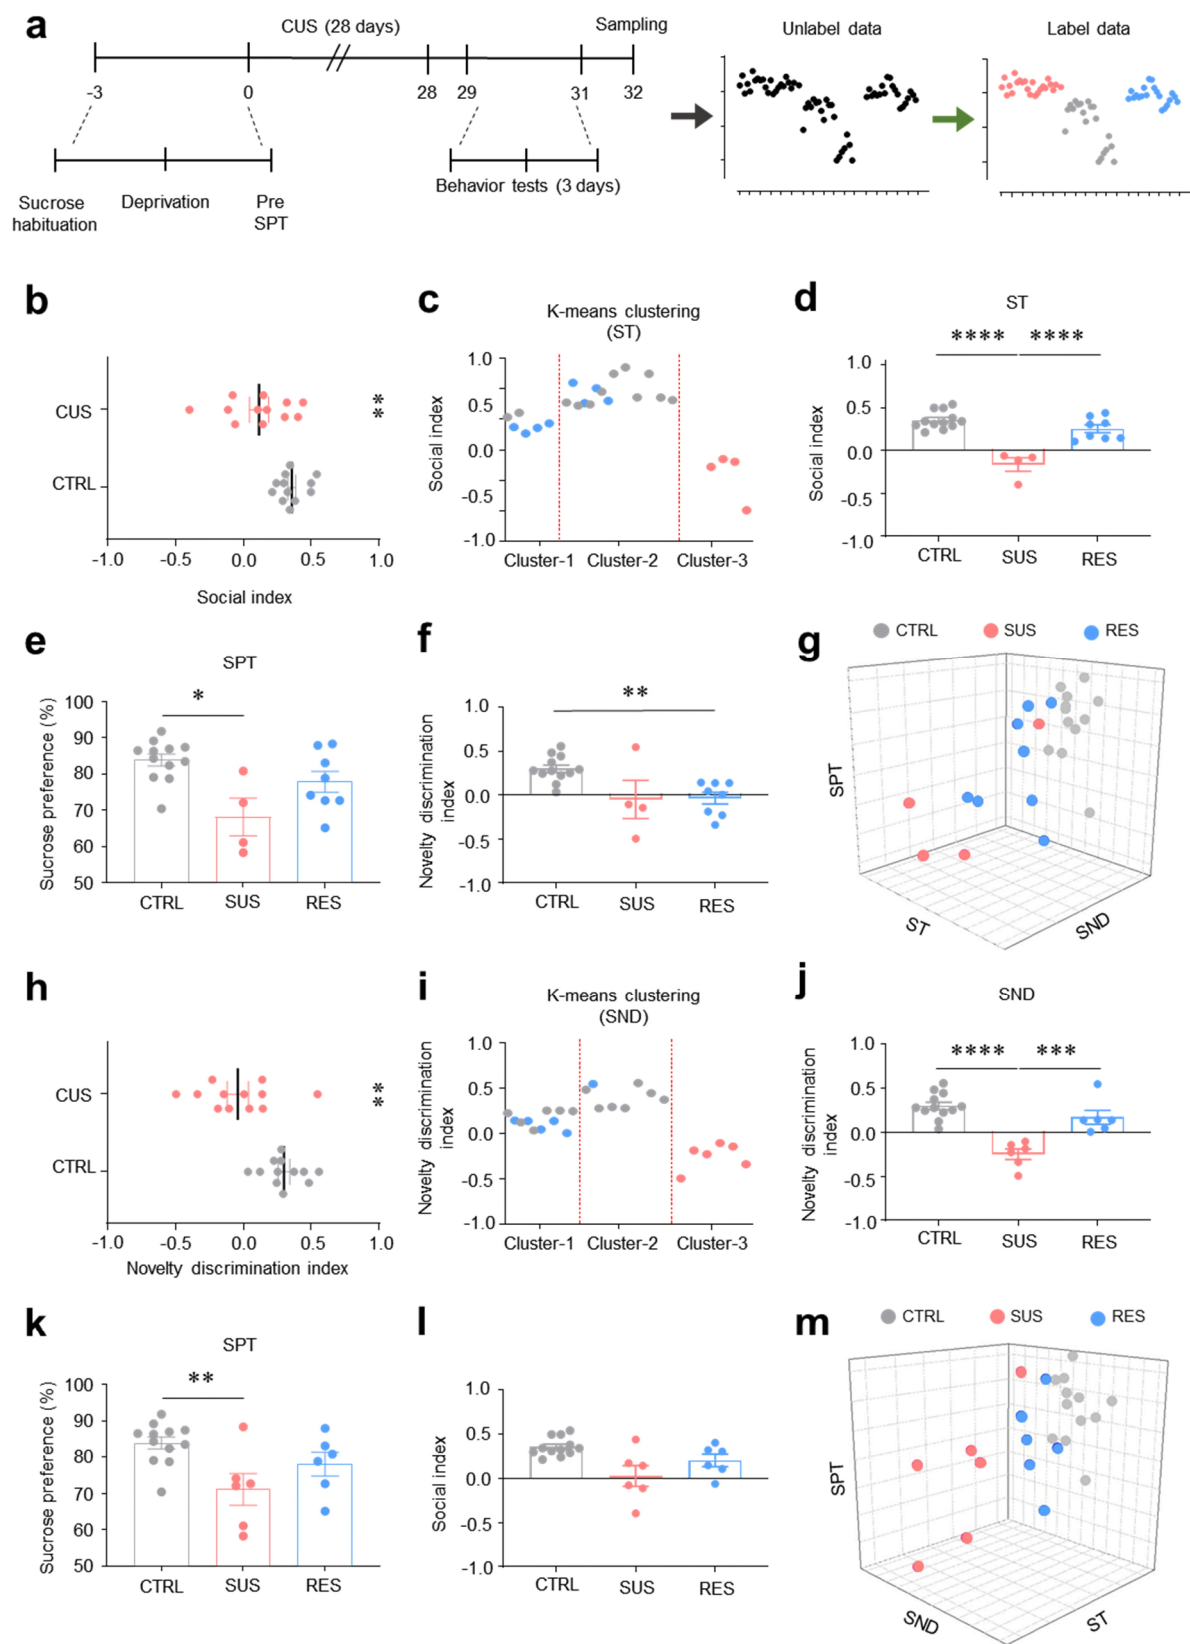

**Supplementary Fig. 3. Separation of subpopulations based on social anhedonia and novelty social recognition after CUS.**

(a) Experimental procedures for CUS and *K*-means clustering. (b) CUS significantly increased social anhedonia (unpaired t-test;  $t_{22} = 3.147$ ,  $p = 0.0047$ ,  $n = 12$ ). (c) *K*-means clustering after CUS based on ST. (d) ST-susceptible (SUS) mice showed increased anhedonia behavior compared to CTRL and ST-RES animals (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 21} = 27.55$ ,  $p < 0.0001$ ,  $n = 12$ , 4, 8). (e) ST-SUS animals showed decreased sucrose preference compared to CTRL animals, but no significant difference compared to RES animals (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 21} = 7.055$ ,  $p = 0.0045$ ,  $n = 12$ , 4, 8). (f) The results showed no significant difference between ST-SUS and CTRL, although ST-RES mice exhibited decreased novelty discrimination compared to CTRL mice (one-way ANOVA with Welch's test,  $W_{2,000, 6.692} = 8.656$ ,  $p = 0.0139$ ,  $n = 12$ , 4, 8). (g) A 3D plot depicting the results from the ST, SND test, and SPT for individual SUS, RES, and CTRL mice in the same cohort. (h) CUS significantly decreased novelty discrimination (unpaired t-test;  $t_{22} = 3.789$ ,  $p = 0.0010$ ,  $n = 12$ ). (i) *K*-means clustering after CUS based on SND. (j) SND-SUS mice showed decreased novelty social recognition compared to CTRL and ST-RES animals (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 21} = 24.06$ ,  $p < 0.0001$ ,  $n = 12$ , 6, 6). (k) SND-SUS animals showed decreased sucrose preference compared to CTRL, but no significant difference compared to RES animals (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 21} = 5.535$ ,  $p = 0.0117$ ,  $n = 12$ , 6, 6). (l) When divided by SND, there was no significant difference in social anhedonia among all groups (one-way ANOVA with Welch's test,  $W_{2,000, 8.122} = 4.816$ ,  $p = 0.0418$ ,  $n = 12$ , 6, 6). (m) A 3D plot depicting the results from the SND test, ST, and SPT for each individual SUS, RES, and CTRL mice in the same cohort.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

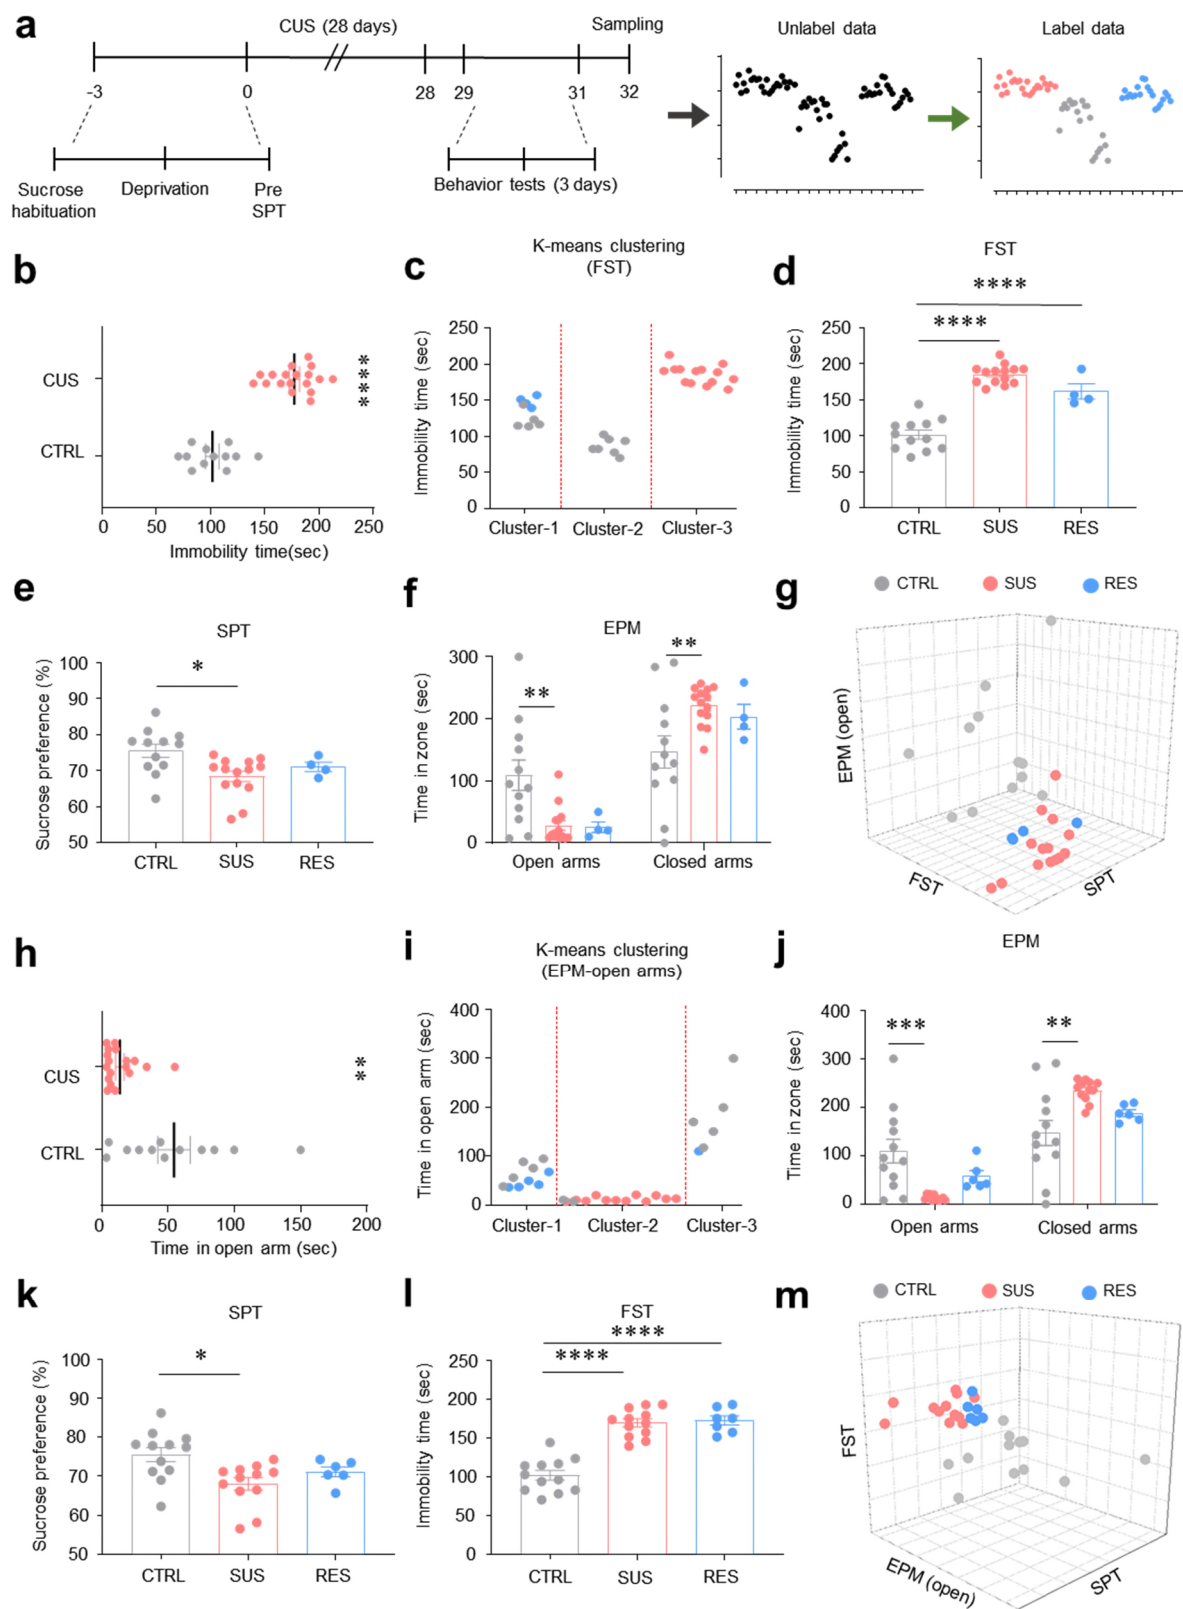

**Supplementary Fig. 4. Separation of subpopulations based on behavioral despair and anxiety-like behavior after CUS.** (a) Experimental procedures for CUS and *K*-means clustering. (b) CUS significantly increased despair-like behavior (unpaired t-test;  $t_{9.844} = 28$ ,  $p < 0.0001$ ,  $n = 12, 18$ ). (c) *K*-means clustering after CUS based on the FST. (d) FST-SUS and RES mice showed significantly increased immobility time compared to CTRL animals (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 27} = 70.90$ ,  $p < 0.0001$ ,  $n = 12, 14, 4$ ). (e) Only FST-SUS animals showed decreased sucrose preference compared to CTRL animals (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 8.114$ ,  $p = 0.0173$ ,  $n = 12, 14, 4$ ). (f) Compared to CTRL animals, only FST-SUS animals showed considerably increased anxiety symptoms (two-way ANOVA with Bonferroni's multiple comparisons post hoc test, stress effect:  $F_{2, 54} = 0.1472$ ,  $p = 0.8635$ ; maze effect (open vs. closed arms):  $F_{1, 54} = 56.27$ ,  $p < 0.0001$ ; interaction:  $F_{2, 54} = 11.42$ ,  $p < 0.0001$ ,  $n = 12, 14, 4$ ). (g) A 3D plot depicting the results from FST, SPT, and EPM for individual SUS, RES, and CTRL mice in the same cohort. (h) CUS significantly induced anxiety-like behavior (Mann Whitney U-test;  $U = 39$ ,  $p = 0.0026$ ,  $n = 12, 18$ ). (i) *K*-means clustering after CUS based on EPM data. (j) EPM-SUS mice showed increased anxiety-like behavior compared to CTRL mice (two-way ANOVA with Bonferroni's multiple comparisons post hoc test, stress effect:  $F_{2, 54} = 0.05$ ,  $p = 0.9513$ ; maze effect (open vs. closed arms):  $F_{1, 54} = 68.34$ ,  $p < 0.0001$ ; interaction:  $F_{2, 54} = 15.24$ ,  $p < 0.0001$ ,  $n = 12, 12, 6$ ). (k) Only EPM-SUS animals showed decreased sucrose preference compared to CTRL animals (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 8.439$ ,  $p = 0.0147$ ,  $n = 12, 12, 6$ ). (l) EPM-SUS and RES mice showed significantly increased despair behavior compared to CTRL mice. (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 28} = 47.53$ ,  $p < 0.0001$ ,  $n = 12, 12, 6$ ). (m) A 3D plot depicting the FST, SPT, and EPM results for individual SUS, RES, and

CTRL mice in the same cohort.  $^*p < 0.05$ ,  $^{**}p < 0.01$ ,  $^{***}p < 0.001$ ,  $^{****}p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

**a**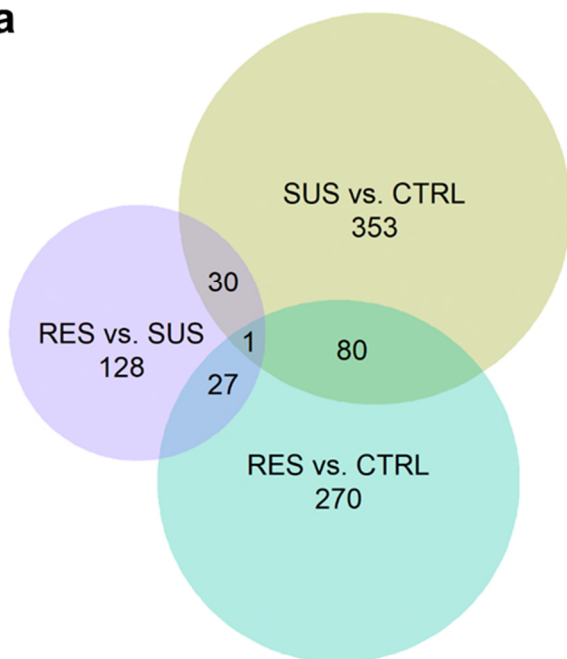**b**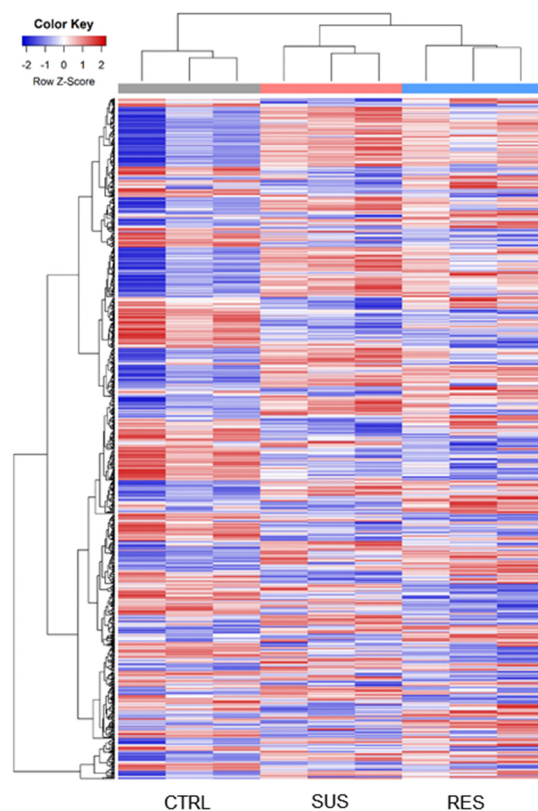**c**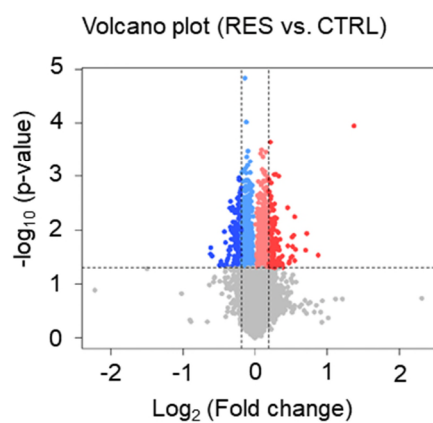**d**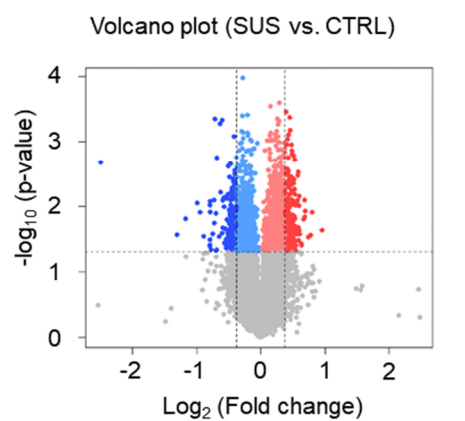**e**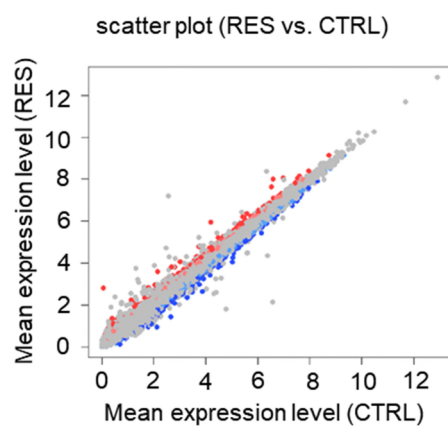**f**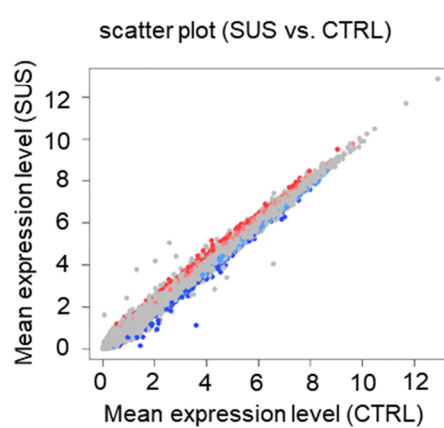

**Supplementary Fig. 5. Gene expression differs significantly between groups divided by sucrose preference.** (a) Distribution of the number of differentially expressed genes (DEGs) between groups. (b) The expression patterns of DEGs between groups were visualized. (c and d) Volcano plots displaying DEGs between (c) RES and CTRL animals and between (d) SUS and CTRL animals. Genes that were considerably more or less expressed in the former groups are shown by red and blue data points, respectively. Gray points represent genes that were not significantly differentially expressed in either group. (e and f) Scatter plot showing the DEGs between (e) RES and CTRL animals and between (f) SUS and CTRL animals. Genes that are considerably more or less expressed in the former groups are indicated by red and blue data points, respectively. Gray points represent genes that are not significantly differentially expressed in either group.

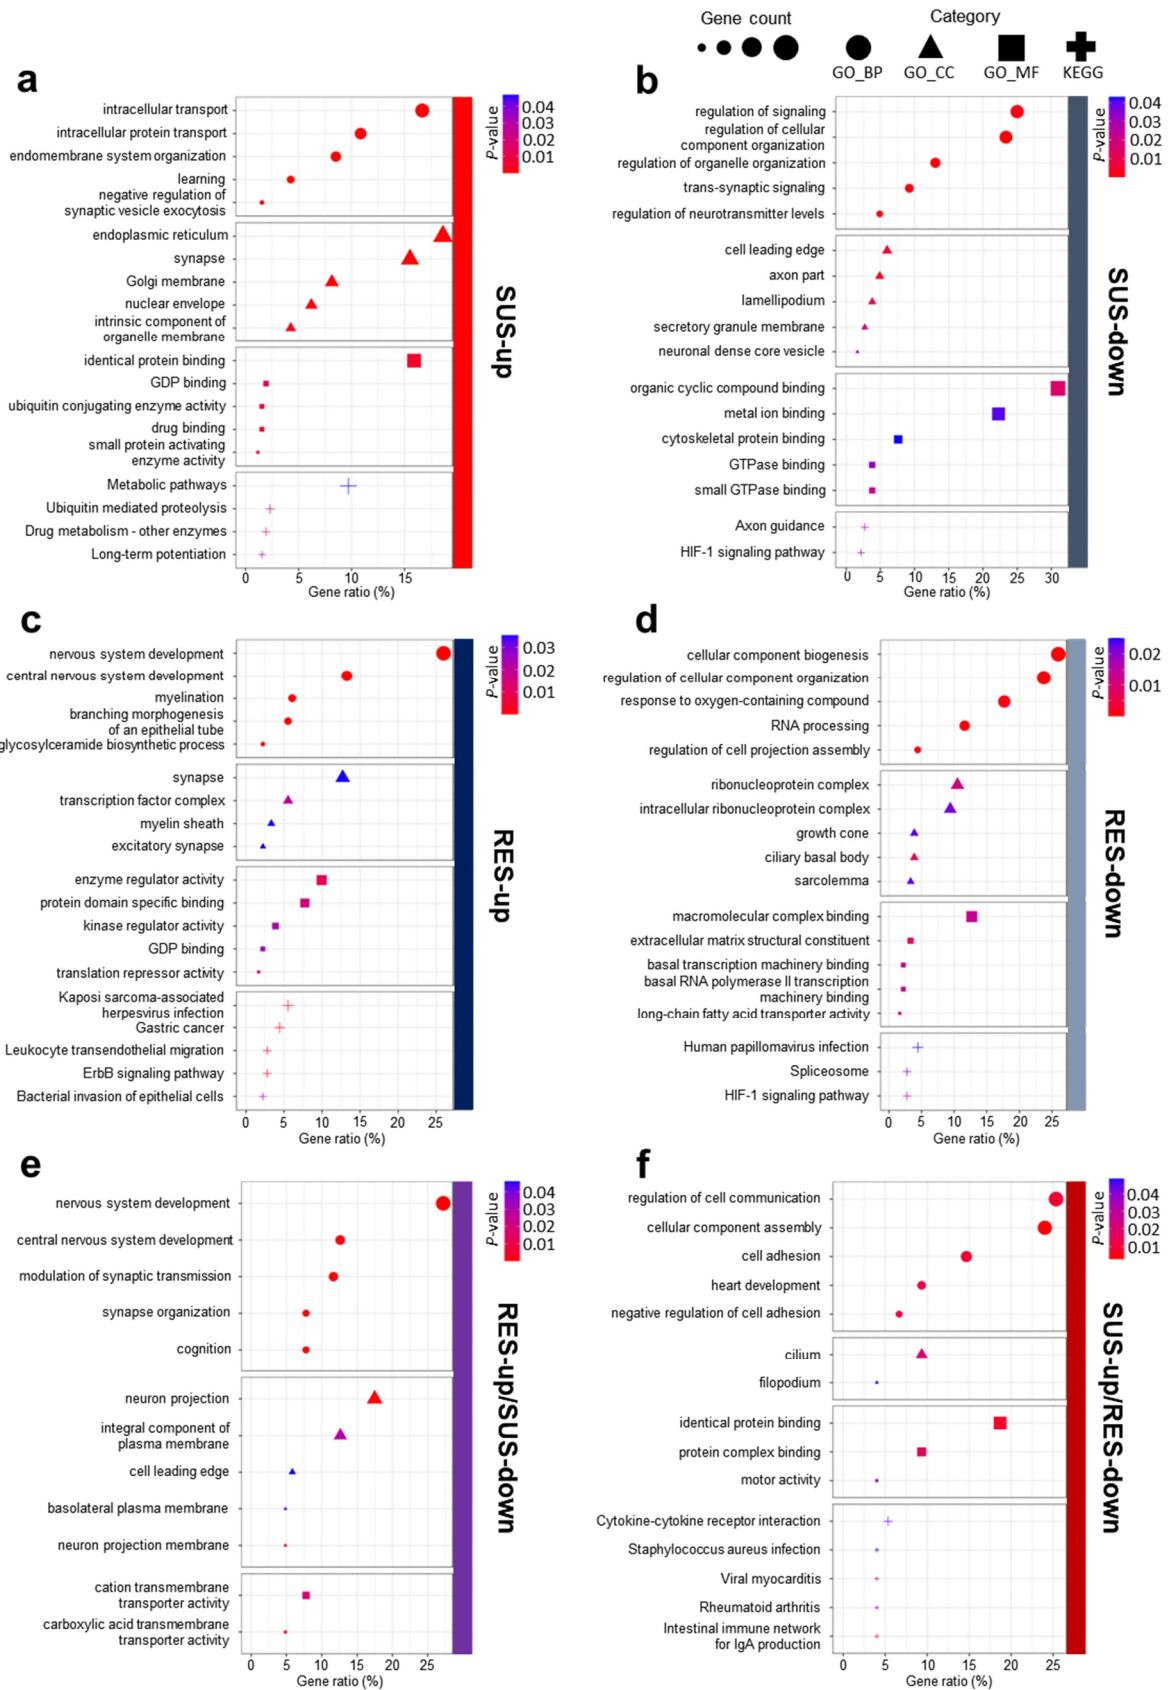

**Supplementary Fig. 6. Comparison of the biological functions of DEGs between groups using GO and KEGG enrichment analyses.** (a–f) GO and KEGG enrichment analysis results of (a) SUS-up, (b) SUS-down, (c) RES-up, (d) RES-down, (e) RES-up/SUS-down, and (f) SUS-up/RES-down DEGs imply the biological role of DEGs in each comparison.

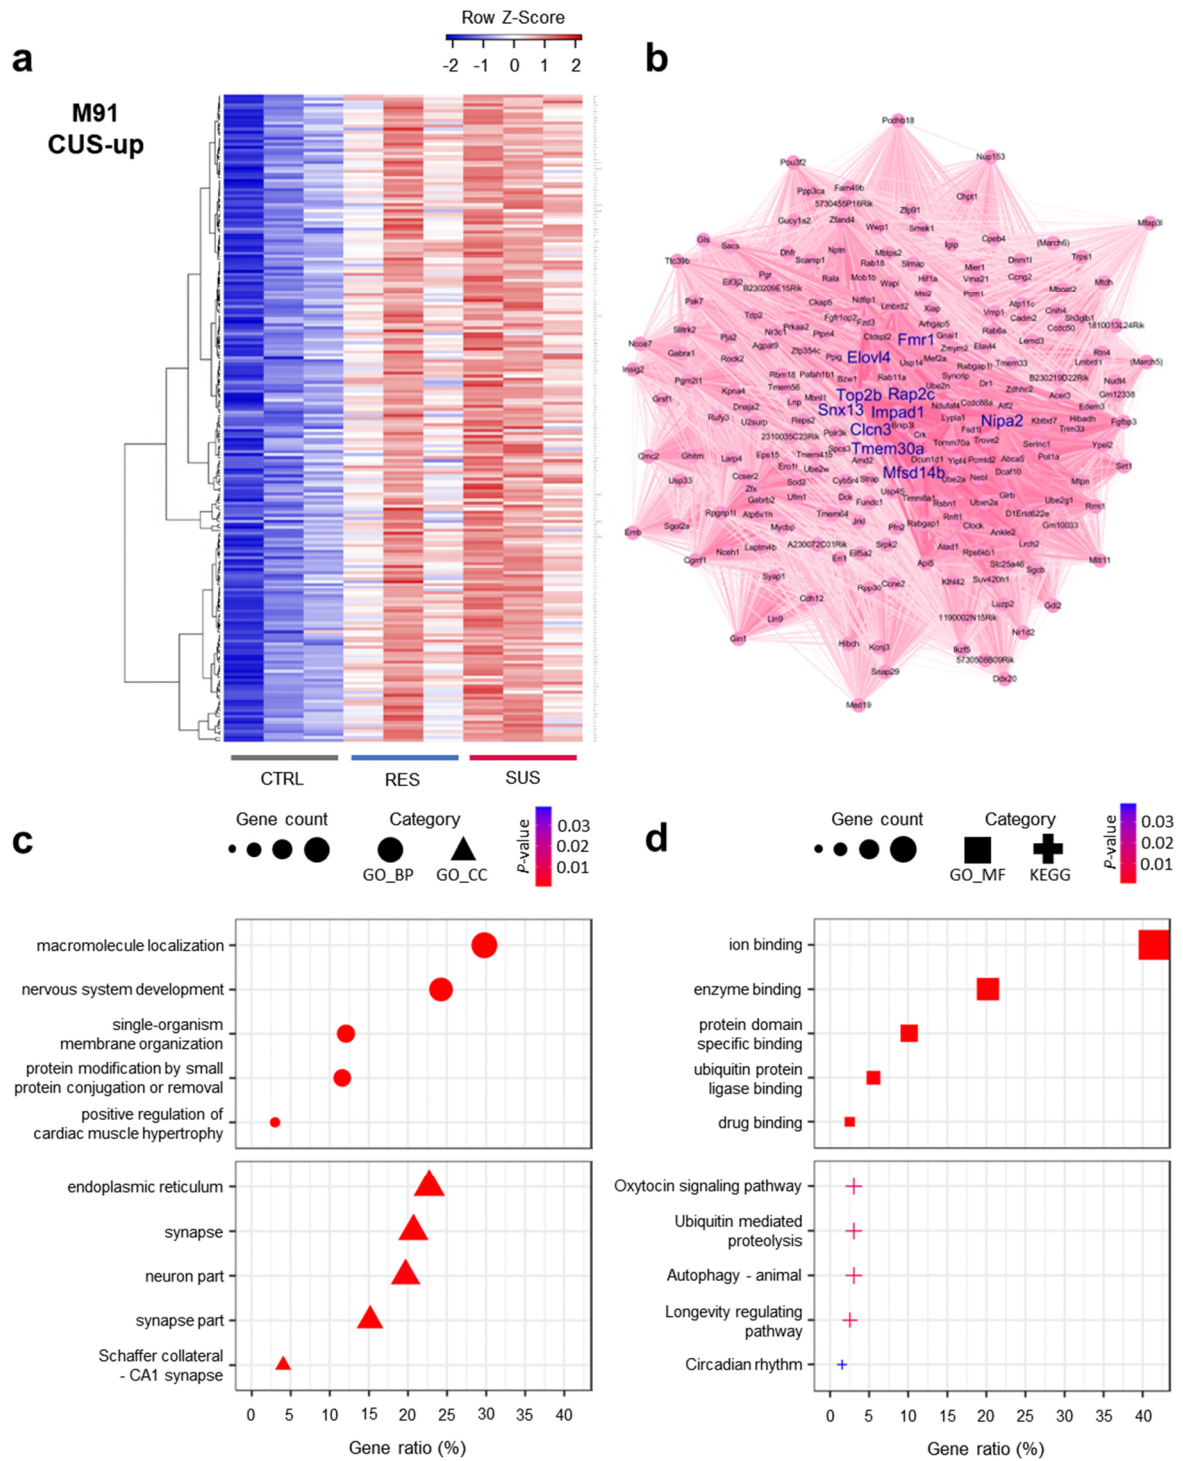

**Supplementary Fig. 7. Characterization of the CUS-up module (M91).** (a) Module genes were upregulated in RES and SUS groups. (b) Visualization of the intramodular co-expression network of a gene module specifically overexpressed in the CUS group. (c) GO enrichment analysis of biological processes and cellular components of the CUS-up module. (d) Enrichment analysis of GO molecular function and KEGG analysis of CUS-up module genes.

**Supplementary Fig. 8. Characterization of the SUS-up module (M166).** (a) Module genes were specifically upregulated in the SUS group. (b) Enrichment analysis of GO molecular function and KEGG analysis of SUS-up module genes.

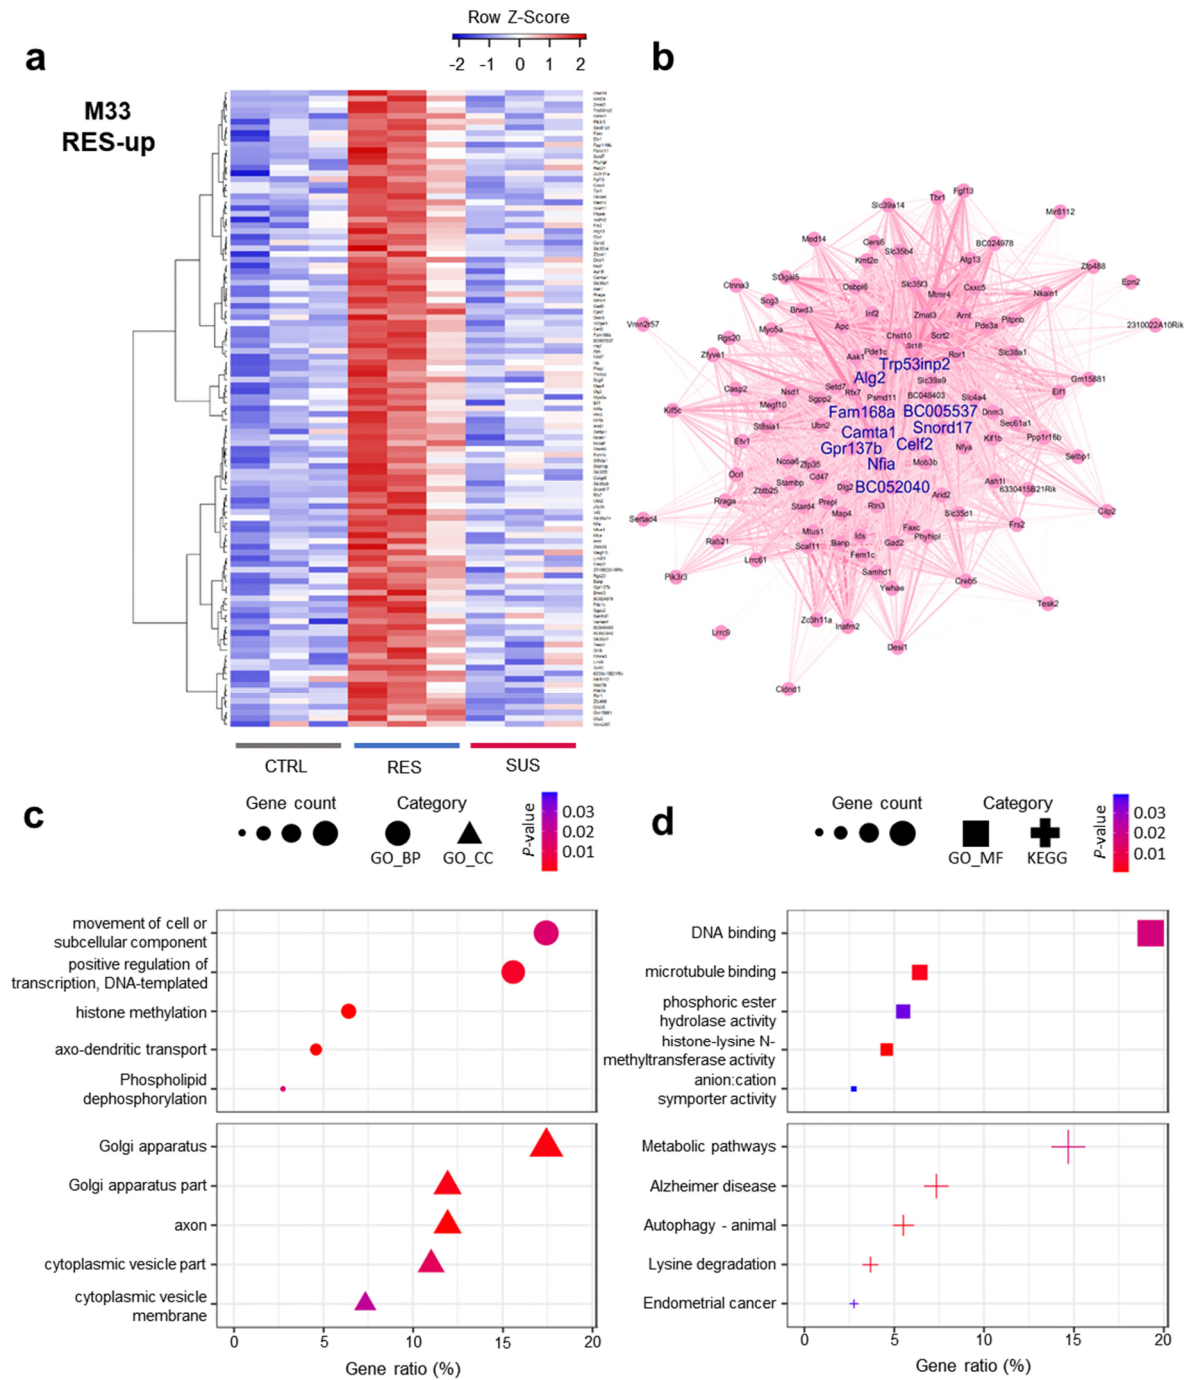

**Supplementary Fig. 9. Characterization of the RES-up module (M33).** (a) Module genes were specifically upregulated in the RES group. (b) Visualization of the intramodular co-expression network of a gene module that was specifically over-expressed in the RES group. (c) GO enrichment analysis of the biological processes and cellular components of the RES-up module. (d) Enrichment analysis of GO molecular function and KEGG analysis of RES-up module genes.

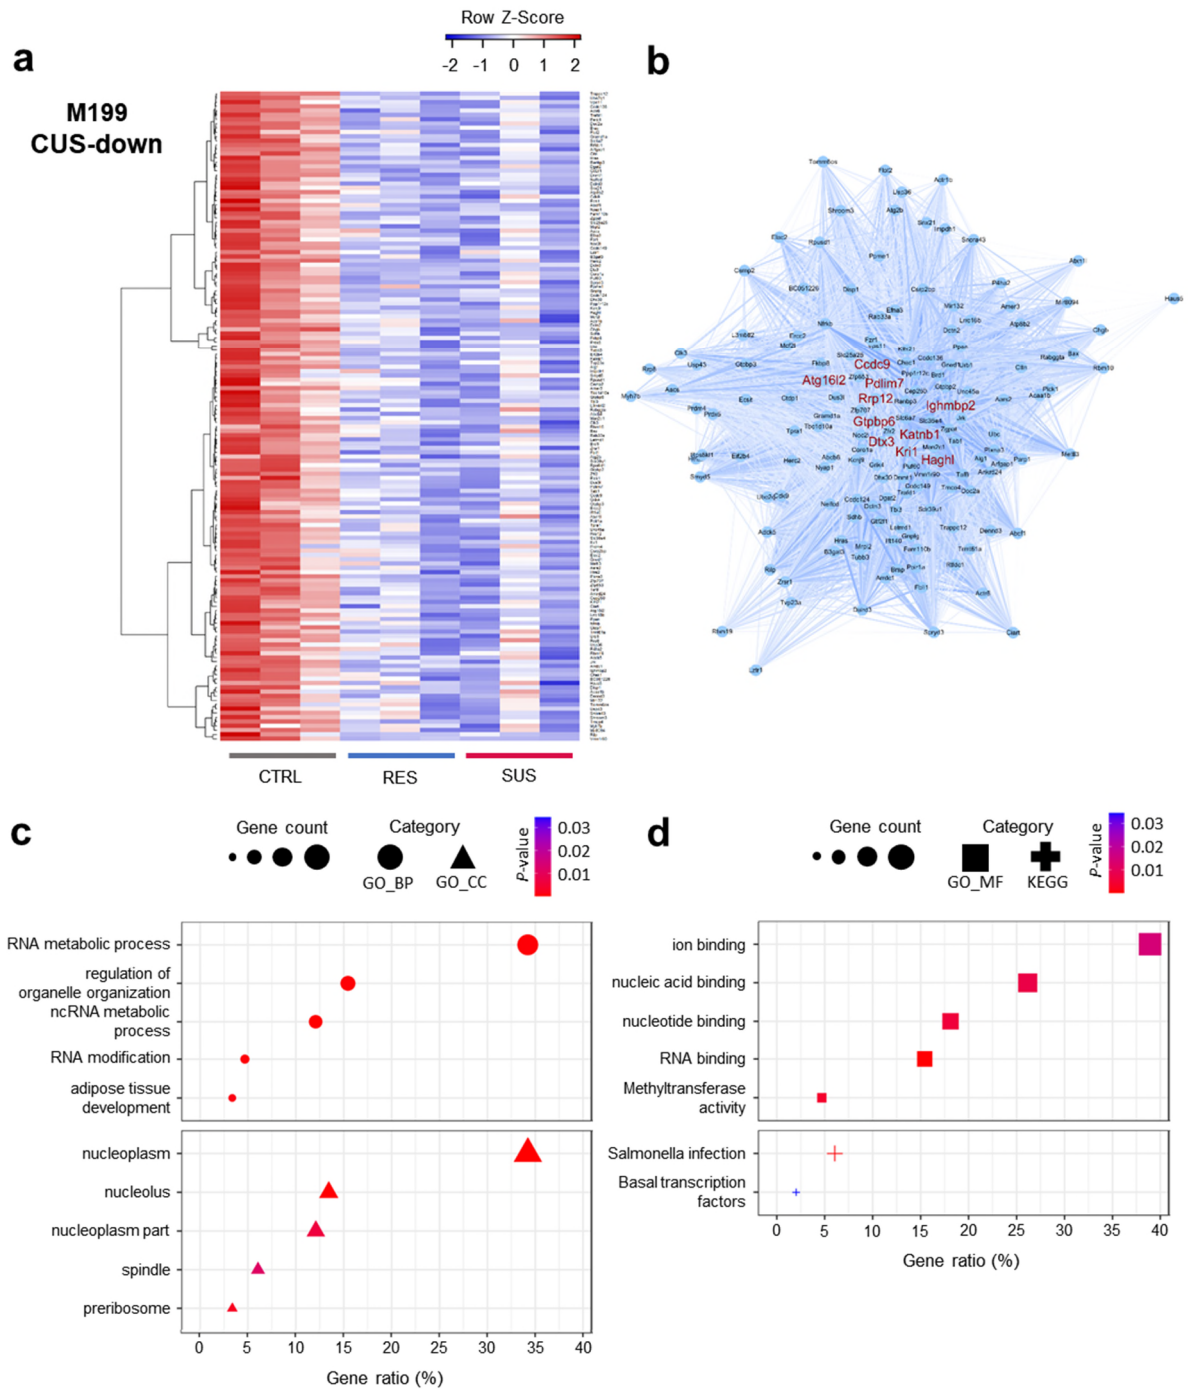

**Supplementary Fig. 10. Characterization of the CUS-down module (M199).** (a) Module genes were downregulated in the RES and SUS groups. (b) Visualization of the intramodular co-expression network of a gene module specifically repressed in the CUS group. (c) GO enrichment analysis of the biological processes and cellular components of the CUS-down module. (d) Enrichment analysis of GO molecular function and KEGG analysis of CUS-down module genes.

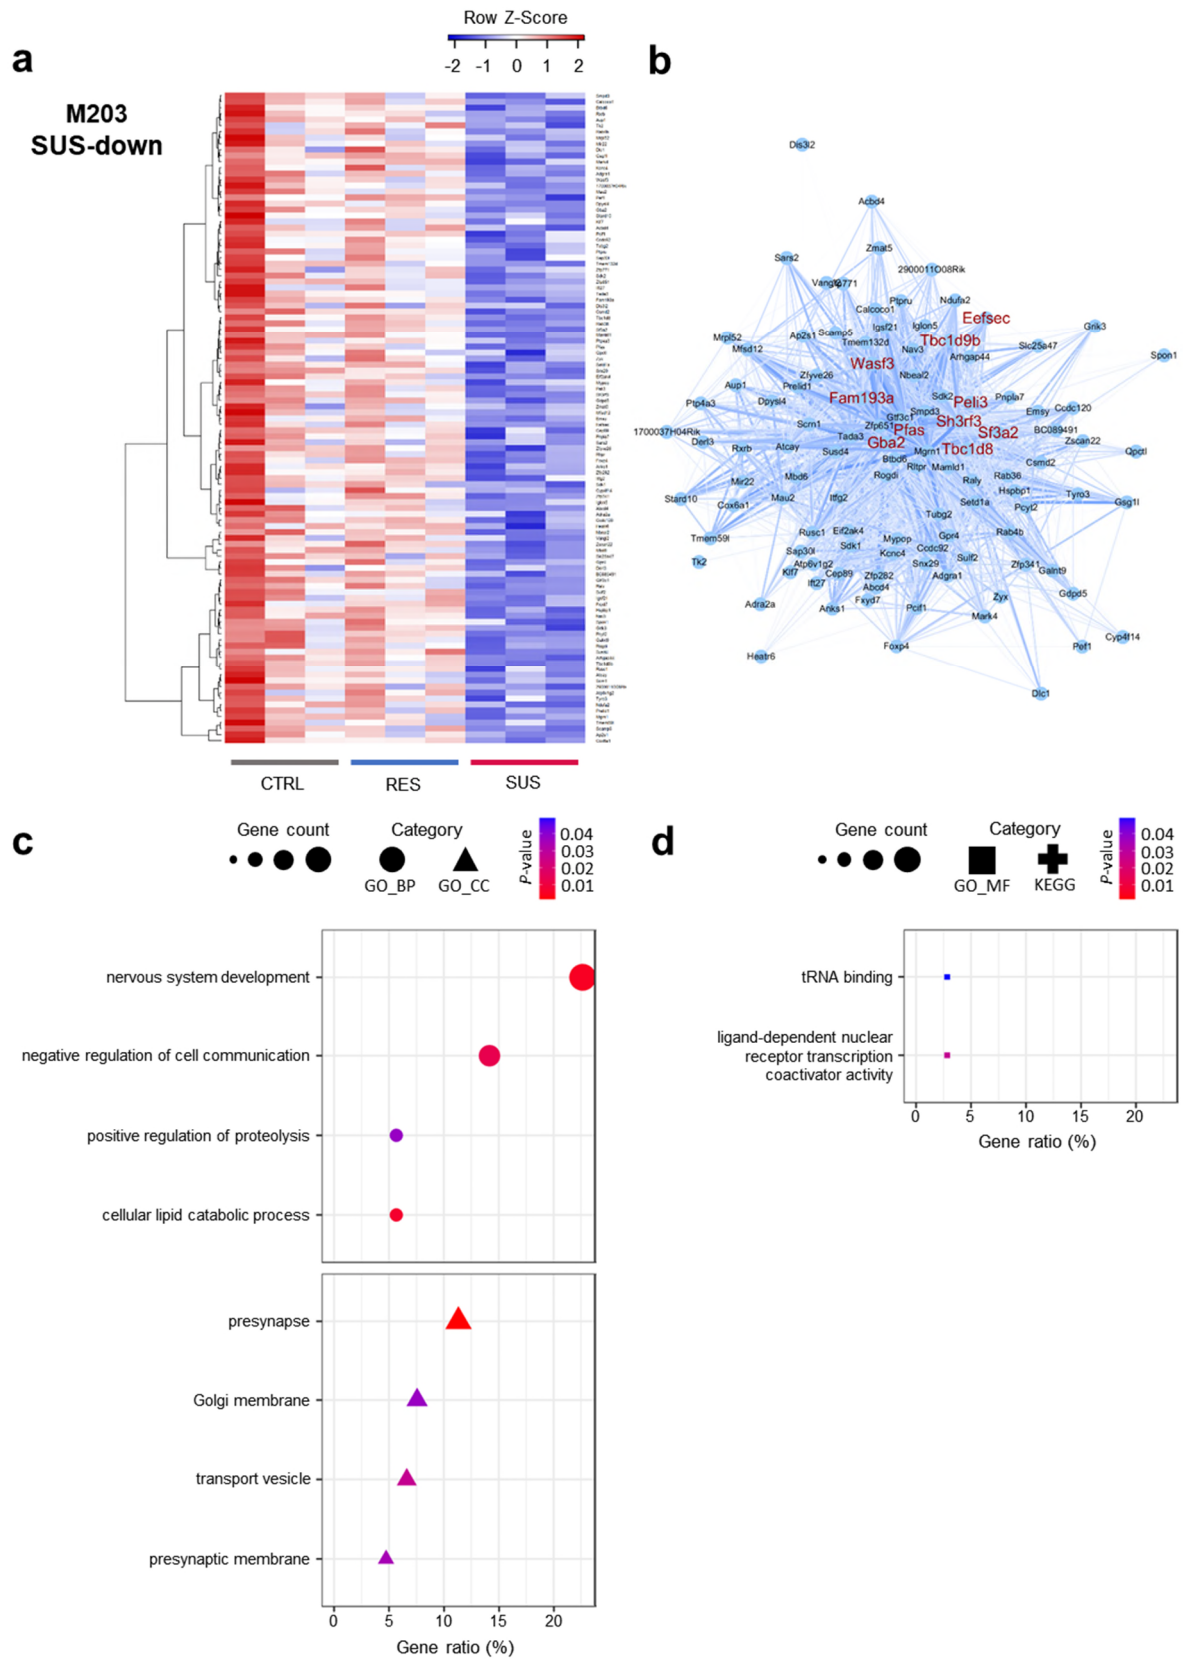

**Supplementary Fig. 11. Characterization of the SUS-down module (M203).** (a) Module genes were specifically downregulated in the SUS group. (b) Visualization of the intramodular co-expression network of a gene module specifically repressed in the SUS group. (c) GO enrichment analysis of biological processes and cellular components of the SUS-down module. (d) Enrichment analysis of GO molecular function and KEGG analysis of SUS-down module genes.

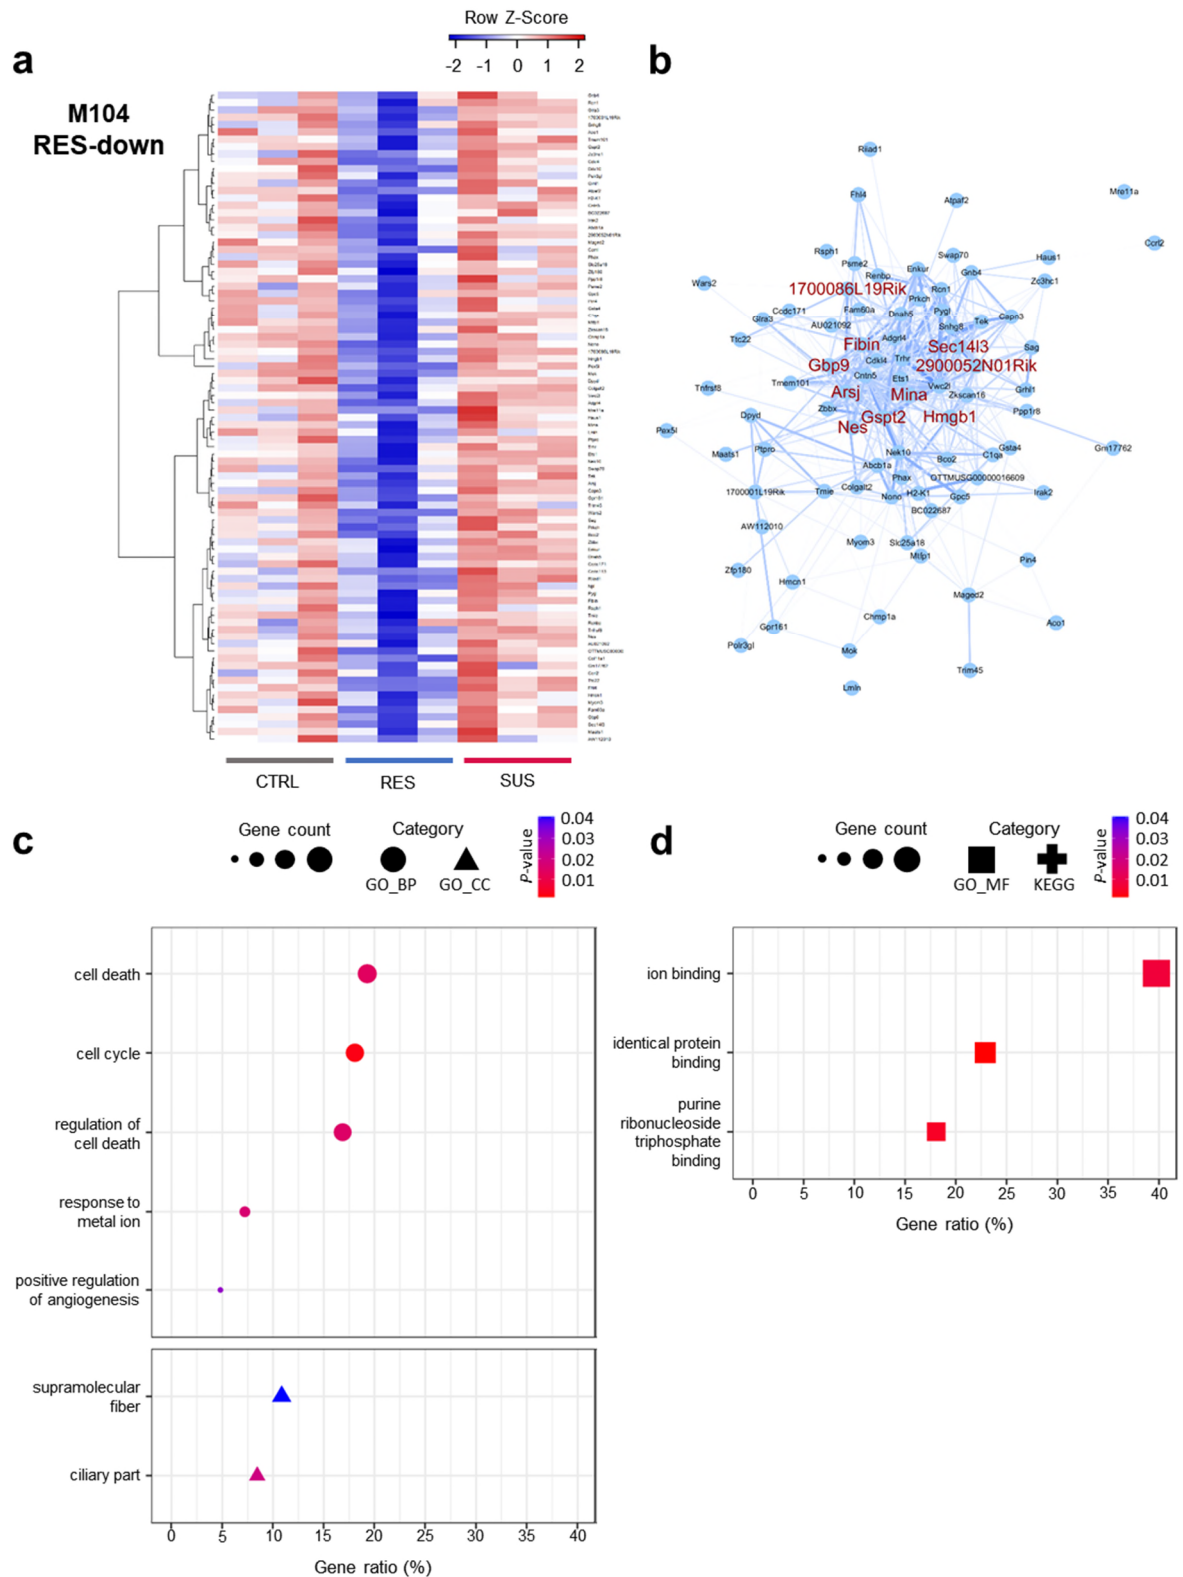

**Supplementary Fig. 12. Characterization of the RES-down module (M104).** (a) Module genes were specifically downregulated in the RES group. (b) Visualization of the intramodular co-expression network of a gene module specifically repressed in the RES group. (c) GO enrichment analysis of the biological processes and cellular components of the RES-down module. (d) Enrichment analysis of GO molecular function and KEGG analysis of RES-down module genes.

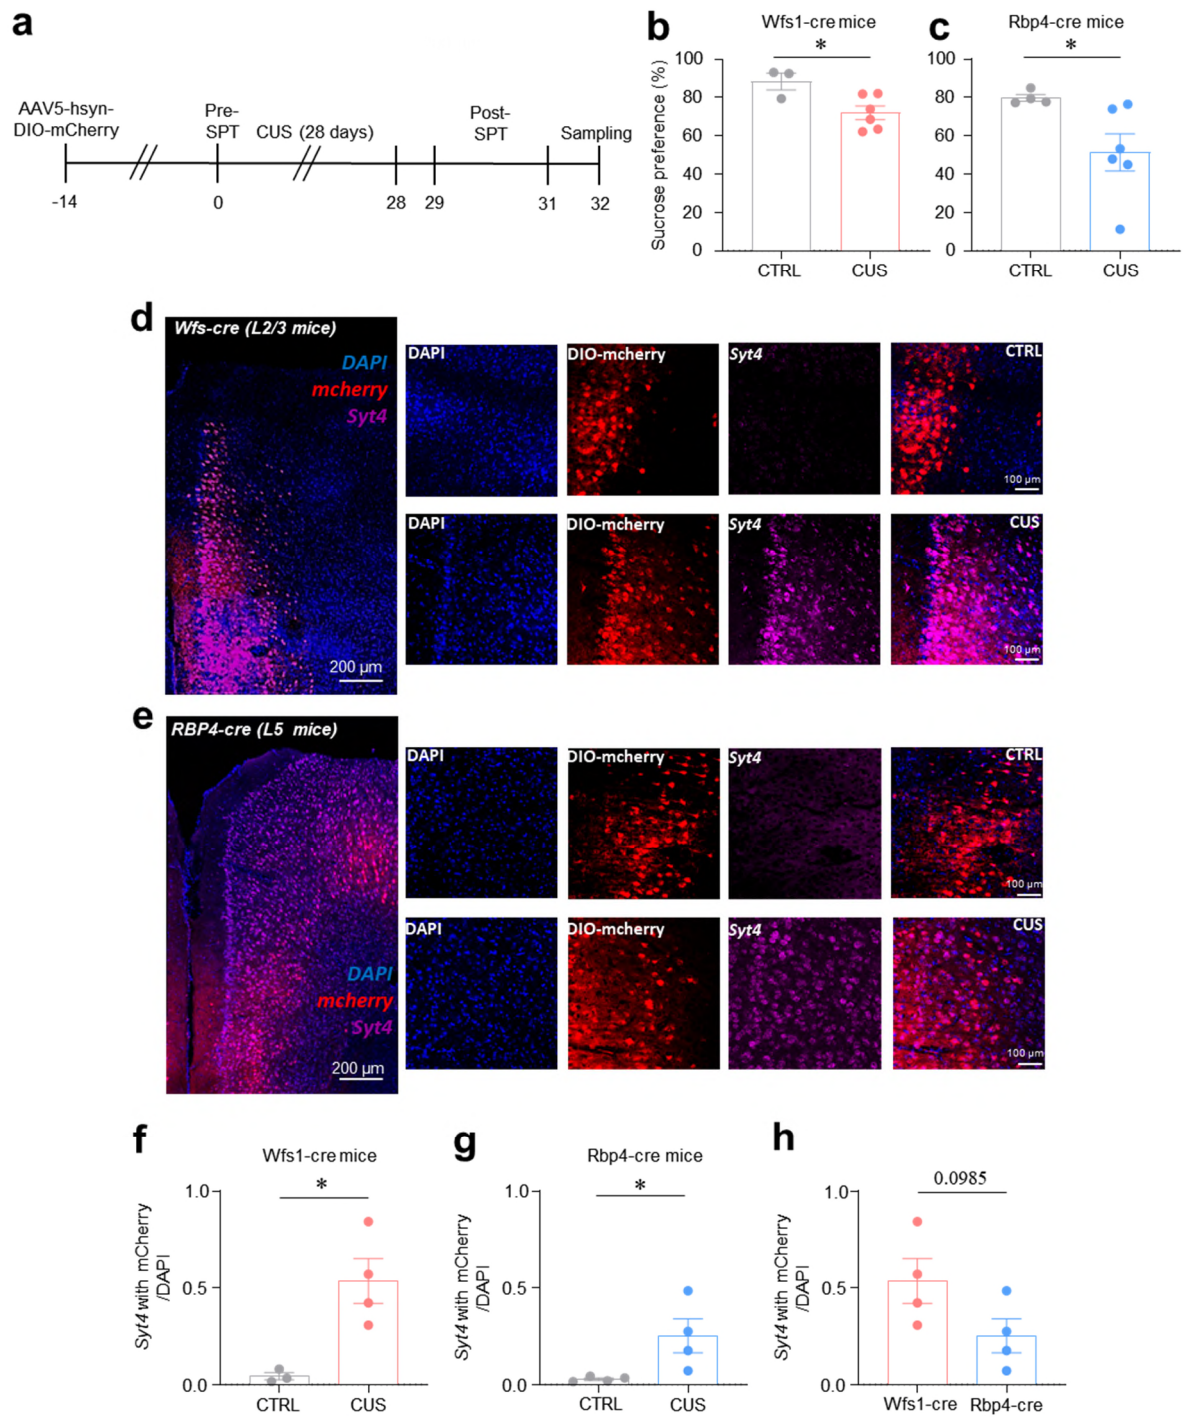

**Supplementary Fig. 13. *Syt4* demonstrates widespread expression within the PFC.** (a) Experimental procedures for CUS using layer-specific mice. (b–c) Sucrose preference in both *Wfs1*-Cre and *Rbp4*-Cre mice after CUS (b, unpaired t-test,  $t_7 = 2.724$ ,  $p = 0.0296$ ,  $n = 3, 6$ ; c, unpaired t-test,  $t_8 = 2.342$ ,  $p = 0.0472$ ,  $n = 4, 6$ ). (d–e) Representative images of fluorescence in situ hybridization for *Syt4* localization in layer-specific mice. (f) Layer 2/3-specific *Syt4* expression in *Wfs1*-Cre mice after CUS (unpaired t-test,  $t_5 = 3.579$ ,  $p = 0.0159$ ,  $n = 3, 4$ ). (g) Layer 5-specific *Syt4* expression in *Rbp4*-Cre mice after CUS (unpaired t-test,  $t_6 = 2.540$ ,  $p = 0.0441$ ,  $n = 4$ ). (h) L2/3 and L5 showed no significant difference in *Syt4* expression after CUS (unpaired t-test,  $t_6 = 1.954$ ,  $p = 0.0985$ ,  $n = 4$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . The bar graphs show the mean  $\pm$  SEM.

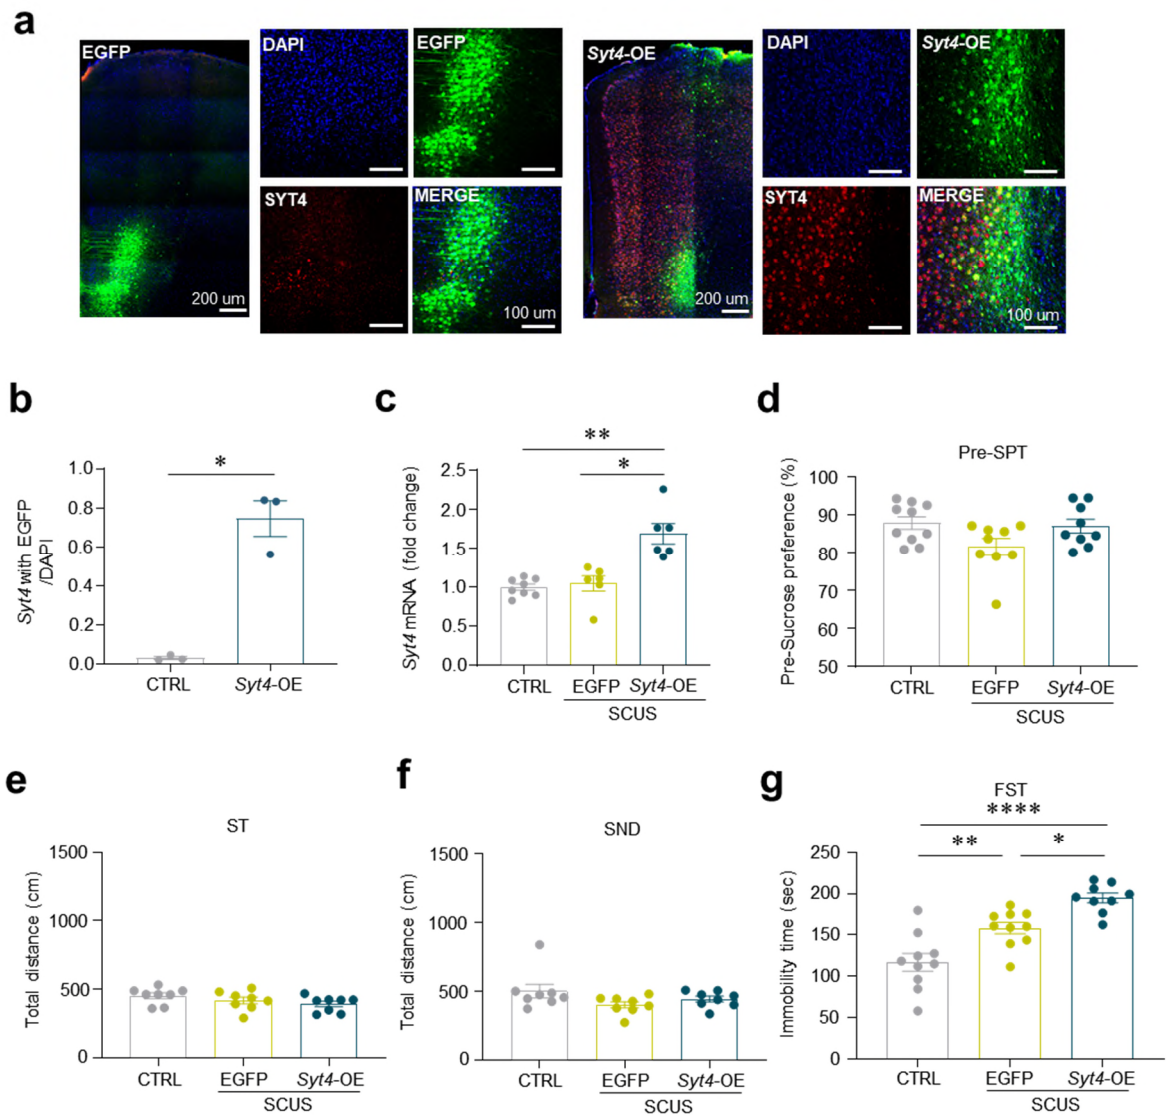

**Supplementary Fig. 14. *Syt4* overexpression in the mPFC plays a critical role in despair- and anxiety-like behaviors.** (a) Validation of AAV5-hSyn1-*Syt4*-EGFP virus. (b–c) Measurement of *Syt4* gene expression in each group (b, unpaired t-test,  $t_4 = 7.754$ ,  $p = 0.0015$ ,  $n = 3, 4$ ; c, one-way ANOVA with Welch's test,  $W_{2.000, 8.727} = 11.30$ ,  $p = 0.0038$ ,  $n = 6$ ). (d) The sucrose preference did not differ between groups before receiving CUS (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 0.2215$ ,  $p = 0.8952$ ,  $n = 10, 9, 9$ ). (e) Total distance during ST (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 2.459$ ,  $p = 0.2924$ ,  $n = 8, 8, 7$ ). (f) Total distance travelled during the SND test (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 4.317$ ,  $p = 0.1155$ ,  $n = 8, 8, 7$ ). (g) The *Syt4*-deficient mice (*Syt4*-KD) restored the despair-like behavior caused by CUS (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 23} = 12.44$ ,  $p = 0.0002$ ,  $n = 7, 9, 10$ ) \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

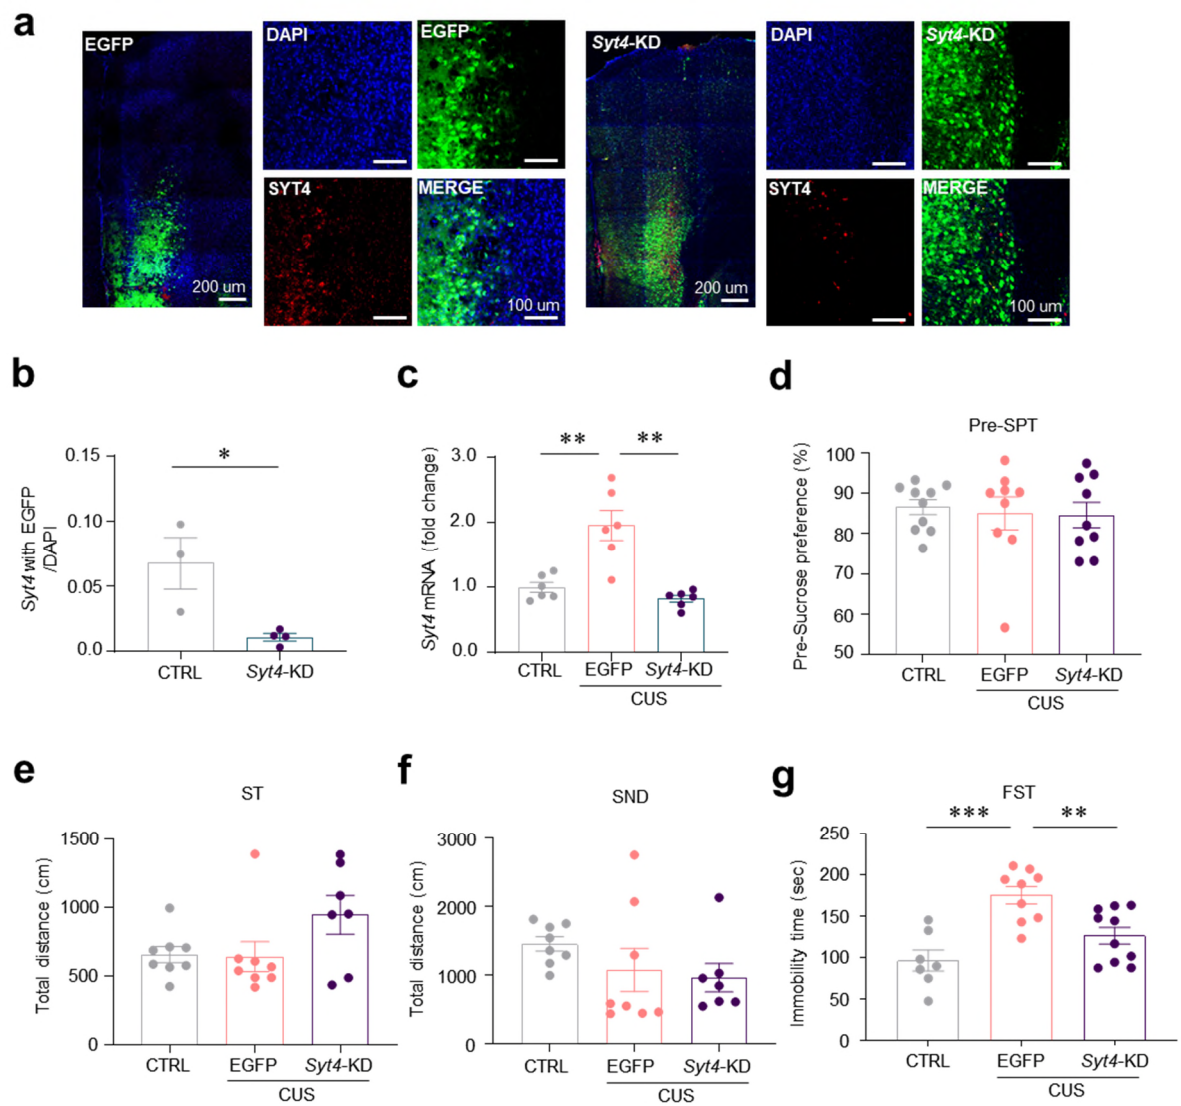

**Supplementary Fig. 15. *Syt4* knockdown in the mPFC rescues despair- and anxiety-like behaviors.** (a) Validation of the AAV5-hSyn1-*Syt4*-shRNA-EGFP virus. (b–c) Measurement of *Syt4* gene expression in each group (b, unpaired t-test,  $t_5 = 3.354$ ,  $p = 0.0202$ ,  $n = 3, 4$ ; c, Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test,  $H = 12.68$ ,  $p = 0.0002$ ,  $n = 8, 6, 6$ ). (d) Sucrose preference test before receiving CUS (Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test,  $H = 3.808$ ,  $p = 0.1490$ ,  $n = 10, 9, 9$ ). (e) Total distance during ST (one-way ANOVA with Tukey’s multiple comparisons post hoc test,  $F_{2, 21} = 1.922$ ,  $p = 0.1712$ ,  $n = 8$ ). (f) Total distance travelled during the SND test (Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test,  $H = 3.780$ ,  $p = 0.1511$ ,  $n = 8$ ). (g) Mice with *Syt4* overexpression showed a significantly increased duration of despair behavior compared to that exhibited by other groups (one-way ANOVA with Tukey’s multiple comparisons post hoc test,  $F_{2, 26} = 21.93$ ,  $p < 0.0001$ ,  $n = 10, 10, 9$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

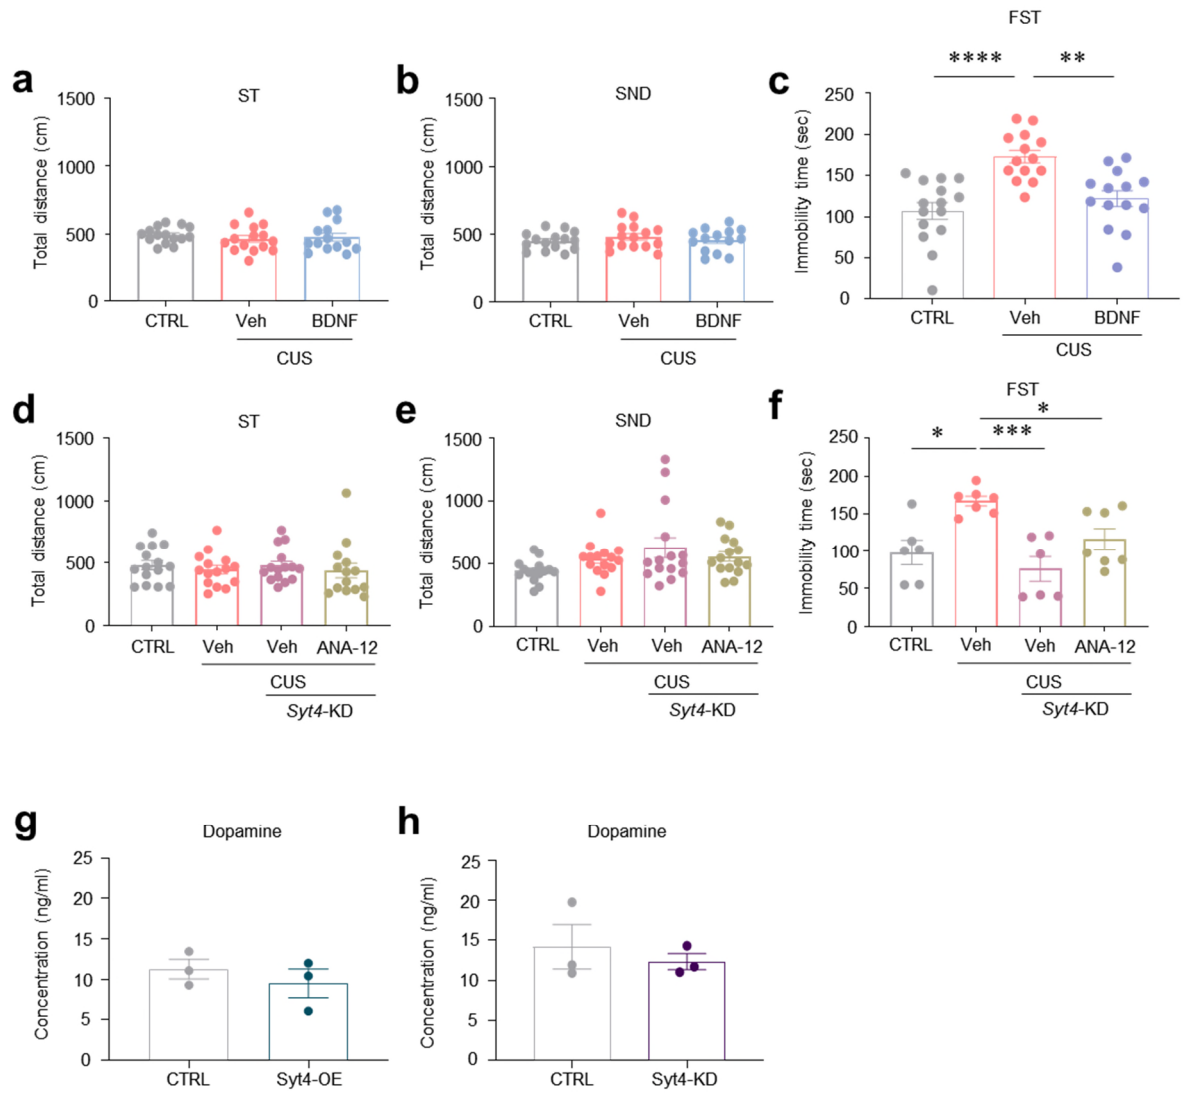

**Supplementary Fig. 16. Regulation of BDNF protein expression by SYT4 in the mPFC and behavioral effects of BDNF on CUS-induced despair and anxiety behaviors.** (a) Total distance travelled during the three-chamber sociability test (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 41} = 0.3997$ ,  $p = 0.6731$ ,  $n = 15, 15, 14$ ). (b) Total distance travelled during the three-chamber social novelty test (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 41} = 0.6247$ ,  $p = 0.5405$ ,  $n = 15, 15, 14$ ). (c) Intra-mPFC infusion of BDNF prevented the despair-like behavior induced by CUS in the FST (one-way ANOVA with Tukey's multiple comparisons post hoc test,  $F_{2, 40} = 13.58$ ,  $p < 0.0001$ ,  $n = 15, 14, 14$ ). (d) Total distance travelled during the three-chamber sociability test (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 2.896$ ,  $p = 0.4080$ ,  $n = 15, 15, 15, 14$ ). (e) Total distance travelled during the three-chamber social novelty test (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 8.316$ ,  $p = 0.0399$ ,  $n = 15, 15, 15, 15$ ). (f) The *Syt4* deficient mice (*Syt4*-KD) showed restoration of the despair-like behavior caused by CUS. In mice in which Trk-B was suppressed simultaneously, despair behavior increased slightly but not significantly (Kruskal–Wallis test with Dunn's multiple comparisons post hoc test,  $H = 12.33$ ,  $p = 0.0063$ ,  $n = 6, 7, 6, 7$ ). (g) The dopamine concentration was not significantly different between the *Syt4*-EGFP and vehicle control groups (unpaired t-test,  $t = 0.8274$ ,  $df = 4$ ,  $p = 0.4545$ ,  $n = 3, 3$ ). (h) The dopamine concentration was not significantly different between the *Syt4*-shRNA and vehicle control groups (unpaired t-test,  $t = 0.6232$ ,  $df = 4$ ,  $p = 0.5669$ ,  $n = 3, 3$ ). \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . The bar graphs show the mean  $\pm$  SEM.

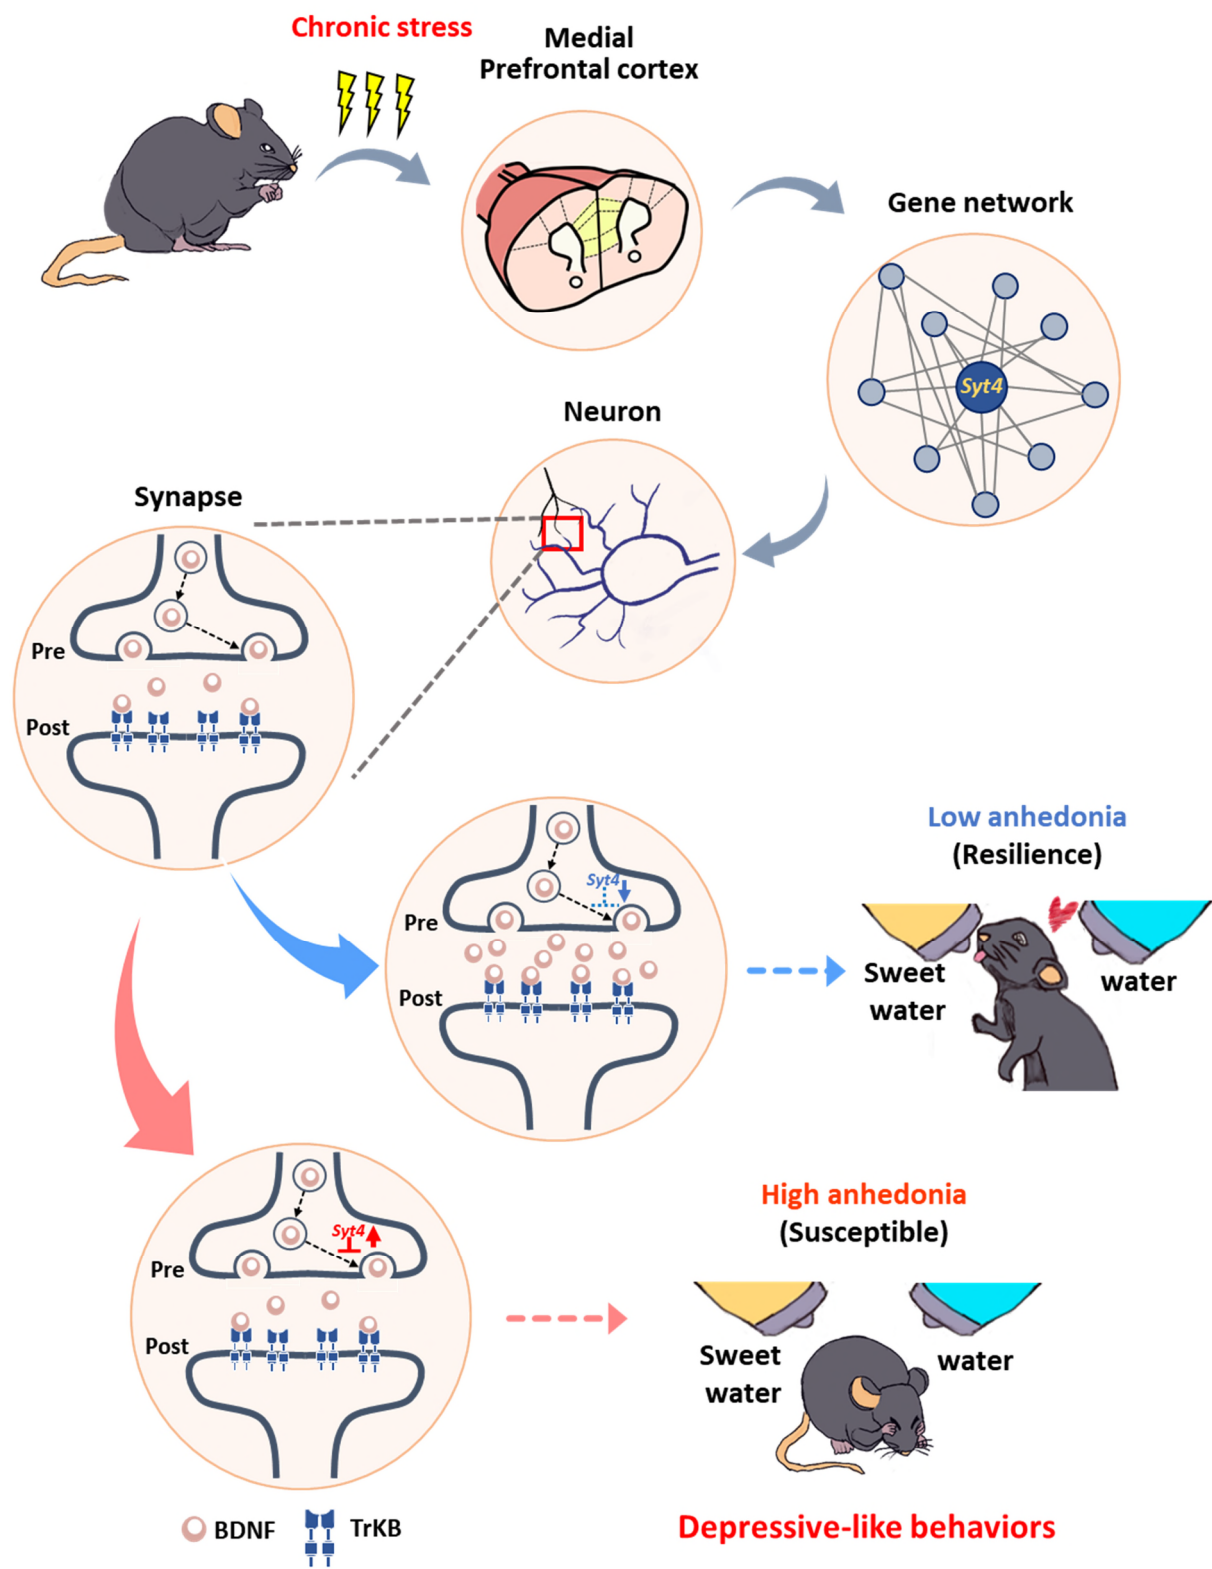

**Supplementary Fig. 17. SYT4–BDNF–TrkB system in the mPFC mediates chronic stress-induced anhedonia.** Model showing the proposed mechanisms underlying CUS-elicited anhedonic behaviors, which may be mediated by the SYT4–BDNF–TrkB signaling pathway in the mPFC.

## Supplementary Tables

| Stressor                     | Duration  | Day                              |
|------------------------------|-----------|----------------------------------|
| Restraint                    | 1 h       | 1, 6, 10, 15, 18                 |
| Light on                     | Overnight | 2, 7, 9, 16, 24                  |
| Cage tilt (45°)              | Overnight | 1, 11, 15, 20, 26                |
| Cage rotation (overcrowding) | 1 h       | 2, 9, 14, 22, 28                 |
| Wet bedding (overcrowding)   | Overnight | 5, 12, 14, 18, 22                |
| Light off                    | 3 h       | 4, 7, 11, 14, 16, 17, 21, 22, 24 |
| Strobe                       | Overnight | 6, 10, 17, 21, 23, 28            |
| Swim stress (22°C)           | 5 min     | 3, 5, 13, 16, 20, 25             |
| Food deprivation             | Overnight | 3, 8, 13, 19, 25                 |
| Overcrowding                 | Overnight | 4, 9, 18, 22                     |
| Different partner            | 3 h       | 8, 12, 19, 23, 26                |
| Water deprivation            | Overnight | 8, 13, 17, 25                    |

**Supplementary Table 1. CUS Experiment Schedule.** Common well-validated and authorized stressors were chosen randomly from the following list to ensure that the next stressors remained unpredictable to the subjects. For SCUS, all mice were subjected to two or three daily stimuli for 1 week.

Quality metrics of RNA-sequencing reads

| Sample ID | % of processed reads | % of mapped reads (%) | % of unmapped reads (%) |
|-----------|----------------------|-----------------------|-------------------------|
| CTRL_1    | 80,030,862           | 76,298,704 (95.34%)   | 3,732,158 (4.66%)       |
| CTRL_2    | 87,213,872           | 85,217,805 (97.71%)   | 1,996,067 (2.29%)       |
| CTRL_3    | 95,179,400           | 92,581,914 (97.27%)   | 2,597,486 (2.73%)       |
| RES_1     | 74,714,856           | 66,085,635 (88.45%)   | 8,629,221 (11.55 %)     |
| RES_2     | 71,660,514           | 65,943,942 (92.02%)   | 5,716,572 (7.98%)       |
| RES_3     | 59,440,326           | 54,160,586 (91.12%)   | 5,279,740 (8.88%)       |
| SUS_1     | 81,846,116           | 75,249,430 (91.94%)   | 6,596,686 (8.06%)       |
| SUS_2     | 74,126,316           | 68,750,866 (92.75%)   | 5,375,450 (7.25 %)      |
| SUS_3     | 73,433,024           | 67,903,437 (92.47%)   | 5,529,587 (7.53%)       |

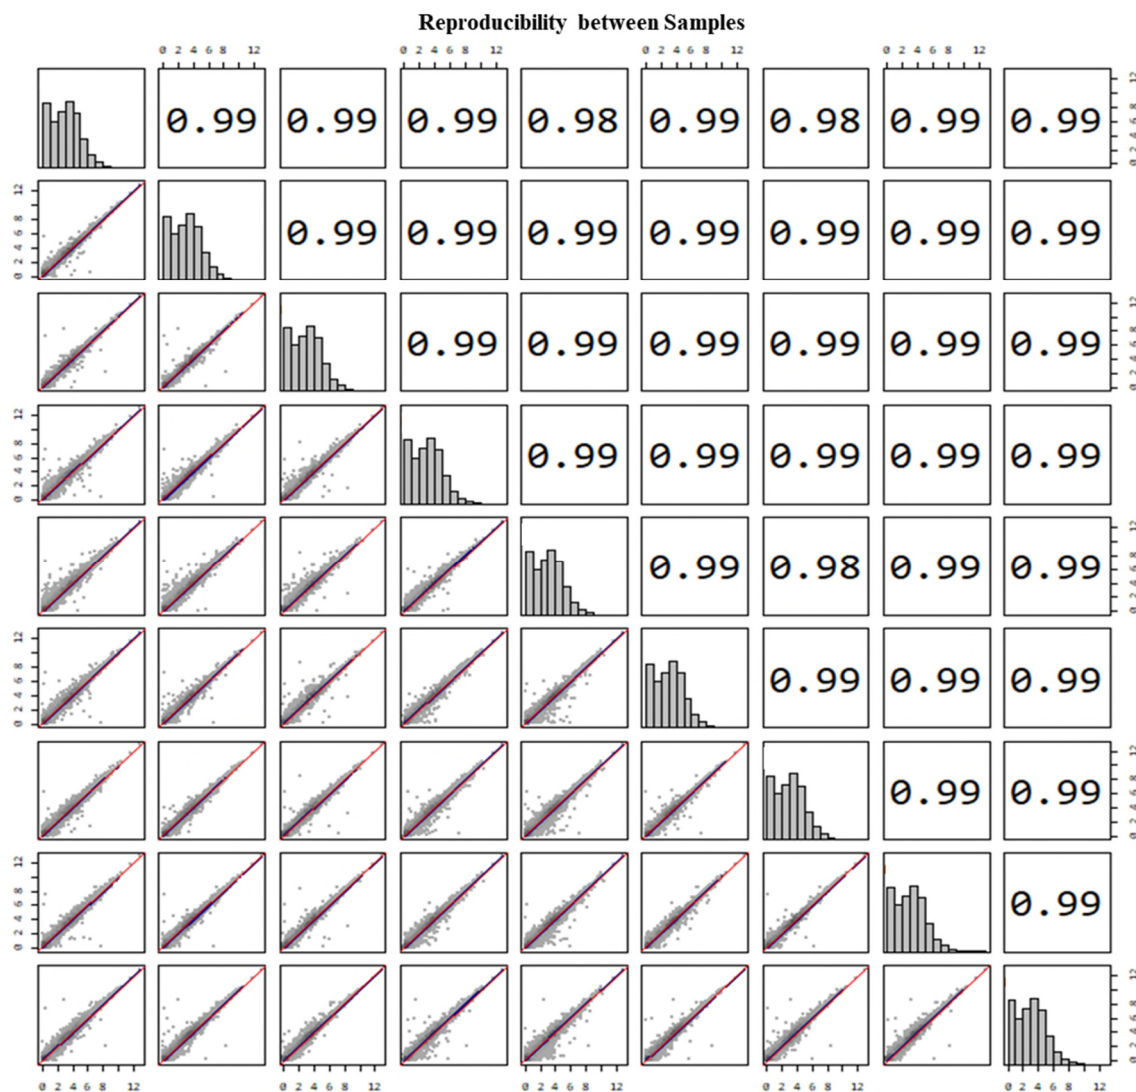

**Supplementary Table 2. Quality metrics of RNA sequencing reads and reproducibility between samples.** The reproducibility of repeated samples can be confirmed by determining the degree of similarity (Pearson's coefficient) between samples using normalized values for each sample (range:  $-1 \leq r \leq 1$ ). The closer the correlation coefficient value is to 1, the higher the similarity between samples.

**Supplementary Table 3. List of DEGs.** Genes with differential expression in the mPFC between control vs. CUS mice.

**Supplementary Table 4. Functional annotations of DEGs.** Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the six DEG groups (SUS-up, SUS-down, RES-up, RES-down, RES-up/SUS-down, SUS-up/RES-down) to identify the biological role of DEGs.

**Supplementary Table 5. List of module genes.** WGCNA was employed to discover behavioral phenotype-specific genes, which led to the identification of 203 co-expressed gene modules.

**Supplementary Table 6. Module-trait relationships.** Relationships between modules and sample traits through linear regression and Pearson correlation.

**Supplementary Table 7. Functional annotations of modules.** GO and KEGG pathway enrichment analyses were performed as in the DEG analysis to confirm the biological function of the module.

## SI References

1. Koo, J.W., Russo, S.J., Ferguson, D., Nestler, E.J. & Duman, R.S. Nuclear factor-kappaB is a critical mediator of stress-impaired neurogenesis and depressive behavior. *Proc Natl Acad Sci U S A* **107**, 2669-2674 (2010).
2. Monteggia, L.M., *et al.* Brain-derived neurotrophic factor conditional knockouts show gender differences in depression-related behaviors. *Biol Psychiatry* **61**, 187-197 (2007).
3. Rein, B., Ma, K. & Yan, Z. A standardized social preference protocol for measuring social deficits in mouse models of autism. *Nat Protoc* **15**, 3464-3477 (2020).
4. Shirayama, Y., Chen, A.C., Nakagawa, S., Russell, D.S. & Duman, R.S. Brain-derived neurotrophic factor produces antidepressant effects in behavioral models of depression. *J Neurosci* **22**, 3251-3261 (2002).
5. Azogu, I. & Plamondon, H. Inhibition of TrkB at the nucleus accumbens, using ANA-12, regulates basal and stress-induced orexin A expression within the mesolimbic system and affects anxiety, sociability and motivation. *Neuropharmacology* **125**, 129-145 (2017).
6. Kim, J., Kang, S., Choi, T.Y., Chang, K.A. & Koo, J.W. Metabotropic Glutamate Receptor 5 in Amygdala Target Neurons Regulates Susceptibility to Chronic Social Stress. *Biol Psychiatry* **92**, 104-115 (2022).
7. Guenther, C.J., Miyamichi, K., Yang, H.H., Heller, H.C. & Luo, L. Permanent genetic access to transiently active neurons via TRAP: targeted recombination in active populations. *Neuron* **78**, 773-784 (2013).
8. Anastasia, A., *et al.* Val66Met polymorphism of BDNF alters prodomain structure to induce neuronal growth cone retraction. *Nat Commun* **4**, 2490 (2013).
9. Lim, J.Y., Reighard, C.P. & Crowther, D.C. The pro-domains of neurotrophins, including BDNF, are linked to Alzheimer's disease through a toxic synergy with Abeta. *Hum Mol Genet* **24**, 3929-3938 (2015).
10. Mehravaran, S., Dehzangi, I. & Rahman, M.M. Interocular Symmetry Analysis of Corneal Elevation Using the Fellow Eye as the Reference Surface and Machine Learning. *Healthcare-Basel* **9** (2021).
11. Abdi, H. & Williams, L.J. Principal component analysis. *WIREs Computational Statistics* **2**, 433-459 (2010).
12. Wu, S.J., *et al.* Cortical somatostatin interneuron subtypes form cell-type-specific circuits. *Neuron* **111**, 2675-2692 e2679 (2023).

How the deposited data were processed for this re-analysis (not part of the article)

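RNA from the mPFC of 9 male mice was measured by RNA sequencing, with 3 CTRL, 3 RES and 3 SUS mice. RES and SUS mice had gone through 4 weeks (28 days) of CUS and were told apart by the sucrose preference test. The mapping of each library to its group and mouse number came from the sample labels, whose numbers match the columns of the deposited table.

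The authors removed ribosomal RNA, made strand-specific libraries and sequenced 101 nt from each end of the fragments. They trimmed the reads with Trimmomatic 0.38, kept reads of at least 36 nt, aligned them with HISAT2 2.1.0 to GRCm38 (mm10) and quantified known transcripts with StringTie 1.3.4d. The read counts per gene are as the authors deposited them, without normalization. The FPKM values were computed by the authors and are scaled by transcript length and by the number of mapped fragments. The log2 values are the authors' quantile-normalized log2(FPKM + 1). The table holds 15645 genes, of which 0 have an FPKM of 0 in any mouse, as the authors' filter left such genes out before the table was deposited. The authors' own comparisons took each gene by itself on the normalized values and called it differentially expressed at an unadjusted p under 0.05 and a fold change above 1.3. Their WGCNA 1.70.3 analysis, with a soft-thresholding power of 17, gave 203 modules, and genes with kME above 0.7 belong to a module. It was not repeated here.

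From the counts, log2 fold changes, standard errors and p were computed with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood fit and test, filterByExpr), with p adjusted by the Benjamini-Hochberg method. The filter left 15201 genes and took out 444. All 9 mice entered 1 fit, which leaves 6 residual degrees of freedom, without a covariate, since the labels and the paper's text name no batch. The comparisons were SUS against CTRL, RES against CTRL and SUS against RES. From the quantile-normalized values, distances between mice, the mean z score of the 10 hub genes of each of 6 modules and the correlations of Syt4 with the other genes of M166 (Pearson's r above 0.7) were computed. Single values were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 against 3 mice and 0.0119 for 6 against 3. Random lists matched on mean expression were drawn 10000 times.

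The totals ranged from 31385813 to 59922192 counts per mouse, so for genes of middling expression the spread between mice, and not the number of reads, limits the precision. With 3 mice per group, each count of genes with an adjusted p under 0.05 depends strongly on which mice are in the fit.

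The following genes are named, by a rule set in advance: Syt4, Bdnf, Ntrk2 and other genes the paper names as measured by RNA sequencing; the hub genes of the 6 modules; genes that Supplementary Table 4 lists under myelination, negative regulation of synaptic vesicle exocytosis, long-term potentiation and the HIF-1 signaling pathway; genes of the marker lists; and, per comparison, up to 5 higher and 5 lower genes with the largest log2 fold change among those past the paper's threshold whose groups do not overlap and whose mean is above 1 CPM. The genes listed under GDP binding and cognition, and Kcmf1 and Tbc1d24, were named after their values had been seen. Marker lists, tested with camera (preset correlation 0.01) and fry in limma 3.58.1, were written before the counts were seen for oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, endothelial cells, mural cells and meningeal fibroblasts, choroid plexus, blood, striatum, hypothalamus, excitatory neurons, upper cortical layers, deep cortical layers, inhibitory neurons, activity-regulated genes, glucocorticoid-regulated genes, circadian clock genes, ribosomal proteins and the mitochondrial genome.

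Alternatives to the fit were DESeq2 1.42.0, no TMM scaling, no filter, a mean of at least 1 CPM, limma on log2(FPKM + 1) without quantile normalization, a pseudocount of 0.1, only the 2 groups compared, the mouse number as a block, tests of each gene by itself with equal or unequal variances, and each mouse left out in turn. Others were added after the data had been seen: the trend of each library along transcript GC content (lowess, span 0.3) taken out as an offset, the same for transcript length and for both together, and limma on the quantile-normalized values. GC content and length came from the GENCODE annotation of GRCm38, by RefSeq accession for 98.5% of genes and by symbol for most others, 99.5% in all.

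The overlap of the lists under no change was simulated 20 times, with all 9 libraries drawn around 1 mean per gene so that the drawn CTRL libraries enter both comparisons. The statistics were tested on simulated data with 200 changed genes. edgeR recovered 80.5% of them with 9 false calls among 15164 genes. With a GC trend added to each library it recovered 85% with 2599 false calls among 15174 genes, and with that trend removed 78% with 14 false calls. The added trend fell in step from CTRL to RES to SUS libraries and was steeper than the one in the real libraries. The test of each gene by itself recovered 2.5% with equal and 0.5% with unequal variances, without a trend.

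The copy of Supplementary Table 3 used here holds 888 genes, fewer than the union of the paper's lists, and that of Supplementary Table 5 is truncated, so no test of overlap was run on either. The behavioral, imaging, protein and qRT-PCR experiments were not analysed here. The values of some single genes are not reported here.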

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

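The removal of trends along GC content, along transcript length and along both and the limma test on the quantile-normalized values were chosen only after the data had been seen, while the other alternatives were set before the data were examined. For the 26 main results, 152 of 213 recomputations under another setting were kept, 8 were weaker, 4 stronger, 4 reversed and 45 moved. Kept means the same direction and side of the threshold, or for counts and shares a value within 1.5 times. For medians of marker lists it means the same direction and a change smaller than the SD of the log2 fold changes across the genes of the list. With 1 mouse left out, 209 of 234 were kept, 4 were weaker, 1 stronger, 0 reversed and 20 moved. For the 83 genes and lists named, 930 of 1192 and 583 of 747 were kept. Of the rest, 223 and 126 were weaker, 20 and 22 stronger, 15 and 6 reversed, and 4 and 10 moved.

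The number of genes with an adjusted p under 0.05 was the least stable result. Between SUS and CTRL mice (853), RES and CTRL mice (381) and SUS and RES mice (0, with 2331 at an unadjusted p under 0.05), DESeq2 gave 1945, 1257 and 494. The count for RES against CTRL mice was 167 without TMM scaling, 207 without a filter, 154 with only the 2 groups compared and 249 with the length trend removed. Limma on log2(FPKM + 1) without quantile normalization gave 7 genes between SUS and CTRL mice and 0 between RES and CTRL mice, where 3383 had an unadjusted p under 0.05. A pseudocount of 0.1 gave 12 and 158, and limma on the quantile-normalized values 12 and 54. The test of each gene by itself gave 0 and 2 with equal variances and 0 and 0 with unequal variances, where 3287 genes (equal) and 2550 and 2005 (unequal) had an unadjusted p under 0.05. In the self-test without a trend, that test, which uses no information from other genes, recovered few of the changed genes. Limma, which does use it, recovered 81.5% there, so the self-test does not account for the low counts from limma. With the GC trend removed there were 3 and 38. With both trends removed there were 4, 58 and, between SUS and RES mice, 3. Over the 9 fits that each left out 1 mouse, the counts ran from 0 (without SUS mouse 1 or 2, with 2588 and 3124 at an unadjusted p under 0.05) to 1436 (without SUS mouse 3) between SUS and CTRL mice, from 0 (without SUS mouse 2, with 3066) to 800 (without RES mouse 3) between RES and CTRL mice, and from 0 to 538 (without RES mouse 3) between SUS and RES mice. The cause was not tested.

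The number of genes past the paper's threshold was steadier. For SUS against CTRL, RES against CTRL and SUS against RES mice (1364, 1293 and 1033), limma without quantile normalization gave 752, 699 and 564, and on the quantile-normalized values 726, 701 and 569. The test of each gene by itself gave 549, 464 and 248 with equal and 464, 378 and 186 with unequal variances. With the GC trend removed, 520 genes were past the threshold between SUS and CTRL mice, and 487 with both trends removed. The fits without 1 mouse ran from 825 (without CTRL mouse 1) to 2040 (without SUS mouse 3) and from 795 (without RES mouse 2) to 1645 (without RES mouse 3) for the first and last comparison. The cause was not tested. The part of the SUS list that was shared with the RES list (27.7%) was 17.5% with unequal variances, and the shared genes were 16.6% of the genes in either list.

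The log2 fold change of Syt4 between SUS and CTRL mice (0.46) no longer had an adjusted p under 0.05 with limma without quantile normalization (0.43, adjusted p = 0.0522), a pseudocount of 0.1 (0.43, adjusted p = 0.0522), limma on the quantile-normalized values (0.43, adjusted p = 0.0554), equal variances (0.43, adjusted p = 0.175), unequal variances (0.43, adjusted p = 0.297), the GC trend removed (0.17, adjusted p = 0.382) and both trends removed (0.18, adjusted p = 0.327). Without single mice it ran from 0.39 to 0.52, with an adjusted p from edgeR of 0.0187 to 0.126. It was above 0.05 without CTRL mouse 1 (0.126), CTRL mouse 2 (0.0966), SUS mouse 1 (0.121) or SUS mouse 2 (0.0996). Between SUS and RES mice, DESeq2 gave 0.29 with an adjusted p of 0.0395, in a range of 0.0395 to 0.674 over the alternatives. The sign between RES and CTRL mice reversed with the GC trend removed (-0.023) and with both trends removed (-0.034). The fall with the GC trend removed follows from the low GC content of Syt4, and the cause was not tested for the rest.

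Ntrk2 had a log2 fold change close to 0 between RES and CTRL mice (0.01, standard error 0.07), whose sign changed with DESeq2 (-0.0068), no TMM scaling (-0.044), no filter (-0.016), a mean of at least 1 CPM (-0.015), no quantile normalization (-0.049), a pseudocount of 0.1 (-0.0092), only the 2 groups compared (-0.014), equal and unequal variances (-0.0091 each), limma on the quantile-normalized values (-0.0091), the length trend removed (-0.061) and both trends removed (-0.021). Without single mice it ran from -0.064 (without RES mouse 1) to 0.026, and was also below 0 without CTRL mouse 1 (-0.016), SUS mouse 1 (-0.014) or SUS mouse 2 (-0.014). Between SUS and RES mice Ntrk2 changed sign with the length trend removed (0.00355) and with both trends removed (0.027), and ran from -0.080 to 0.00910 (without RES mouse 1). Between SUS and CTRL mice it changed sign with both trends removed (0.0057). Without single mice, Bdnf between SUS and CTRL mice ran from -0.18 to 0.084 (without CTRL mouse 2). It was -0.33 with the GC trend removed and -0.32 with both trends removed. In the fit of all mice these log2 fold changes are smaller than their standard errors, and the cause was not tested.

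Clustering by group kept its direction and an exact p of at most 0.0429 in each setting tried and without each single mouse. Among hub scores, those of M166 and M203 differed more clearly with SUS mice set against RES and CTRL mice together (1.66 and -1.64, exact p = 0.0119 each). The study chose both modules on these mice for their correlation with susceptibility, so this is not independent evidence. In both modules the CTRL mean lies further from the SUS mean than the RES mean does, and with 3 against 3 mice the exact p cannot fall under 0.1. M203 in stressed against CTRL mice was -1.28 without quantile normalization (exact p = 0.0476), but -0.741 with the GC trend removed (exact p = 0.286). M166 in stressed against CTRL mice ran from 1.03 to 1.56 without single mice, with an exact p of 0.0357 without CTRL mouse 3. With the GC trend removed, the small differences between SUS and RES mice in M91 and M199 reversed (-0.13 and 0.18). The partners of Syt4 in M166 (73) fell to 48 with the GC trend removed. After the group means were subtracted (21), they numbered 8 at r above 0.8 and 13 without quantile normalization, and ran from 8 (without CTRL mouse 3) to 35 (without CTRL mouse 2). Of the 18 calls among marker lists by camera at its preset correlation, 0 were made by fry and 0 by camera with an estimated correlation, which allow for correlation between genes of a list. Except for the higher threshold on r and these last tests, the cause was not tested.

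The mouse numbers 1 to 3 recur in each group, so a fit with the number as a block was made. The deviations of the 9 pairs of mice with the same number had correlations from -0.118 to 0.106, with 1 above 0.1, so these mice share only a number. With the replicate block, 0 genes had an adjusted p under 0.05 between SUS and CTRL mice, 0 between RES and CTRL mice and 0 between SUS and RES mice, where 3377, 2937 and 1961 had an unadjusted p under 0.05. Syt4 between SUS and CTRL mice was 0.46 with an adjusted p of 0.0654, and camera called 21 marker lists.

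The depth, at 31385813 or more counts per mouse, does not limit the results for genes of the level of Syt4, but the values of genes near 1 CPM, such as Pomc in CTRL mice, rest on few counts.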

Differences from the paper's values

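No test was run on these differences. At the threshold of an unadjusted p under 0.05 and a fold change above 1.3, 815 genes were higher in SUS than in CTRL mice, where the paper's value is 273, and 549 were lower, where the paper's value is 191. In RES mice 795 genes were higher than in CTRL mice against the paper's 191, and 498 were lower against the paper's 187. Between SUS and RES mice 348 genes were higher in SUS mice against the paper's 78, and 685 were lower against the paper's 108. Of the alternatives set before the data were examined, the test of each gene by itself with unequal variances gave the paper's value for all 6 counts, and the one with equal variances gave 314, 235, 231, 233, 108 and 140, each within 1.5 times the paper's value. Limma without quantile normalization closed the gap for the genes higher in SUS than in CTRL mice (381) but not for the other 5 counts. DESeq2, no TMM scaling, no filter, a mean of at least 1 CPM, a pseudocount of 0.1, only the 2 groups compared, the replicate block and each fit without 1 mouse closed none of the gaps. Of the settings chosen after the values had been seen, limma on the quantile-normalized values came within 1.5 times the paper's value for the genes higher in SUS than in CTRL mice (405), and the removal of the GC trend (259 higher and 261 lower) and of both trends (235 higher and 252 lower) did so for both counts between SUS and CTRL mice. The test of each gene by itself that the paper's methods name assumes equal variances, while the counts equal to the paper's came from the test with unequal variances.

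Among the hub genes of M166 other than Syt4, the fewest partners within the module was 69 at Pearson's r above 0.7, where the paper's value is 11. None of the alternatives set before the data were examined closed the gap, with 56 by Spearman's rho, 48 at r above 0.8, 52 without quantile normalization and 59 to 73 with 1 mouse left out. The paper does not state the threshold behind its numbers of partners.

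The part of the SUS list shared with the RES list was 27.7%, within 1.5 times the paper's 20%. It was outside that range without CTRL mouse 2 (31.2%), CTRL mouse 3 (34.3%) or SUS mouse 1 (32.4%). It was also outside with the GC trend removed (30.2%), and over all settings other than mice left out it reached up to 31.6%.

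The paper states that Syt4 has more partners in M166 than any other hub gene. By the count used here, 4 other hub genes had more than its 73. It had the most or shared the most only without RES mouse 2, where 0 hub genes had more.

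The paper states that Syt4 was higher in SUS than in RES mice. The direction was the same here, with a log2 fold change of 0.29, but edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.151 (unadjusted p = 0.00397). Of the alternatives, DESeq2 called it, with an adjusted p of 0.0395, in a range of 0.0395 to 0.674 over the alternatives.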

Other observations

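The tests of GC content on the genes past the threshold and on the marker lists, of library quality and of the share of excitatory neurons were chosen only after the results had been seen.

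The 6 mice of each comparison can be split into 2 groups of 3 in 10 ways, with the remaining group kept in the fit. For genes past the paper's threshold, the real split was the only one to give as many in SUS against CTRL mice (1 of 10 splits, the others 101 to 583 genes), in RES against CTRL mice (1 of 10, the others 183 to 536) and in SUS against RES mice (1 of 10, the others 126 to 906). For genes with an adjusted p under 0.05, it was 1 of 10 splits for SUS against CTRL mice and 1 of 10 for RES against CTRL mice, with 0 to 1 genes in the other splits. It was 10 of 10 for SUS against RES mice, where the real split gave 0 genes (2331 at an unadjusted p under 0.05) and the others 0 to 6. For marker lists called by camera, 9 of 10 splits gave as many as SUS against CTRL mice (2 lists), 3 of 10 as many as RES against CTRL mice (6 lists) and 1 of 10 as many as SUS against RES mice (12 lists). These counts of lists were adjusted over the 18 lists of a single comparison. Adjusted over all 54 tests, as in the paragraphs below, the comparisons have 2, 6 and 10 lists. With 10 splits the share cannot fall under 0.1, so these splits cannot exclude that the counts of a single comparison arose by chance. The distances between mice allow 280 partitions into all 3 groups. There the exact permutation p was 0.00357, also with the GC trend removed, and at most 0.0429 with 1 mouse left out. For the distances, this argues against groups that arose by chance.

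The log2 fold changes between the stressed and CTRL mice fell with the GC content of the transcripts (Spearman's rho = -0.614 for SUS against CTRL mice). The libraries also differed along GC content within the groups. The slope of log2 expression per 10 points of GC content was 0.24, 0.11 and 0.05 in CTRL mice 1 to 3, 0.05, -0.04 and -0.06 in RES mice and -0.22, -0.11 and -0.02 in SUS mice. Quantile normalization left the trend in place, with a rho from 0.646 in CTRL mouse 1 to -0.568 in SUS mouse 1. Transcript length does not account for it between SUS and CTRL mice (rho with length = 0.0206). A weaker trend along length was present in RES against CTRL mice (rho = 0.152) and SUS against RES mice (rho = -0.147), but with the length trend removed the rho with GC content was still -0.612, -0.375 and -0.316 in the 3 comparisons. A response of neuronal genes alone is argued against as well, since among 69 marker genes of non-neuronal cells, each relative to its own list, rho was -0.476 (permutation p = 2.0e-04). A candidate explanation is that the libraries recovered GC-rich transcripts to different degrees. The share of mapped reads in the paper's Supplementary Table 2 was higher in every CTRL mouse than in every stressed mouse (exact permutation p = 0.0119), so a difference in sequencing or library preparation between the groups cannot be told apart from an effect of stress, because every stressed mouse is on 1 side. An effect of stress on GC-poor transcripts in all cell types stays open and was not tested.

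If the GC trend is technical, it may account for most of the genes past the threshold between SUS and CTRL mice, of which 26.1% stayed past it with the trend removed. It does not account for most of those between RES and CTRL mice, of which 63.0% stayed, or between SUS and RES mice, of which 79.7% stayed. This holds for the paper's threshold only. Of the genes with an adjusted p under 0.05, 33 of 381 between RES and CTRL mice and 3 of 853 between SUS and CTRL mice still had one with the trend removed. In the self-test with a trend put into each library, edgeR made 2599 false calls, and 14 once the trend had been removed. That trend fell in step from CTRL to RES to SUS libraries and was steeper than the one measured here. The self-test therefore shows that such a trend can give false calls, and not how many of the real calls are false.

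The marker genes of myelinating oligodendrocytes were higher in RES than in CTRL mice, with 16 of 16 genes higher, a median log2 fold change of 1.07 and a camera adjusted p of 2.1e-09. All 16 genes were in the table, and 7 are among the genes that the study lists under the terms used here, which it chose on these mice. The mean deviation of the list was -0.43, -0.17 and -0.85 in CTRL mice 1 to 3, 0.17, 0.33 and 0.97 in RES mice and -0.14, -0.70 and 0.82 in SUS mice. Cnp, among its most abundant genes, had 105, 127.5 and 79.8 CPM in CTRL mice, 154, 163 and 237 in RES mice and 118.6, 85.1 and 214 in SUS mice. The median was 0.66 in SUS against CTRL mice (camera adjusted p = 0.00448), but 0.01 without SUS mouse 3 and 0.95 without SUS mouse 2, and -0.38 in SUS against RES mice (camera adjusted p = 0.00217), which became -0.15 without RES mouse 3, -0.12 without SUS mouse 2 and -0.89 without SUS mouse 3. In RES against CTRL mice it was 0.71 without RES mouse 3. GC content does not account for the difference, since the median was 0.96 with the trend removed. Every RES mouse lay above every CTRL mouse, while among SUS mice SUS mouse 3 lay far above them, SUS mouse 1 just above them and SUS mouse 2 among them. That all 16 genes were higher in RES mice is consistent with a larger share of white matter in their tissue punches. The list of oligodendrocyte precursors had medians of -0.04, 0.10 and -0.12 in SUS against CTRL, RES against CTRL and SUS against RES mice, and was highest in SUS mouse 3 (0.27) and RES mouse 3 (0.13), the mice with the highest values of the oligodendrocyte list. More myelin or more oligodendrocytes in RES mice stays open, and was not tested.

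Activity-regulated genes were lower in RES than in CTRL mice, with 13 of 14 genes lower, a median of -0.84 and a camera adjusted p of 2.1e-09. They were higher in SUS than in RES mice (11 of 14 genes, median 0.85, camera adjusted p = 2.3e-05). The adjusted p from fry was 0.179 for RES against CTRL mice and 0.256 for SUS against RES mice. The mean deviation of the list was 0.75, 0.31 and -0.04 in CTRL mice, -0.36, -0.42 and -0.67 in RES mice and 0.31, 0.39 and -0.28 in SUS mice. Without CTRL mouse 1 the median between RES and CTRL mice was -0.53. Fos fell by 1.49 (adjusted p = 0.0716 from edgeR) and Junb by 1.21 (adjusted p = 0.0467 from edgeR) on the log2 scale. The median between SUS and CTRL mice was -0.23 (camera adjusted p = 0.0580), where 3 of 14 genes had an unadjusted p under 0.05. GC content does not account for the lower level in RES mice (median -0.73 with the trend removed), and neither does a smaller share of excitatory neurons, whose markers had a median of 0.23 between RES and CTRL mice. Less neuronal activity in the hours before the tissue was taken, from stress or from handling on the day, may explain it, and neither was tested. The paper reports fewer Fos+ cells in the mPFC of SUS than of CTRL mice, and a difference between CTRL and RES mice. Those cells were labelled in other mice while sucrose was offered. The RNA here was taken after the sucrose preference test, so it does not test that result.

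Glucocorticoid-regulated genes were lower in SUS than in CTRL mice, with 12 of 13 genes lower, a median of -0.46 and a camera adjusted p of 3.6e-07, where the adjusted p from fry was 0.0582. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 genes had an adjusted p under 0.05 over all genes and 10 when adjusted over the list alone. In RES against CTRL mice 10 of 13 genes were lower (median -0.29, camera adjusted p = 0.00316), and in SUS against RES mice 10 of 13 (median -0.22, camera adjusted p = 0.0110), which became -0.11 without RES mouse 2 and -0.14 without SUS mouse 1. The mean deviation was 0.41, 0.29 and 0.18 in CTRL mice, -0.09, 0.10 and 0.00 in RES mice and -0.56, -0.29 and -0.03 in SUS mice. Tsc22d3 had a log2 fold change of -0.61 (standard error 0.08, adjusted p = 0.0204 from edgeR) in SUS and -0.46 (standard error 0.08, adjusted p = 0.0305 from edgeR) in RES against CTRL mice. GC content does not account for the list (median -0.36 with the trend removed). A candidate explanation is less glucocorticoid signaling in the mPFC 4 days after the last CUS session. Hormone levels were not analysed here.

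Of 54 tests (18 lists in 3 comparisons), camera at its preset correlation called 18, and 0 of these held under fry or with an estimated correlation. Of genes in other lists, the terms used here hold 3 of 8 for excitatory neurons and 1 of 11 for endothelial cells, and Per1 is in both the glucocorticoid-regulated and the circadian clock list. Endothelial genes were lower in RES than in CTRL mice (11 of 11, median -0.42, camera adjusted p = 5.8e-06) and higher in SUS than in RES mice (11 of 11, median 0.45, camera adjusted p = 4.1e-06), the latter 0.27 without RES mouse 2 and 0.29 without SUS mouse 3. Genes of mural cells and meningeal fibroblasts had a median of -0.26 in RES against CTRL mice (8 of 13 lower, camera adjusted p = 0.0384), which was -0.16 without RES mouse 2, -0.17 without CTRL mouse 3, -0.39 without RES mouse 1 and -0.40 without RES mouse 3. It was 0.56 in SUS against RES mice (12 of 13 higher, camera adjusted p = 2.9e-04), and 0.21 without SUS mouse 3. Ribosomal protein genes had medians of -0.25 in RES against CTRL mice (11 of 12 lower, camera adjusted p = 4.1e-06) and 0.11 in SUS against RES mice (12 of 12 higher, camera adjusted p = 0.00434), the latter 0.04 without RES mouse 2 and 0.22 without RES mouse 3. In SUS against RES mice, camera also called excitatory neurons (7 of 8 lower, median -0.38, adjusted p = 1.1e-04), inhibitory neurons (7 of 8 lower, median -0.22, adjusted p = 0.0181), striatum (8 of 9 lower, median -0.35, adjusted p = 0.0181) and the 3 hypothalamic genes in the table (2 of 3 higher, median 1.14, adjusted p = 0.0268, with Pomc in SUS mouse 1 among them).

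Camera called no comparison of the other lists. Their medians are given in the order SUS against CTRL, RES against CTRL and SUS against RES mice. They were 0.11, 0.08 and -0.04 for astrocytes and -0.03, -0.09 and 0.10 for microglia. For choroid plexus they were 0.48, -0.0021 and 0.20, and for blood 0.24, -0.32 and 0.46. Upper cortical layers had 0.02, -0.09 and 0.17, and deep cortical layers -0.21, 0.05 and -0.27. Circadian clock genes had -0.13, -0.03 and -0.10. The mitochondrial genome list had 0 genes in the table. With the GC trend removed, the medians of lists called by camera were -0.51 (RES against CTRL mice) and 0.43 (SUS against RES mice) for endothelial cells, -0.18 and 0.52 for mural cells and meningeal fibroblasts and -0.17 and 0.16 for ribosomal proteins, and in SUS against RES mice -0.34 for excitatory neurons, -0.17 for inhibitory neurons, -0.32 for striatum and 1.05 for the hypothalamus. No other explanation was tested for these lists.

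Syt4 is poor in GC, and the GC trend may account for most of its rise in SUS over CTRL mice, which fell from 0.46 to 0.17 on the log2 scale with the trend removed. Among 131 genes of similar GC content and level, the median log2 fold change was 0.33 in SUS against CTRL mice, and Syt4 lay above 91.6% of them. In SUS against RES mice it fell from 0.29 to 0.19 (standard error 0.07), with a median of 0.09 among those 131 genes, of which Syt4 lay above 96.9%. From these libraries alone, the trend and a rise of Syt4 itself cannot be told apart there. With the trend removed the adjusted p from edgeR was 0.226 (unadjusted p = 0.0185, adjusted p from 0.0395 to 0.674 over all alternatives), and the spread between 3 mice per group is too large to decide. The paper also reports higher Syt4 in SUS mice by qRT-PCR and by fluorescence in situ hybridization. Those measurements do not rest on these libraries and were not analysed here. Its correlation with the other genes of M166 could come from the shared difference between groups alone. After the group means were subtracted, 21 of 76 genes still had r above 0.7, but this cannot be told apart from the choice of the genes, since the study chose them on the same mice because they correlate.

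The paper links Syt4 to BDNF signaling through mature BDNF protein and phosphorylated TrkB on western blots, and through behavior after infusions into the mPFC. The RNA levels of Bdnf and Ntrk2 measure neither protein nor release, so they do not test that link. In these libraries, Bdnf had log2 fold changes of -0.05 in SUS against CTRL mice, -0.24 in RES against CTRL mice and 0.19 in SUS against RES mice (adjusted p = 0.838, 0.282 and 0.487 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ntrk2, which encodes the receptor TrkB, had -0.04, 0.01 and -0.05 (adjusted p = 0.752, 0.963 and 0.772 from the same test by edgeR). With the GC trend removed, Bdnf had -0.33, -0.43 and 0.10 (adjusted p = 0.347, 0.131 and 0.721 from edgeR), and with both trends removed -0.32, -0.45 and 0.12. Over all alternatives, single mice left out included, its adjusted p ranged from 0.332 to 0.962, from 0.0993 to 0.690 and from 0.381 to 0.721. The sign of Bdnf between SUS and CTRL mice changed without CTRL mouse 2 (0.08), and that of Ntrk2 between RES and CTRL mice changed with DESeq2 (-0.0068) and most other settings.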
